# Zero-preserving imputation of single-cell RNA-seq data

**DOI:** 10.1038/s41467-021-27729-z

**Published:** 2022-01-11

**Authors:** George C. Linderman, Jun Zhao, Manolis Roulis, Piotr Bielecki, Richard A. Flavell, Boaz Nadler, Yuval Kluger

**Keywords:** Statistical methods, RNA sequencing

## Abstract

A key challenge in analyzing single cell RNA-sequencing data is the large number of false zeros, where genes actually expressed in a given cell are incorrectly measured as unexpressed. We present a method based on low-rank matrix approximation which imputes these values while preserving biologically non-expressed genes (true biological zeros) at zero expression levels. We provide theoretical justification for this denoising approach and demonstrate its advantages relative to other methods on simulated and biological datasets.

## Abstract (web summary)

Missing values in scRNA-seq datasets can bias their analysis. Here, the authors threshold the low rank approximation of the expression matrix, so false zeros can be imputed while true zeros are preserved.

## Introduction

Single-cell RNA-sequencing (scRNA-seq) techniques measure gene expression at the individual cell level. This requires amplification of truly minute quantities of mRNA, resulting in a phenomenon called “dropout” in which an expressed transcript is not detected and hence assigned a zero expression value. As a result, we define two types of zeros in the observed matrix: biological zeros (genes that were not expressed at the time of sequencing) and technical zeros (genes that were expressed at the time of sequencing but not measured). We note that our definition of “technical zeros” includes “sampling zeros,” which are the result of undersampling the transcripts in each cell^1,2^. Roughly 15–40% of genes in bulk RNA-seq of different tissues are not expressed^3^, suggesting that at least that percentage of genes are not expressed in individual cells and are thus biological zeros. However, due to technical zeros and cell-to-cell heterogeneity, the fraction of zeros in a typical scRNA-seq expression matrix is much higher, even exceeding 90% with recently developed droplet-based techniques.

Due to a large number of technical zeros, directly processing the raw data may be detrimental to downstream analysis, such as clustering and visualization. Imputation of the missing values has the potential to improve these analyses. An imputation method for scRNA-seq data should have (at least) the following two properties: (i) it should accurately impute the data, in particular preserving at zero true biological zeros while completing the technical ones. We illustrate this point below using a dataset from^4^, whereby detecting which matrix entries are true biological zeros, has crucial importance for a biological understanding of the particular system of interest. (ii) it should be able to process, in a reasonable time, large-scale scRNA-seq datasets that contain hundreds of thousands to millions of cells.

Over the past few years, several imputation methods have been developed, including DCA^5^, MAGIC^6^, SAVER^7^, and scImpute^8^. Some methods such as DCA and MAGIC treat all zeros as “missing data” and output a matrix in which every gene is expressed in every cell (i.e., there are no biological zeros). While other methods such as SAVER and scImpute do preserve biological zeros, as we show below, they either detect relatively few of them or otherwise impute a few of the technical ones. Finally, with their current implementations, SAVER and scImpute may be extremely slow on scRNA-seq datasets with over 100,000 cells.

To address these challenges, we present Adaptively thresholded Low-Rank Approximation (ALRA), a method for imputation of scRNA-seq data. ALRA takes advantage of the non-negativity and low-rank structure of an expression matrix to selectively impute technical zeros (Fig. 1). Due to widespread correlations between genes across different cells, we assume that the true expression matrix is non-negative, low-rank, and contains many zeros (biological zeros). The matrix measured in a scRNA-seq experiment is a corrupted version of this expression matrix where many technical zeros are introduced by measurement error or insufficient total read counts. The first step of ALRA is to compute a low-rank approximation of the observed matrix using the singular vector decomposition (SVD). The rank *k* of the approximation is automatically determined by a simple procedure described in the Online Methods. The matrix resulting from this low-rank approximation, in general, has no zeros. Hence, the last step of ALRA is to restore the biological zeros in the matrix by thresholding its entries. As we prove mathematically in the supplement, under certain assumptions, the entries of this matrix that correspond to the true biological zeros are symmetrically distributed around zero. Due to this symmetry, the negative values provide an estimate for the error distribution of the elements corresponding to true biological zeros. As such, we set to zero all the entries of each row (or gene) that are smaller than the magnitude of the most negative value (see Methods for details). This ensures that with high probability all of the entries which correspond to biological zeros are set to zero. Our analysis may be of independent interest to other low-rank matrix completion or denoising problems.

**Fig. 1:**
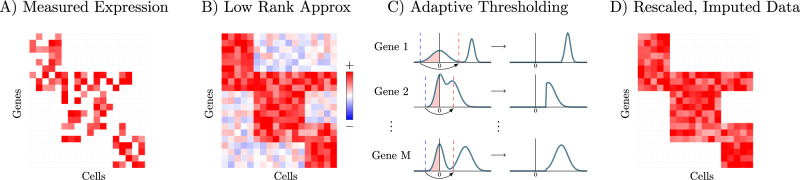
Overview of the ALRA imputation scheme. **A** Measured expression matrix contains technical zeros (in each block) and biological zeros (outside each block). **B** Low-rank approximation via SVD results in a matrix where every zero is completed with a non-zero value (i.e., biological zeros are not preserved). **C** The elements corresponding to biological zeros for each gene are symmetrically distributed around 0, so the magnitude of the most negative elements in each row is also approximately the magnitude of the most positive values assigned to biological zeros. Therefore, thresholding the values in each row, restores almost all of the biological zeros in the imputed matrix (**D**).

We emphasize the simplicity—and hence computational efficiency—of our approach: it is SVD followed by a thresholding scheme that takes advantage of the non-negativity of the true matrix. Remarkably, as we demonstrate below with experiments on 11 real scRNA-seq datasets, this simple approach outperforms other more complex methods for the recovery of scRNA-seq expression data. In addition to these empirical results, we also give a rigorous theoretical justification for ALRA’s algorithm (see supplement).

## Results and discussion

### ALRA preserves biological zeros

Using a variety of datasets where ground truth is known, we empirically illustrate ALRA’s ability to preserve biological zeros. We first considered scRNA-seq of purified populations of peripheral blood mononuclear cells (PBMCs) generated by Zheng et al. (2017)^9^. We merged the purified populations into a single matrix and ran ALRA, DCA, MAGIC, SAVER, and scImpute on the merged matrix. We then focused our attention on B cells, natural killer cells, cytotoxic T cells, and helper T cells. These four cell types are well characterized and there are known marker genes specific to each. For example, *PAX5* (*BSAP*), *NCAM1* (*CD56*), *CD8A*, and *CD4* are marker genes for peripheral B cells, NK cells, cytotoxic T cells, and helper T cells, respectively^10–12^. The expression values of a marker gene in a population that is known to not express that marker gene (e.g., *NCAM1* in B cells) are biological zeros. Note that there may be further biological zeros in the marker genes due to cell-to-cell heterogeneity (e.g., some CD8+ T cells may not actually express *CD8* at the time of sequencing), and for this reason, we focus on the known biological zeros: genes for which there is solid biological knowledge that these are not expressed in a cell population.

After low-rank approximation, all entries in the matrix are non-zero. However, as shown in Fig. 2A and in accordance with our theoretical analysis, the elements of the matrix correspond to known biological zeros (e.g., the gene *PAX5* in NK cells, cytotoxic T cells, or helper T cells) are symmetrically distributed around zero. Thus in the second step of ALRA we threshold at the red dotted lines, which are the symmetrical mirror image of the 0.001 quantiles of each gene (blue dotted lines). As shown in Fig. 2B, this step recovers the known biological zeros of the marker genes for these four purified peripheral blood mononuclear cell populations. We note that some cytotoxic T cells with NK cell markers (i.e., CD8+CD56+ cells) are known to be present in the peripheral blood, which justifies the completion of *NCAM1* in a small fraction of cytotoxic T cells^13^.

**Fig. 2:**
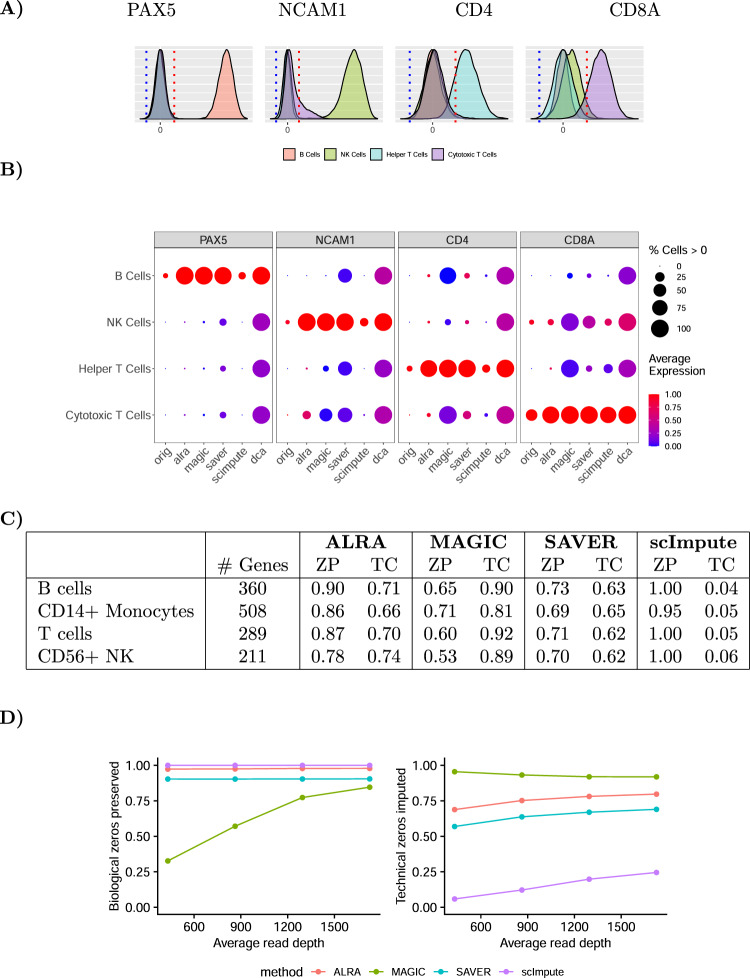
Preserving biological zeros in purified PBMC populations. **A** After low-rank approximation, ALRA recovers biological zeros of each gene by thresholding (red line) the expression values of that gene in all cells at the magnitude of the *p* = 0.001 quantile of that gene (blue line). **B** Preserving biological zeros in genes known to be specific to each cell population. **C** Biological zeros were defined as genes which should not be expressed in a cell type (based on bulk RNA-seq). The ratio of these biological zeros preserved (ZP) is shown alongside the ratio of total zeros completed (TC). **D** Percentage of biological zeros preserved (left) and technical zeros completed (right) in a simulated scRNA-seq dataset as sequencing depth increases. DCA not shown for (**C**) and (**D**), as it imputes every zero to a positive number.

In contrast, DCA, MAGIC, and SAVER output non-zero values for many entries in the matrix that are expected to be biological zeros. For example, both DCA and MAGIC result in a matrix where CD8+ T cells express CD4 at nontrivial levels. While there may be some crossover between these marker genes, particularly during development, it would be in a small fraction of the mature cells. Furthermore, the shapes of the distributions obtained by these three imputation methods have no obvious cut points for thresholding the biological zeros, especially because in many cases the values that should be zero are not small (Supplementary Fig. 1). We also note that while scImpute preserves biological zeros, it only imputes 4–6% of the total zeros, hence clearly underperforming in the task of imputing technical zeros.

Next, going beyond the above illustrative example with only four genes, we demonstrate the ability of ALRA to preserve biological zeros in hundred of genes identified via bulk RNA-seq of purified immune cell populations. Specifically, genes that were not expressed in peripheral B cells, CD14+ monocytes, T cells, and CD56+ NK cells in bulk RNA-seq of Hoek et al. (2015)^14^ were identified as “biological zeros.” We evaluated the ratio of these biological zeros preserved (ZP) by the various imputation methods. ALRA preserved more than 85% of the zeros in B cells, CD14 monocytes, and T cells, and preserved 75% of the zeros in CD56 NK cells. DCA does not preserve any biological zeros (it always outputs values greater than zero), and hence is not shown in the table. MAGIC preserved between 53 and 71% of the biological zeros. scImpute preserved the most biological zeros, at the cost of hardly imputing any of the zero entries in the matrix (which includes a large number of technical zeros). SAVER imputes fewer total zeros than ALRA but only preserves 69–73% of the biological zeros, which is substantially lower than ALRA.

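CITE-seq stains cells with antibodies that carry a DNA barcode before they are captured in droplets, so that each cell yields unique molecular identifiers (UMIs) for its transcripts and antibody-derived tags (ADT) for its surface proteins. The dataset of peripheral blood mononuclear cells (PBMCs) is 1 RNA library and 1 tag library of the same cells on the 10x platform, so no test between samples was possible, and cells were not treated as replicates. The authors of the dataset deposited UMI counts per gene, counts for 10 antibody tags, and the tag counts after a centered log ratio (CLR), which is the natural log of the tag count plus 1 minus a constant of each cell. Their processing notes name Cell Ranger 1.2 and a human and a mouse genome, and the table lists human and mouse genes side by side. Of 7985 barcodes, 7667 had over 90% of their UMIs in human genes and were kept, 311 had over 90% in mouse genes, and 7 had neither. The 13694 human genes seen in at least 10 kept cells formed the matrix, in which 94.0% of the entries were 0. The paper gives 13458 genes, which is the number seen here in over 10 kept cells. A kept cell held a median of 1380 human UMIs (range 664 to 22143, and 12520957 over all cells), 744 genes with a UMI and 1404 tag counts (range 48 to 34188). ALRA was rewritten from the methods, with 10000 UMIs per cell, the natural log after adding 1, a rank of 22, a singular value decomposition run to convergence, the 0.001 quantile of each gene as the threshold, rescaling, and the observed values put back. The genes at 0 in bulk RNA-seq of sorted cells, which the paper took as biological zeros, were not used here. Lists of marker genes took their place, with 15 genes for T cells, 14 for B cells, 15 for monocytes, 10 for NK cells and 7 for hematopoietic progenitors, of which 3 progenitor genes and every gene of the other lists passed the filter. Levels are given in CPM, the usual scaling of the UMIs of a gene by all human UMIs of the class, with exact Poisson intervals and shares of cells with exact binomial intervals, and both cover counting error only. No doublet caller was run, and cells positive for more than 1 of the 3 gating proteins (282 cells, 3.68%) were left out of the classes.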

We performed a similar analysis using scRNA-seq data from CITE-seq of a peripheral immune cell population^15^. In CITE-seq data, both single-cell RNA-seq and cell surface protein expression are measured for each of the cells. 

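The gates on surface-protein tags separated cells whose RNA carried the markers of T cells, B cells and monocytes. CD3D, a subunit of the T-cell receptor complex, stood at 1355 CPM (95% interval 1326 to 1386) in gated T cells, against 19.7 (13.5 to 27.8) in B cells and 50.0 (40.9 to 60.5) in monocytes. MS4A1, which encodes the B-cell antigen CD20, reached 1748 (1684 to 1813) in B cells, against 5.64 (3.89 to 7.93) in T cells and 4.76 (2.28 to 8.76) in monocytes. S100A9, a subunit of calprotectin, reached 17469 (17290.5 to 17648) in monocytes, against 183 (173 to 195) in T cells and 124 (108 to 143) in B cells. Each of the 15 T-cell genes, 14 B-cell genes and 15 monocyte genes had an interval above those of both other classes. Genes outside these lists that were among the 8 with the largest ratio to the other classes included the T-cell transcription factor LEF1 (326 against 5.24 CPM in monocytes) and MAL (224 against 3.08 in B cells) in T cells, the non-coding RNA LINC00926 (996 against 1.90 in monocytes) in B cells, and the histamine-degrading enzyme HNMT (160.5 against 1.54 in T cells) in monocytes, each set against the higher of the other classes. A UMI of CD3E was seen in 73.4% of T cells and 1.98% of B cells, at median depths of 1371 and 1284 UMIs, and in 38.0% and 0.233% once each cell was thinned to 500 UMIs, which left out no cell. Lysozyme (LYZ), a product of monocytes, was seen in 96.8% of monocytes (median 1605 UMIs) and 7.20% of T cells, and in 93.6% and 3.09% after thinning. The gates, set by k-means with k = 2 on the deposited CLR values of each marker, held 3917 T cells (51.1% of kept cells, 95% interval 50.0% to 52.2%), 860 B cells (11.2%, 10.5% to 11.9%) and 1171 monocytes (15.3%, 14.5% to 16.1%), and 1437 cells were negative for all of the markers.

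**Figure D1:**
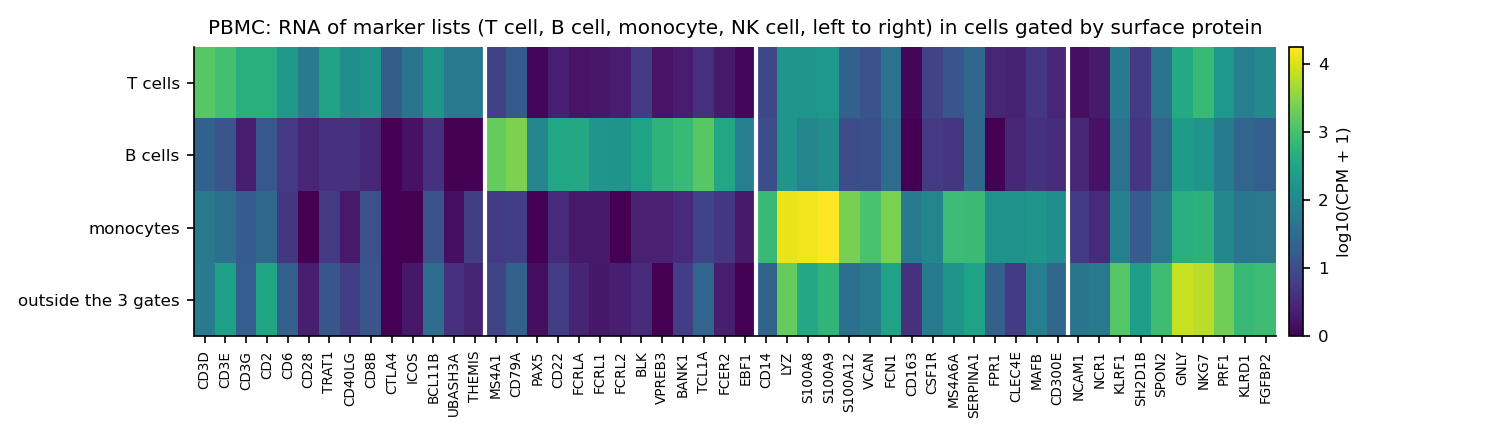
RNA of the marker lists in PBMCs gated by surface protein, as log10 of CPM plus 1 (color), with genes along the x axis in the order of the T-cell, B-cell, monocyte and NK-cell lists and cell classes along the y axis. Each of the first 3 lists is brightest in its own class (CD3D at 1355 CPM in T cells, MS4A1 at 1748 in B cells, S100A9 at 17469 in monocytes), and the NK-cell list is brightest in the cells outside the gates.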

Unlike with the previous experiment where FACS was used to separate the cells into cell types and then sequence them, in this dataset we can identify B cells, T cells, and monocytes based on the cell surface markers. We then ran the imputation methods on the scRNA-seq data and evaluated the ratio of biological zeros preserved by different imputation methods (Supplementary Table 2). As before, ALRA preserved substantially more biological zeros than MAGIC and SAVER. scImpute preserved 5-8% more zeros than ALRA, but only imputes about a fifth of the zeros that ALRA completes.

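Genes of the B-cell list kept nearly all of their zeros in T cells and monocytes while they were completed in B cells. PAX5, a transcription factor of the B-cell lineage, had a UMI in 12.9% of B cells and was above 0 in 99.9% of them after ALRA, while 99.5% of its zeros were preserved in T cells and 98.8% in monocytes. The B-cell antigen receptor subunit CD79A, with a UMI in 2.07% of T cells, had the lowest share preserved there of the 14 B-cell genes, 99.2%. Of the monocyte genes, CD14 kept 99.3% of its zeros in T cells and 99.4% in B cells, and the calprotectin gene S100A9 kept 89.1% and 89.8%, the lowest shares of that list. SPINK2, a gene of hematopoietic progenitors, kept 59.1% of its zeros in T cells, 69.8% in B cells and 98.7% in monocytes. It was at 0 before ALRA in 3816 of 3917 T cells, 837 of 860 B cells and 1169 of 1171 monocytes. A UMI of SPINK2 was thus seen more often in T cells and B cells, and whether all of its zeros there are biological was not tested. In monocytes the lowest share was that of the T-cell gene BCL11B (89.5%), while the T-cell list as a whole kept 97.3% and the NK-cell list 95.0%. Pooled over the lists that each class should lack, ALRA preserved 97.6% of the biological zeros in T cells, 97.8% in B cells and 97.6% in monocytes, with medians over genes of 99.4%, 99.3% and 98.9%. Of all zeros of the matrix, ALRA completed 57.9% in T cells, 59.7% in B cells and 56.1% in monocytes. Replacing each cell by the mean of its 30 nearest cells in the first 22 principal components, a plain smoother run for comparison, preserved 81.9%, 78.2% and 84.3% and completed 41.8%, 43.3% and 41.6%. The paper sets such shares for ALRA beside those of MAGIC, SAVER and scImpute, which were not run here, and states from them that ALRA keeps more of the biological zeros than MAGIC and SAVER, and that scImpute keeps more than ALRA but completes far fewer of all zeros. The shares come from 1 library and rest on these lists of genes.

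**Figure D2:**
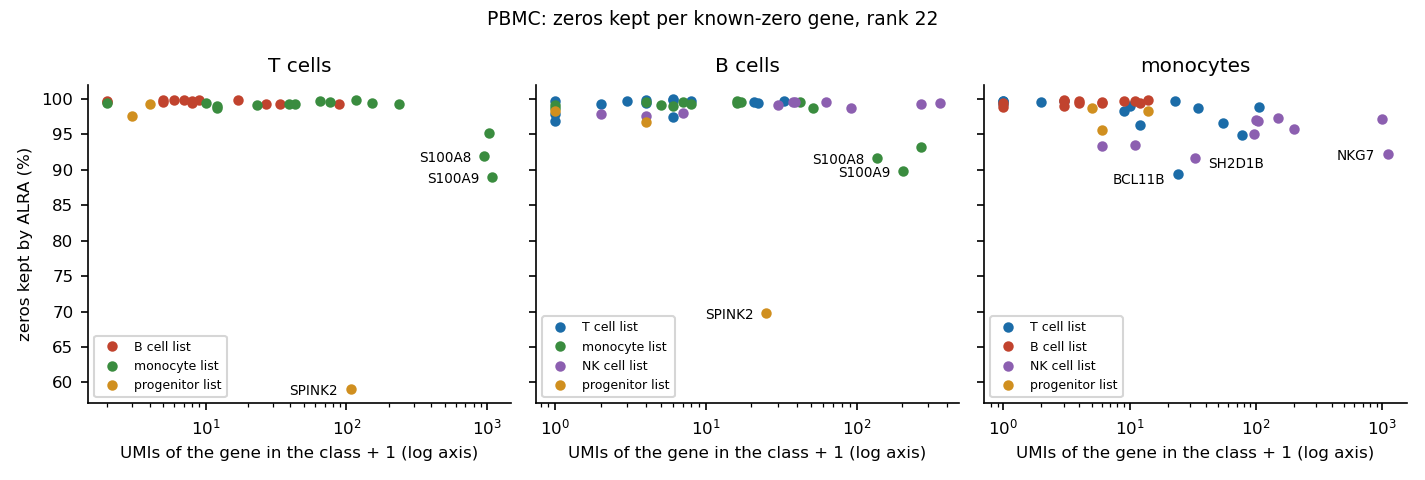
Share of zeros preserved by ALRA at rank 22 (y axis, percent, from just under 60%) for genes that a class should lack, against the UMIs of that gene in the class plus 1 (x axis, log scale), in T cells, B cells and monocytes. Most points lie near the top, and SPINK2 (59.1% in T cells) and S100A9 (89.1%) lie lowest in T cells.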

Finally, we assessed ALRA’s ability to selectively complete technical zeros (while preserving biological zeros) using a simulated dataset where the truth is known. We used bulk RNA-seq of 5 T-cell populations from the ImmGen consortium^16^ to simulate scRNA-seq expression data. For each population, we generated single-cell profiles by sampling counts from a multinomial distribution as in refs. ^17,18^ with probabilities proportional to expression in the bulk profile. Specifically, for a given population, the probability vector is equal to the corresponding bulk profile normalized to sum to one. We then sampled from each multinomial distribution with an increasing number of reads. The probability of recovering a technical zero as a function of the underlying expression is shown in Supplementary Fig. 11. As shown in Fig. 2D, ALRA preserves ~97% of the true biological zeros while completing a large proportion of the non-zeros, even at shallow read depths. In contrast, MAGIC preserves many fewer zeros, especially at shallow read depths. SAVER fares better, but still incorrectly completes more biological zeros than ALRA. Finally, scImpute preserves all the biological zeros, but only imputes less than 25% of the technical zeros. In these experiments, DCA was not included because it outputs a matrix of all positive values (i.e., with no zeros), and hence never preserves biological zeros.

### The importance of preserving biological zeros

A cell type or cellular process is often characterized by both positive marker genes (genes expressed by the cells) and negative marker genes (genes not expressed by the cells). Imputation methods that do not preserve biological zeros result in a matrix where every gene is expressed by every cell, requiring the practitioner to manually threshold the expression values to determine which cells express or do not express the markers. This thresholding can be arbitrary and lead to erroneous results. In contrast, ALRA does not require this thresholding step, as cells not expressing the gene will not be falsely imputed to non-zero values. We demonstrate the importance of preserving biological zeros using three real-life examples.

Gupta et al.^4^ recently found that Wnt signalling is necessary for hair follicle dermal condensate (DC) differentiation, an essential step for hair follicle development. This was established in mouse embryonic skin by conditionally knocking out beta-catenin, the key transducer of the Wnt pathway, and comparing the expression of DC marker genes with control using scRNA-seq. We imputed these expression values using ALRA and compared the ratio of cells expressing *Sox2* (a marker for differentiated DC cells) and the ratio of cells expressing *Axin2*/*Lef1* (markers for Wnt signaling) between the knockout and control to show that only dermal cells that retained Wnt activity were able to acquire DC cell fate. ALRA’s ability to preserve the biological zeros allows us to quantitatively compare the number of cells expressing the marker genes (Supplementary Table 1). The ratio of the proportions of cells expressing *Sox2* and *Axin2*/*Lef1* between the knockout and control is similar to the ratio computed from the pre-imputed data. In particular, ALRA preserves the conclusion that Wnt signalling was conditionally knocked out in a proportion of cells within the mutants, and that there was a corresponding impairment in DC differentiation caused by the absence of Wnt signalling. In contrast, MAGIC and DCA both output a matrix with no zeros, and hence, this proportion cannot be evaluated (Supplementary Figs. 2 and 3). Furthermore, based on their density plots and t-SNEs, it is not clear how to threshold the imputed values to restore the zeros (Supplementary Figure 3). SAVER’s results falsely suggest that the Wnt activity in the knockout and control is identical, whereas scImpute falsely suggests that DC differentiation is similar between knockout and control (Supplementary Table 1). In settings where lack of expression of a marker gene is used to characterize a population or has other biological importance, existing methods that do not preserve biological zeros are unsuitable.

Next, we demonstrate that ALRA allows practitioners to draw upon a rich literature of positive and negative markers for known cell types. In Supplementary Fig. 4, we demonstrate this application by identifying known subtypes of PBMCs from Zheng et al.^9^ using well-known markers (closely based on the Human Blood Cell Atlas^19^, see methods). This is not possible using the raw data, as very few (if any) cells would express all the positive markers. But existing imputation methods that do not preserve biological zeros would require an arbitrary thresholding step to determine if a cell is “positive” or “negative” for the given gene. Effectively, ALRA allows for automatic gating of cells based on well-known marker genes, which can be especially useful for distinguishing cell subtypes within a cluster (e.g., Naive B cells and Memory B cells).

In a third example, we apply ALRA to human bronchial epithelial cells from Lukassen et al.^20^. These authors sought to identify cells that expressed three SARS-CoV-2 entry proteins, *ACE2*, *TMPRSS2*, and *FURIN*. Their analysis was hampered by dropout, as only three cells were triple-positive. Using ALRA, we can identify 1309 of these triple-positive cells (Supplementary Fig. 5). When imputing with methods that do not preserve biological zeros, cells that are not actually triple-positive are imputed to express all three genes, hence requiring a thresholding step to set these incorrect values to zero. This thresholding is far from trivial, as different thresholds can lead to dramatically different results.

### ALRA improves the separation of cell types

We next evaluated ALRA’s ability to improve the separation of clusters after synthetically introducing zeros. As in Huang et al., we downsampled the reads of Zeisel et al.^21^, Baron et al.^22^, Chen et al.^23^, and La Manno et al.^24^. We showed that after imputation, cell types are more clearly separated in the t-SNE (Fig. 3A and Supplementary Figs. 6 to 8). To quantitatively confirm that ALRA increases separation, we trained supervised random forests to classify the cells into cell types based on expression values, and we compare the out-of-bag classification error before and after imputation. Imputation by ALRA substantially decreased the out-of-bag error on all four datasets, from average error of 16.4% to 8%. MAGIC, SAVER, and DCA also improved the average error to 10.3%, 9.8%, and 9.4%, respectively, whereas scImpute increased the error to 28%.

**Fig. 3:**
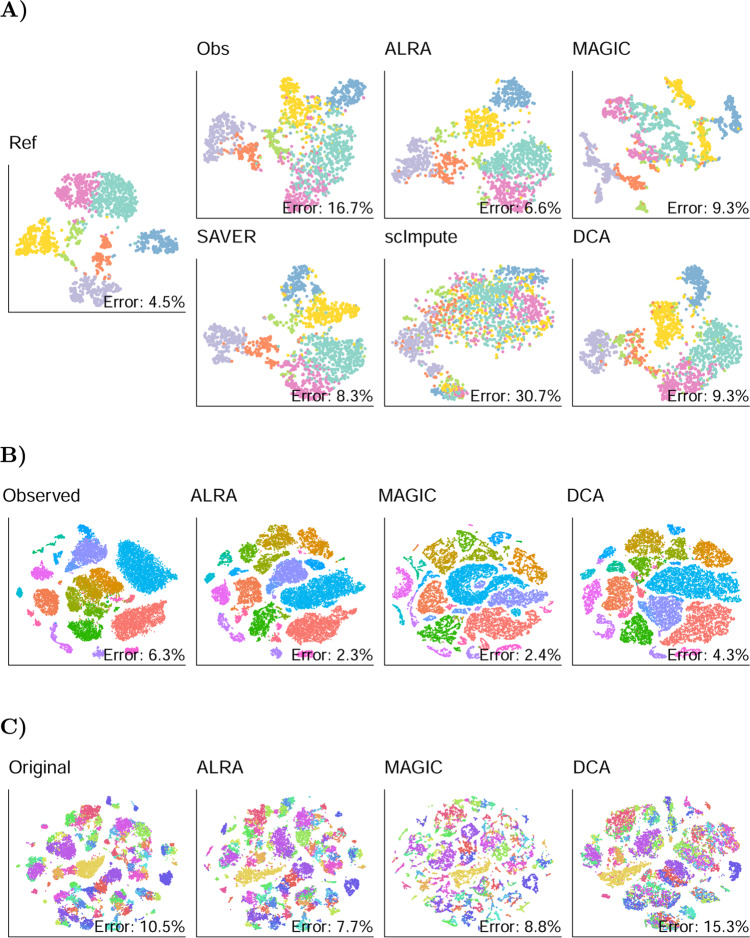
ALRA improves separation of cell types. **A** t-SNE of mouse brain cells from Zeisel et al. were computed based on the original data (Ref). The reads were downsampled which introduced additional technical zeros and decreased the separation of different cell types (Obs). t-SNE after imputation by ALRA and other algorithms. To quantitatively compare separation of cell types, a random forest was trained to predict cell class based on expression values, and the out-of-bag classification error is shown in each plot. **B** The effect of imputation on separation of previously annotated cell types in mouse visual cortical cells from Hrvatin et al. and in mouse neocortical cells (**C**) from Tasic et al. Unlike in (**A**), the datasets were not downsampled prior to imputation as they already had high dropout rates.

Additionally, we evaluate ALRA using t-SNE on two datasets with cells that the authors classified into distinct cell types. We applied ALRA, DCA, and MAGIC to the 65,539 mouse visual cortex cells from Hrvatin et al. (2018)^25^ and 21,874 neocortical cells from Tasic et al. (2018)^26^. Figure 3 compares the t-SNE before and after imputation. After imputation by ALRA, several cell types in the Hrvatin et al. dataset are more clearly separated. While on the Tasic et al. dataset ALRA does not seem to significantly improve cell-type separation, at least it does not decrease separation, which DCA appears to do. We computed the out-of-bag classification error as before, and found that ALRA yielded an improved error from 6.3 to 2.3% in Hrvatin et al, and down from 10.5 to 7.7% in Tasic et al, confirming that ALRA improves the separation of the cell types. With their current implementations, scImpute and SAVER do not scale well to large datasets and hence were not run on these matrices (see later for scalability benchmarks).

### Further validation of ALRA’s imputation

Having shown that ALRA successfully preserves biological zeros and improves the separation of cell types, we further validated ALRA performance with several additional analyses. 

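The cord blood mononuclear cells (CBMCs) of the same CITE-seq study are again 1 RNA library and 1 tag library of the same cells, here with 13 antibodies, deposited as UMI counts, tag counts and CLR values. Of 8617 barcodes, 8005 had over 90% human UMIs and were kept, 579 had over 90% mouse UMIs and 33 had neither. Kept cells held a median of 2052 human UMIs (range 742 to 31076) and 4875 tag counts (range 275 to 135657). All 20400 human genes of the table were used, of which 221 had no UMI in any kept cell, and 95.3% of the entries were 0. ALRA was run at rank 25. Each protein was set against its own gene by Pearson's correlation across cells, between the CLR value and the log-normalized RNA, and against 1000 random genes seen in at least 10 cells. Cell classes were set by the same 2-means gates on surface proteins, which held 355 T cells, 333 B cells and 2543 monocytes, while 3378 cells (42.2%) were positive for more than 1 marker, most of them for CD3 and CD14. The gated T cells are mainly CD8 T cells, with 299 positive for CD8 and not CD4 tags and 28 the reverse by bounds set within this class. By bounds set over all CD3-positive cells, B cells left out, 3261 of 3286 cells with CD4 and without CD8 tags were positive for CD14, and so lay outside the T-cell class.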

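The correlation of a surface protein with the RNA of its own gene rose after ALRA for each of the 13 proteins. For CD11c, an integrin of myeloid cells, and its gene ITGAX the correlation went from 0.223 to 0.874 and for the NK-cell protein CD56 and NCAM1 from 0.188 to 0.661. CD3 with CD3E (0.707 to 0.904) and CD16 with FCGR3A (0.700 to 0.809) started highest. CD14 went from 0.395 to 0.519, CD8 with CD8A from 0.521 to 0.611, CD34 from 0.384 to 0.506, CD4 from 0.131 to 0.462 and the chemokine receptor CCR7 from 0.146 to 0.282. The lowest values after ALRA were those of CD45RA, an isoform of the product of PTPRC, at 0.129 (from 0.0198), and CD10 with MME at 0.191 (from 0.0472). ITGAX had a UMI in 5.00% of cells and was above 0 in 48.1% after ALRA, NCAM1 went from 1.02% to 15.3% and CD3E from 39.4% to 53.6%. The correlations of a protein with the random genes spread out as well, the 95th percentile for CD3 going from 0.0950 to 0.644. Before ALRA 10 of the 13 proteins, and after ALRA 9, correlated more with their own gene than with 95% of the random genes, and the own gene of CD4 moved from the 97.8 to the 94 percentile. The cells come from 1 library, and within the gated T cells the correlation rose for 9 proteins of 13, among them CD45RA (-0.218 to -0.206), fell for CD4 (from 0.357 to 0.0820), CD10 (0.332 to 0.231) and CD16 (0.542 to 0.540), and had no value before ALRA for 1.

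**Figure D3:**
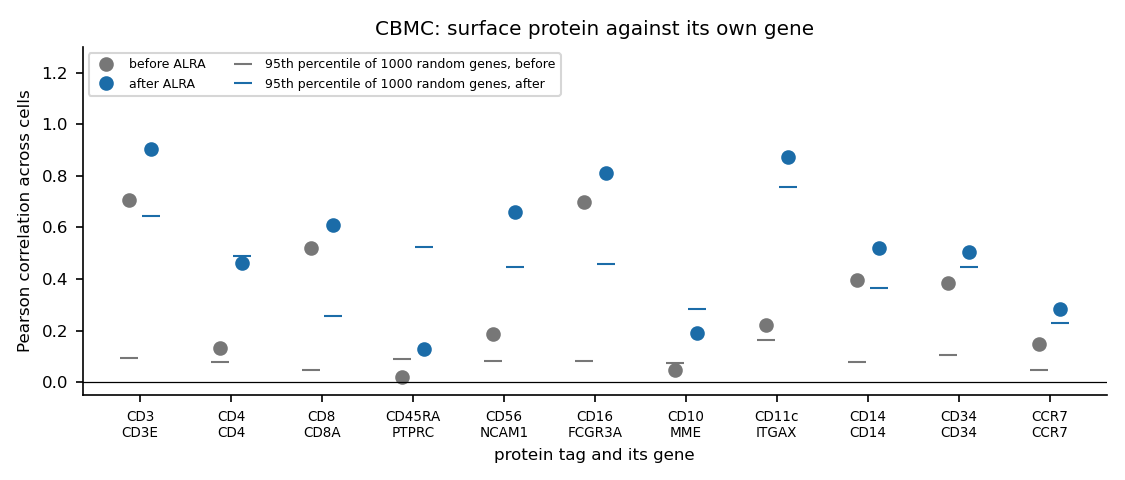
Pearson's correlation across CBMCs (y axis) between surface proteins and their own genes (x axis), before ALRA (gray points) and after ALRA (blue points), with dashes at the 95th percentile of 1000 random genes. Every blue point lies above its gray point, and the blue dashes lie above the gray ones, as for CD3 (0.0950 and 0.644).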

First, we used the CITE-seq cord blood mononuclear cell (CBMC) dataset of Stoeckius et al. to show that after imputation, the RNA measurements of each gene are more consistent with the corresponding protein measurements (measured as antibody-derived tag (ADT)). We computed the *k* nearest neighbors of each cell (for *k* = 50, 100, 1000) in the ADT space and also in the RNA space before and after imputation. 

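Gated T cells of the CBMCs, mainly CD8 T cells, shared a mean of 2 of their 50 nearest cells between ADT and RNA space before ALRA and 5.52 after, B cells 5.86 and 8.11, and monocytes 1.27 and 3.71. Cells outside all of these gates went from 3.35 to 7.81, and cells positive for more than 1 of the gating proteins from 1.08 to 1.91. Over all 8005 cells the mean was 1.78 before and 3.93 after ALRA at k = 50 (a ratio of 2.21), 6.36 and 11.9 at k = 100 (1.88), and 272 and 415 at k = 1000 (1.53). Chance alone gives 0.312, 1.25 and 125 shared cells. At k = 50, 63.8% of cells shared more neighbors after ALRA and 14.4% fewer. Neighbors were taken by Euclidean distance over the 13 CLR values and over the log-normalized values of all genes. The first 25 principal components of each RNA matrix were also used in place of all genes. The mean at k = 50 was then 4.11 before and 3.98 after ALRA, so that no gain remained. There the matrix before ALRA is itself reduced to 25 dimensions, much as in the first step of ALRA. The rank-25 approximation without the threshold gave 4.10 over all genes, so this setting does not test the gain over unreduced RNA. Over only the genes of the 13 proteins the mean went from 1.51 to 3.80. The paper states that imputed RNA lies closer to the protein measurements. It reasons from neighbors in the RNA and ADT spaces before and after imputation, and also from distances between pairs of cells.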

ALRA nearly doubled the number of nearest neighbors that are consistent between the RNA and protein measurements (Supplementary Table 3). We also computed the pairwise distances between cells on the gene expression and on the protein expression data. 

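Distances between CBMCs in RNA space and in ADT space were compared over all 32036010 pairs of cells and within the protein gates. Among pairs of gated monocytes Spearman's correlation of the distances was 0.166 before and 0.475 after ALRA, among T cells 0.344 and 0.442, and among B cells 0.167 and 0.271. Among pairs that join cells of different gates it was 0.0176 and -0.0692. Over all pairs and all genes it was 0.489 before and 0.467 after ALRA. When RNA distances were taken over only the genes of the 13 measured proteins, such as CD3E and ITGAX, it went from 0.334 to 0.679. The change over all pairs, -0.0225 after minus before, turned positive with each cell thinned to 500 UMIs (0.0819) and with cosine distance (0.0198). RNA distance also followed depth differently after ALRA. Among monocyte pairs its rank correlation with the gap in log UMIs was 0.185 before and 0.534 after, and that of ADT distance 0.182. Among T-cell pairs these were 0.197, 0.474 and 0.190. With the mean log UMIs of a pair they were -0.589, 0.100 and 0.248 among monocytes, and -0.565, 0.101 and 0.0486 among T cells. The part of depth in the rises within these gates was not separated. Pairs share cells and are not independent, so these correlations carry no test.

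**Figure D4:**
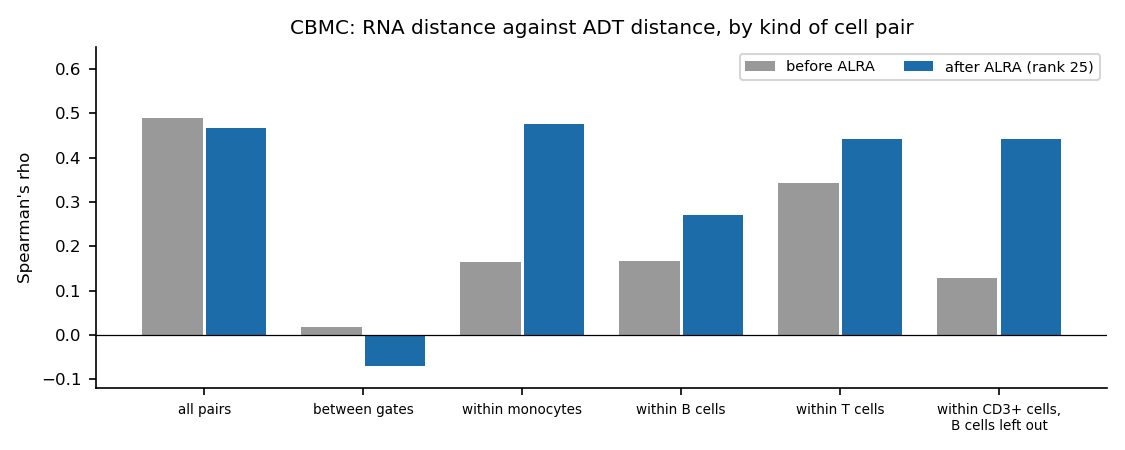
Spearman's correlation (y axis) between RNA distance and ADT distance of pairs of CBMCs, before ALRA (gray bars) and after ALRA at rank 25 (blue bars), by kind of pair (x axis). The bars over all pairs are 0.489 and 0.467, and those within monocytes 0.166 and 0.475.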

We plotted the normalized distances between cells in gene expression data before and after imputation against the distances between cells in the protein expression data to show that ALRA improved their Spearman’s correlation (Supplementary Fig. 9) from 0.36 to 0.64.

As in Huang et al., we further evaluated our approach by comparing ALRA’s completion of Drop-seq data to RNA florescence in situ hybridization (FISH) of the same population of cells. In Torre et al. (2018), 8498 cells from a melanoma cell line were sequenced by Drop-seq^27^. RNA FISH was also used to measure the expression of 26 markers in cells of the same cell line. Although the gene expression profiles of individual cells cannot be compared across these two datasets, the distribution of gene expression should be consistent, because the cells were sampled from the same cell line. Huang et al. (2018) applied SAVER to the Drop-seq data and demonstrated that, as compared to the raw data, the estimated distribution of expression values is more consistent with the FISH distributions^7^. Their analysis computes the Gini coefficient of each gene, a measure of gene expression variability, which should be consistent across the Drop-seq and FISH technologies. Specifically, they showed that the Gini coefficients of a subset of marker genes in the FISH dataset were more consistent (correlation 0.6) with the SAVER estimates than either the raw Drop-seq data (correlation 0.3) or other completion methods (Supplementary Fig. 12). Our approach outperforms all other methods on this metric, obtaining a correlation of 0.8.

Next, we further evaluated ALRA using the downsampled datasets from before (Baron et al., Chen et al., La Manno et al., and Zeisel et al.). We computed the correlation of each gene/cell in the original dataset with the same gene/cell in the downsampled dataset before and after imputation by ALRA. We found that despite improving the clustering (see above), ALRA does not increase this correlation (Supplementary Fig. 15B). We attribute this to the presence of strong noise in the raw data which is not present after denoising using ALRA. To check if ALRA is preserving the signal, we computed the top *k* PCs (where *k* was chosen using the jackstraw method, see methods) of the original dataset with the top *k* PCs of the downsampled dataset before and after imputation. We found that ALRA decreases the subspace angle between these signal PCs, from 0.34 to 0.25 for Baron et al, 0.30 to 0.17 for Chen et al, 0.36 to 0.24 for La Manno et al, and 0.21 to 0.15 for Zeisel et al. Thus ALRA effectively increases the correlation between the signals of the subsampled data and the original data. Additionally, the correlation of the imputed data with the original raw data (Supplementary Fig. 15B) is not a useful metric as it has a strong dependence on the noise of the original data.

We next focused on ALRA’s ability to preserve subtle differences in expression values. A recent study uncovered the existence of two major lineages of fibroblasts in the intestine characterized by differential Pdgfra gene expression levels: *Pdgfra*^High^ and *Pdgfra*^Low^ fibroblasts^28^. We tested whether ALRA would preserve this expression pattern by performing an independent scRNA-seq experiment and sequencing fewer cells, thus generating a scarcer dataset to be completed by ALRA and other methods. We isolated mesenchymal/lamina propria cells from the colon of *Pdgfra*^EGFP/+^ knock-in mice and used flow cytometry to confirm the presence of two major populations with non-zero Pdgfra-EGFP expression: *Pdgfra*^Low^ cells and *Pdgfra*^High^ cells (Supplementary Fig. 16). After imputation by ALRA, a Pdgfra expression pattern very similar to that observed by flow cytometry can be clearly seen. In contrast, other methods do not show two distinct levels of *Pdgfra* expression (Supplementary Fig. 17).

Finally, using the same simulated dataset as before, we computed the correlation between each cell’s expression profile and the bulk RNA-seq profiles for the 9 immune cell populations they were generated from. If the correlation between a cell and its corresponding bulk RNA-seq sample is larger than the others, we say it is correctly classified. We would expect that after imputation, the correlation between a cell and its corresponding bulk RNA-seq sample would be clearly larger than its correlation to the other samples, and hence the classification rate would improve. As shown in Supplementary Fig. 10A, most cells are classified correctly in the original data. ALRA successfully increases the correlation of each cell with its corresponding bulk RNA-seq sample more than with the other cell-type bulk profiles. DCA, MAGIC, scImpute, and SAVER, in contrast, do not improve the correlations; in fact, the misclassification error is higher after matrix completion using these methods.

We also noticed that ALRA appears to perform best on datasets that include a diversity of cell types. In the presence of diverse cells, the leading singular values, corresponding to biological variation, are large relative to the technical noise. Consequently, the corresponding singular vectors can be more accurately estimated, resulting in better imputation results. When we applied ALRA to the individual purified PBMC populations from above (Fig. 2), it did not preserve the biological zeros as effectively as when we applied ALRA to the merged matrix. In the mouse intestine cells, we similarly found that when ALRA is applied to a biological replicate that had the epithelial cells removed, the two populations of fibroblasts did not have as clearly distinguishable Pdgfra expression (Supplementary Fig. 18). For this reason, we recommend using ALRA on the full dataset, as opposed to purified subsets.

### ALRA is highly scalable

ALRA only requires a single rank-*k* SVD of the observed matrix, which is very fast to compute. Furthermore, it can scale to huge matrices with modern algorithms and software. In Fig. 4A we compare the runtime of ALRA, MAGIC, SAVER, DCA, and scImpute on subsets of mouse visual cortex cells from Hrvatin et al. The resulting matrices ranged from 1000 to 50,000 cells, each with 19,155 genes, and all methods were restricted to using only a single core. ALRA and MAGIC are significantly faster than the other methods, taking ~40 min on 50,000 cells. DCA requires about 4 h to run on the same number of cells, whereas scImpute and SAVER both take over 10 h for 10,000 cells and were not attempted on larger matrices. We emphasize that these are single-core times, several of the above methods can multithread, substantially improving performance on machines with multiple cores. ALRA also supports multithreading via the Intel Math Kernel Library (MKL) by passing the ‘use.mkl’ flag to the ALRA function, but we do not compare multithreaded performance here. ALRA’s scalability is especially crucial for the imputation of modern scRNA-seq datasets, which can exceed 1 million cells (e.g., ref. ^29^).

**Fig. 4:**
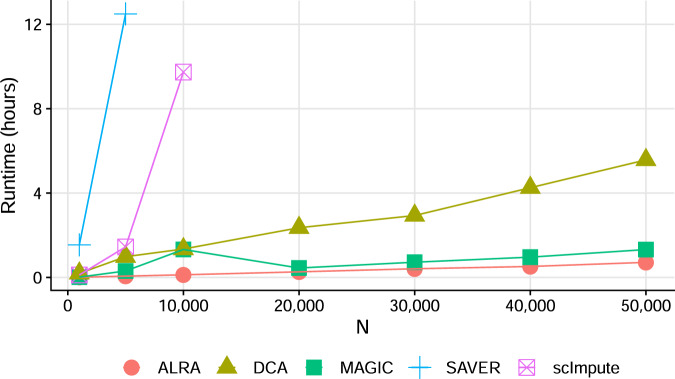
Runtime of ALRA versus other imputation methods using expression matrices of *N* cells and ~19,000 genes. All experiments performed on a single core.

In this paper, we present ALRA, an efficient imputation method for scRNA-seq data. ALRA’s ability to preserve the vast majority of biological zeros rest on a solid theoretical foundation and its overall performance has been validated across simulated and real scRNA-seq datasets. ALRA improves the separation of cell types in both t-SNE and the original high dimensional space, imputes values consistent with external measurements, and computationally scales better than other methods. We also note that ALRA has only one parameter, the approximate rank *k* of the matrix, which is selected automatically based on statistics of the spacings between consecutive singular values.

## Methods

### ALRA procedure

Given a measured expression matrix, as outlined in Algorithm 1, ALRA consists of the following steps. First, as commonly done with scRNA-seq data, the first step is standard pre-processing of the expression matrix by library normalization and log-transformation. Specifically, we normalize each column to *α* = 10,000 transcripts per cell, add 1 to every entry (i.e., a “pseudocount”), and take the logarithm of each entry to obtain the normalized expression matrix. It has been noted that different values of *α* can affect downstream results^30^, but we show that ALRA’s preservation of biological zeros is not dependent on this choice (Supplementary Tables 6 to 9, Supplementary Fig. 19). 

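In the CITE-seq PBMCs, the known-zero genes of each class were scored again after normalization to 1000, 5000 and 20000 UMIs per cell, at rank 22. T cells, scored on B-cell, monocyte and progenitor genes, kept 98.4% of these zeros at a factor of 1000, 98.0% at 5000 and 97.1% at 20000. B cells kept 98.4%, 98.3% and 97.4%, and monocytes 98.1%, 97.8% and 97.3%. The share of all zeros completed went from 58.8% at 1000 to 57.4% at 20000 in T cells, from 59.9% to 59.5% in B cells and from 56.4% to 55.9% in monocytes. The single gene with the lowest share preserved stood at 61.2%, 64.8% and 55.3% in T cells.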

As discussed in the Appendix, a variance stabilizing transform is necessary for good downstream results, and we chose the log-transform due to its widespread use. Other kinds of normalization can also likely be used.

After normalization, the next three steps are as follows: (i) Estimate the rank *k* (ii) compute the rank-*k* SVD using randomized SVD and (iii) threshold each gene of the rank-*k* SVD by the absolute value of that gene’s *p* = 0.001 quantile. Finally, we rescale the resulting values such that the mean and standard deviation of the non-zero values of each gene in the resulting matrix match those of the normalized matrix (prior to low-rank approximation). A small number of non-zero values in the normalized matrix may be smaller than the threshold and may thus get set to zero by the thresholding operation in step (iii) of ALRA. For improved consistency with the observed matrix, we restore these entries to their original normalized values. We note that this process not only imputes technical zeros, but also denoises the originally non-zero values. An intuitive measure of how much the non-zero values were adjusted is the Pearson’s correlation between these values before and after ALRA (e.g., for the purified PBMCs and Hrvatin et al. datasets, the correlations were 0.56 and 0.23, respectively).

Implementing ALRA using standard SVD procedures in common software may be rather slow and not scale to large matrices. To allow ALRA to scale to matrices with hundreds of thousands to millions of cells, we apply recently developed methods for randomized SVD^31^. Randomized SVD can be used to compute the leading singular values and singular vectors of large matrices with high accuracy yet at a fraction of the computing time and memory requirements. By default, ALRA uses the single-threaded implementation from the R package rsvd^32^. For Linux and OS X users, we also developed a multithreaded implementation based on Intel Math Kernel Library (MKL) that can be installed with one command and enabled by the ‘use.mkl’ argument of the alra function. When imputing data using randomized SVD, we set the parameter for the number of additional power iterations to 10, for increased accuracy.

#### Algorithm 1

Adaptively thresholded Low-Rank Approximation 

### Rank estimation

As described above, the only parameter in ALRA is the rank *k* of low-rank approximation. Estimating the rank of a matrix, given a noisy and/or corrupted version of it, is a classical and well-studied problem, see for example refs. ^33–36^. Most works on rank estimation, however, assume that all entries of the matrix are observed, often with each entry corrupted by additive noise. In ref. ^37^, in an econometric context, an estimator was based on the spacing of eigenvalues. Specifically, the estimated rank is the largest value of *k* for such that *λ*_*k*_ − *λ*_*k*−1_ > *δ* for an appropriate threshold *δ*, computed in a data-driven manner.

Motivated by this work, here we also propose a similar approach. Noise typically manifests as a long tail of singular values whose singular vectors point to random directions in space with no scientific significance. The goal is to choose *k* such that the singular values *σ*_1_, . . . , *σ*_*k*_ correspond to biological variability of interest or signal, whereas the remaining values are noise. We assume an upper bound *k* < 100, and thus first use rsvd to compute the top 100 singular values. For this computation to be fast, we apply rsvd with the default setting of only *q* = 2 additional power iterations. Next, we compute the spacings between consecutive singular values, denoted as *s*_*i*_ = *σ*_*i*_ − *σ*_*i*−1_ for *i* = 2, . . . , 100. As can be seen in the plots of *s*_*i*_ for two different datasets (Fig. 5), for large values of *i*, the gap between consecutive eigenvalues becomes very small, whereas the first few gaps are significantly larger. This is consistent with studies in random matrix theory considering spiked matrices containing signal+noise. Our aim is thus to choose the largest *k* for which *s*_*k*_ is significantly different from typical spacings between noise eigenvalues. To this end, we compute the mean *μ* and standard deviation *σ* of the “noise” spacings *s*_80_, . . . , *s*_100_. Next, our estimated value for the rank *k* is the largest index for which the gap *s*_*k*_ > *μ* + 6*σ*. A detailed theoretical justification for this procedure is beyond the scope of this manuscript. Yet, empirically, this method appears to be quite effective. Finally and importantly, we note that ALRA is not sensitive to the specific choice of a rank *k*: the number of biological zeros preserved does not significantly change with *k* (Supplementary Table 4). Similarly, ALRA’s improved separation of cell types is also robust to the exact value of the rank (Supplementary Fig. 13).

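In the CITE-seq PBMCs, B cells kept 97.1% of the zeros of T-cell, NK-cell, monocyte and progenitor genes at k = 15 and 97.9% at k = 25, the lowest and the highest of the ranks 15, 17, 19, 21, 23 and 25. T cells kept between 97.0% at k = 15 and 97.6% at k = 23 of the zeros of B-cell, monocyte and progenitor genes, and monocytes between 97.4% at k = 15 and 97.6% at k = 25 of those of T-cell, B-cell, NK-cell and progenitor genes. The share of all zeros completed fell as the rank rose, from 66.1% to 55.1% in T cells, from 67.1% to 57.2% in B cells and from 63.2% to 53.6% in monocytes.

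**Figure D5:**
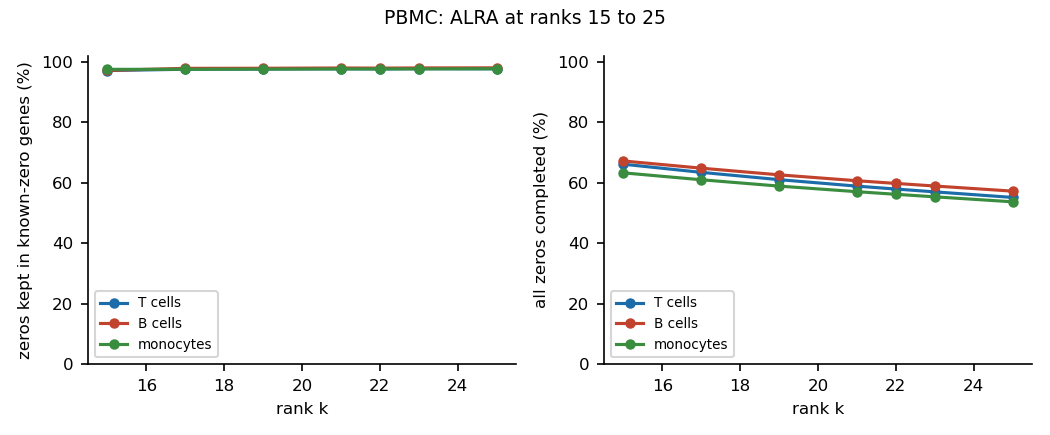
Zeros preserved in known-zero genes (left) and all zeros completed (right), in percent, against the rank k of ALRA in PBMC T cells, B cells and monocytes. The left lines stay between 97.0% and 97.9%, and the right lines fall, in T cells from 66.1% to 55.1%.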

**Fig. 5:**
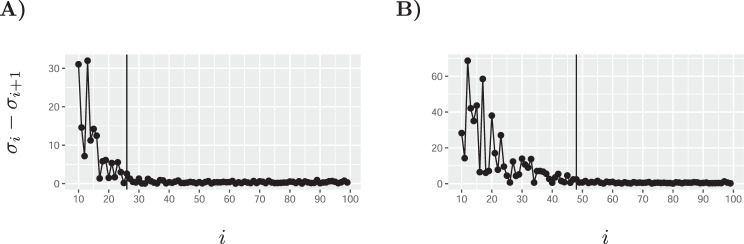
Differences between consecutive singular values. **A** the rank was set to *k* = 26 in the purified PBMCs experiment. **B** Rank was set to *k* = 48 for the mouse visual cortex cells experiment.

### Excess zeros

After low-rank approximation, ALRA restores biological zeros by thresholding each gene based on the distribution of negative values. This allows the user to be confident that any imputed values do not correspond to biological zeros. However, values corresponding to technical zeros will inevitably be below the threshold and hence kept as zeros. This is why we consider ALRA to be a conservative method for imputation: zeros are only imputed if we have strong evidence that they are not biological zeros.

However, we can use the symmetry assumption to determine how many technical zeros are still missing after imputation. Given that the biological zeros are symmetrically distributed around zero, asymmetry in this distribution is due to technical zeros. This allows us to determine the number of excess zeros for a gene *i* with threshold *τ*_*i*_ as

$${\psi }_{i}=| \{j:0 < {y}_{ij} < {\tau }_{i}\,{{\mbox{and}}}\,{x}_{ij}=0\}| -| \{j:{y}_{ij} < 0\,{{\mbox{and}}}\,{x}_{ij}=0\}| ,$$

where *x*_*ij*_ and *y*_*ij*_ denote the expression values before and after low-rank approximation, respectively, for the *i*th gene and *j*th cell. That is, the number of positive values set to zero in excess of the number of negative values set to zero. If there are no technical zeros below the threshold, then the number of positive values below the threshold (first term) will be the same as the number of negative values (second term), and hence *ψ*_*i*_ will be close to zero. Conversely, if there are more positive values below the threshold than negative values, this suggests that a large number of technical zeros are also below the threshold will be set back to zero, as they cannot be distinguished from the biological zeros. To demonstrate this measure, we plot six genes with low *ψ* and six genes with high *ψ* (Supplementary Figs. 20 and 21). The ALRA package includes a function that can be used to calculate the number of excess zeros for genes of interest.

### Assumptions, theory, and relation to low-rank matrix completion

The key assumption underlying ALRA is that the true scRNA-seq data matrix is low-rank, with the expression values lying in a linear subspace of dimension significantly lower than the number of cells or genes. It has long been appreciated^38–41^ that genes do not act independently, but rather in concert, forming groups of highly correlated genes often referred to as gene modules. Therefore, the true expression matrix is often modelled as a low-rank matrix. Due to this assumed low-rank structure, indeed nearly every scRNA-seq pipeline first reduces dimensionality to the top few principal components (e.g., ref. ^42^).

At first sight, imputing an scRNA-seq data matrix containing many zeros and assumed to be of low rank, may look like a particular instance of a low-rank matrix completion (LRMC) problem. This may seem a promising venue as over the past 10 years, a rich theory and several methods have been developed to complete missing values in low-rank matrices (e.g., refs. ^43–45^). However, as we now explain, imputing scRNA-seq data are a different problem. Specifically, in the low-rank matrix completion literature, the assumption is that the set of indices of the observed entries are perfectly known, and have been sampled either uniformly at random, or as in ref. ^46^, with probability proportional to the leverage scores of the matrix. Under this sampling model, and some additional delocalization and incoherence assumptions, LRMC methods can exactly recover the true low-rank matrix with high probability. In scRNA-seq, in contrast, the precise indices where the values of the matrix were sampled are not perfectly known, since some of the observed zeros are true zeros of the underlying data matrix. Namely, the missing entries are some unknown subset of the observed zeros. Direct application of an LRMC method to scRNA-seq data (e.g., as in refs. ^47,48^) while treating all the zeros as missing implies a highly biased sampling, which consequently may lead to incorrect imputation of the matrix. Moreover, the theoretical guarantees found in the LRMC literature do not apply to this biased sampling scheme.

To perform accurate imputation for scRNA-seq data, our method thus relies on a different yet simple observation: In datasets where the biological zeros were known, the non-zero values recovered by a low-rank SVD reconstruction of the observed matrix were symmetrically distributed around zero. In the supplement, we present the rigorous theoretical foundation for this empirical observation, relying on a perturbation analysis together with results from random matrix theory. Specifically, we prove that under certain assumptions, the distribution of these entries is indeed Gaussian with mean zero. Therefore, for each gene, any element larger in magnitude than the *p* = 0.001 quantile is unlikely to be a biological zero. Conversely, values smaller in magnitude than this threshold may be biological zeros, so we set them to zero. The result is a completed matrix where the biological zeros are preserved, with high probability, and where every imputed value is unlikely to be a biological zero. We note that ALRA is not as sensitive to the magnitude of *p* (Supplementary Fig. 14).

We remark that in our theoretical analysis, we assumed that the singular values of the low-rank matrix are sufficiently large to be detected by our rank estimation procedure, even in the presence of a significant number of technical zeros. In the theory of high dimensional statistics concerning signal+noise matrices, there is a well-studied phase transition, whereby weak signals cannot be reliably detected by SVD (or PCA), and then the sample eigenvectors bear no relation to the true population ones^49,50^. In our context, in scRNA-seq experiments involving several types of cells, we expect the top eigenvectors to capture the differences between different cell types, and thus leading to large singular values, relative to the noise. In contrast, in scRNA-seq data containing only a single type of cell, the often smaller cell-to-cell heterogeneity between cells of the same type may lead to weak signals that due to a large number of technical zeros, cannot be discovered by SVD. In such a case, ALRA may consequently fail to correctly detect and preserve the biological zeros.

### Purified PBMC analysis

Filtered expression matrices were obtained for FACS purified B cells, CD14 monocytes, CD34+ cells, CD4 helper T cells, regulatory T cells, naive T cells, memory T cells, CD56 natural killer cells, cytotoxic T cells, and naive cytotoxic T cells from the 10X Genomics website. The matrices were merged, resulting in an expression matrix with 94,655 cells and 32,738 genes. The matrix was filtered so that cells expressing more than 400 genes and genes expressed in more than 100 cells were retained, resulting in a matrix with 83,992 cells and 12,776 genes. We applied DCA, SAVER, and scImpute to this count matrix (as these methods take the raw data and perform their own normalization), and for SAVER we sampled from the estimated posterior distribution using the function ‘sample.saver’. We ran ALRA and MAGIC on the library and log normalized the expression matrix. The outputs for DCA and scImpute were log and library normalized. The output of SAVER was log normalized but not library normalized, as it was not run on all genes (see below). The rank for ALRA was estimated to be *k* = 26 using the procedure described above. For MAGIC, we set the negative values to be zero.

Due to computational constraints, we cannot run SAVER and scImpute on all the genes. Using SAVER’s ‘pred.genes’ argument, we only imputed the genes identified as containing biological zeros, making it computationally feasible. scImpute does not have such an argument, so to compute the proportion of zeros preserved and completed, we ran scImpute on a random set of 10,000 cells. To compute the proportion of total zeros completed (TC) in Fig. 2C for SAVER, we also ran SAVER again on all genes using the same random subset of 10,000 cells as before.

### Simulated scRNA-seq data

To evaluate ALRA’s performance, we simulated scRNA-seq data based on deep-sequenced bulk RNA-seq data of *S* samples. The simulation is based on a multinomial model, as in refs. ^17,18^. Enumerating the bulk RNA-seq expression profiles as *i* = 1, . . . , *S* and genes as *j* = 1, . . . , *m*, let $${n}_{j}^{i}$$ denote the read counts of gene *j* in the *i*th sample. Normalizing, we parameterize the multinomial distribution with an *m*-dimensional probability vector ^*pi*^, where $${p}^{i}(j)=\frac{{n}_{j}^{i}}{\mathop{\sum }\nolimits_{k = 1}^{m}{n}_{k}^{i}}$$.

To generate the gene expression profile for the *ℓ*th cell, we randomly choose one of the cell types with equal probability and denote the chosen cell type by *c*_*ℓ*_ ∈ {1, . . . , *S*}. The associated probability vector is then $${p}^{{c}_{\ell }}$$. In order to obtain a realistic distribution of read counts, we randomly sample a cell from the purified PBMC dataset, and let *N*_*ℓ*_ be the read count in that cell. Finally, we sample an *m*-dimensional vector of counts from the multinomial distribution parameterized by *N*_*ℓ*_ and $${p}^{{c}_{\ell }}$$. The process is then repeated for as many cells as specified by the simulation.

This simulation data enables us to distinguish true biological zeros and technical zeros based on whether or not the gene is actually expressed in the corresponding bulk RNA-seq sample. For Fig. 2D, we used 5 spleen T-cell types (Treg, CD4 conventional T cells (TConv), CD8 T, gamma delta T cells (gdT), and Natural Killer T cells). To determine the imputation methods’ performance as a function of increasing read depth, we varied read counts as *αN*_*ℓ*_, where *α* = 0.25, 0.5, 0.75, 1.0.

For the correlation study in Supplementary Fig. 10 we used a similar multinomial-based sampling approach, but we used all nine cell types (CD4 conventional T cells (TConv), CD8 T, gamma delta T cells (gdT), neutrophil, NK, NKT, and Treg cells).

### Evaluation of zero preservation with bulk RNA-seq data

To comprehensively evaluate the ability of various imputation methods to preserve biological zeros, we used bulk RNA-seq data to define biological zeros. In ref. ^14^, several different types (B cells, monocytes, T cells, and NK cells) of peripheral blood mononuclear cells (PBMCs) were analyzed with bulk RNA-seq, with two biological replicates for each. For each cell type, genes with zero counts in both replicates were defined as “biological zero genes” for this specific cell type. In the scRNA-seq data of the corresponding cell type, we calculate the zero preservation rate as a number of zero entries in all biological zero genes after imputation, divided by a number of zero entries in all biological zero genes before imputation.

### CITE-seq data analysis

Cellular Indexing of Transcriptomes and Epitopes by sequencing (CITE-seq)^15^ is a method for simultaneous epitope and transcriptome measurement in single cells. We obtained the PBMC dataset from GEO (GSE100866 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100866]) and proceeded to identify cell types based on their surface protein markers. After filtering cells for which more than 90% of the UMIs came from mouse genes and removing genes that had expression in less than 10 cells, there were 7667 cells and 13,458 genes. Surface protein markers are measured by counting antibody-derived tags (ADT) on each cell, and gene expression is measured in the same cells using scRNA-seq. We used the ADT counts to determine cell type by “gating” the cells by their marker epitopes. We used markers CD3, CD19, and CD14 to define T cells, B cells, and monocytes, respectively. Specifically, we applied *k*-means with *k* = 2 to transformed ADT counts for each marker individually in order to classify cells as expressing a marker epitope or not. Then, we classify cells into types as follows: CD3+CD19−CD14− T cells, CD3−CD19+CD14− B cells, and CD3−CD19−CD14+ monocytes. We ran ALRA and the other imputation methods on the scRNA-seq data; the rank for ALRA was estimated to be *k* = 22 using the procedure described above.

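The leading singular values of the PBMC matrix of T cells, B cells, monocytes and the cells between the gates fell from 3751 for the first through 847, 691 and 464 to 132 at the 22nd. With singular values computed to convergence, the last gap above the mean plus 6 SD of the gaps 79 to 99 lay between singular values 36 and 37, of which the formula of the methods counts the later. On simulated cells of 3 classes this computation gave a rank of 29, so it can overestimate the rank. At rank 36, ALRA preserved 98.1% of the biological zeros in T cells, 98.4% in B cells and 97.9% in monocytes, and completed 47.0%, 49.5% and 46.2% of all zeros.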

We obtained the cord blood mononuclear cell (CBMC) dataset from the same paper and imputed the data using ALRA and the other imputation methods. After filtering cells for which more than 90% of the UMIs came from mouse genes, there were 8005 cells and 20,400 genes. 

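The singular values of the CBMC matrix, which holds T cells, B cells, monocytes and cells outside their gates, fell from 4031 and 1089.6 to 121 at the 25th. With singular values computed to convergence, the last gap past the threshold of mean plus 6 SD lay between singular values 40 and 41, of which the formula of the methods counts the later, and the same computation gave a rank of 29 for simulated cells of 3 classes. At rank 40 the correlation of CD11c with ITGAX was 0.850, that of CD4 with its gene 0.362 and that of CD8 with CD8A 0.661.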

For ALRA, the rank was estimated to be *k* = 25. We used CLR-transformed epitope ADT counts and calculated the correlation between each protein marker and its corresponding gene, before and after imputation. We also calculated the correlation between each protein marker and 1000 random genes and compared the correlation of each protein marker and its corresponding gene to this “null distribution”. We also computed the Euclidean distances between each pair of cells in the ADT space and then in the gene expression space, and compared the correlation of these distances before and after imputation.

### Processing of mouse dermal cells

Raw count scRNA-seq data of E14.5 Wild Type (WT: two replicates) and Loss of Function (LOF: one replicate) was obtained from^4^. For each sample, we used Seurat to perform data normalization, scaling, variable gene selection, PCA, clustering, and t-SNE embedding calculation. Cells with expression in less than 1000 genes were filtered out. The *Col*1*a*1 gene was used to select dermal clusters, and only cells in clusters with high expression (>85% expressing cells) of *Col*1*a*1 were retained for further analysis. The resulting matrix had 11,121 dermal cells and 28,000 genes. After the selection of dermal cells, we first merged the two biological replicates for the WT samples, then used canonical correlation analysis (CCA) to merge data from WT and LOF and removed batch effect. The top 15 CCA components were used for t-SNE calculation. The expression matrices were normalized as in the Purified PBMC analysis detailed above. The rank for ALRA was estimated to be *k* = 49 using the procedure described above.

### Identification of PBMCs using known markers

The 68k peripheral blood mononuclear cell dataset was downloaded from 10X Genomics website^9^. Cells with expression in less than 400 genes were filtered out, and genes with expression in less than 6 cells were filtered out. The resulting dataset had 58,674 cells and 16,137 genes. The rank for ALRA was estimated to be *k* = 19 using the procedure described above, and ALRA was run on the dataset. Positive and negative markers were determined based on ref. ^19^ and supplemented with expert knowledge (Supplementary Table 5). If a cell expressed all positive markers and no negative markers after imputation, then it was identified as belonging to that corresponding class.

### Processing of data on human bronchial epithelial cells

Count matrices after filtering were downloaded from Lukassen et al. As described in the original paper, Seurat (Version 3)^51^ was used to perform library and log normalization, scaling, integration, variable gene selection, PCA, and UMAP embedding calculation with default parameters. Cell-type information was also obtained from the original work. ALRA was applied on the merged and normalized data matrix.

### Improved separation of cell populations

The scRNA-seq expression matrix of mouse visual cortex cells from ref. ^25^ was obtained and filtered as in Huang et al., so as to compare with SAVER’s result. Specifically, genes with a mean expression less than 0.00003 and non-zero expression in less than 4 cells were excluded, resulting in an expression matrix with 19,155 genes and 65,539 cells. ALRA was run with *k* = 48 (as estimated by the procedure described above) on the subset of 48,244 cells that were classified into cell types in the original study. Variable genes were identified for both the observed and ALRA-completed data using Seurat^52^. The fast t-SNE implementation of ref. ^53^ (FIt-SNE) was then used to compute the embedding of the top 48 principal components of the observed and ALRA-completed data.

Next, the scRNA-seq data^26^ of neocortical cells were obtained and analyzed. We filtered cells labeled with ‘Low Quality’, ‘Doublet’, ‘Batch Grouping’, or ‘High Intronic’, based on the metadata provided by the authors, and there were 21,874 cells left. ALRA, DCA, and MAGIC were run on the data. The rank *k* for ALRA was estimated to be *k* = 53. On each method, we then used Seurat to scale the data, identify variable genes, compute PCA, and computed t-SNE using the top 53 PCs.

We also used the downsampled scRNA-seq datasets^21–24^ from ref. ^7^. Cell identity was based on the metadata provided by the original authors. Baron et al. had 1076 cells, Chen et al. had 7712 cells, La Manno et al. had 947 cells, and Zeisel had 1799 cells. When running ALRA on the four datasets, the *k*s for ALRA were automatically chosen to be 12, 21, 15, and 16 respectively. After imputation with each method, the number of PCs to retain for each was chosen by the jackstraw method as implemented in Seurat. PCs with an assigned *p*-value of 1 × 10^−5^ or smaller were retained.

We then sought to quantify the separability of cell types after imputation. For each dataset, we trained a random forest to classify cell type based on expression values (using the raw expression matrices obtained from ref. ^7^). The classification error is then a surrogate for separability, as better separated cell types are easier to classify. We used the R package ranger^54^ with default settings and compared the out-of-bag error before and after imputation.

Similarly to ref. ^25^, for the four matrices in the downsampling experiment, we computed the Spearman’s correlation between the genes/cells in the imputed matrix and genes/cells in the original (i.e., not downsampled) matrix. Instead of Pearson’s rho, we used Spearman’s correlation as it is more robust to the presence of strong outliers that we observed. We then computed PCA for each of the datasets, and retained the leading PCs, which were chosen using Seurat’s jackstraw command on the original matrix. Finally, we computed the subspace angle between the PCs of each original dataset and the PCs of the downsampled matrix before and after imputation. The subspace angle was calculated using the subspace function in the R library pracma^55^.

### FISH experiments

We obtained the Drop-seq and RNA FISH datasets from^27^. The drop-seq data consists of 8640 cells and 32,287 genes. The RNA FISH consists of 26 genes across 7000–88,000 cells (depending on the gene). To directly compare with analysis published by the authors of SAVER, we followed their same filtering procedure, removing cells with library size greater than 20,000 or less than 500, and also removing genes with mean expression less than 0.1. The resulting dataset contains 8498 cells and 12,241 genes, with 16 genes shared between Drop-seq and FISH. As in Huang et al., cells in the bottom and top tenth percentiles of the housekeeping gene *GAPDH* were filtered out, and all genes were then normalized by *GAPDH* expression. We then computed the Gini coefficient of each of the other 15 genes (excluding *GAPDH*) in RNA FISH, original Drop-seq, and Drop-seq after imputation, using this filtered subset (Supplementary Fig. 12). The rank selected by ALRA was *k* = 14.

### Runtime comparison

We sampled random subsets of sizes 5000, 10,000, 20,000, 30,000, 40,000, and 50,000 cells from Hrvatin et al. and compared the runtime of ALRA and other imputation methods on each subset. All experiments were performed on a single core, with default parameters. Notably, SAVER’s option of ‘do.fast’ was set to true.

### Intestinal fibroblast experiments

Pdgfra^EGFP/+^ mice^56^ were obtained from the Jackson Laboratory and bred in the facilities of the Yale Animal Resources Center and maintained on a C57BL/6J genetic background. Mice were housed in standard cages, on a 12 h day/night cycle and were fed a standard rodent chow. All animal experimentation was performed in compliance with Yale Institutional Animal Care and Use Committee protocols.

#### Isolation of mouse intestinal mesenchymal cells

The intestine was dissected, flushed, opened longitudinally, and then cut into 1 cm pieces. The tissues were incubated in HBSS containing 1 mM EDTA, 1 mM DTT, 0.2% FBS, 4–5 times, 10 min each, at 37 °C, 200 rpm. Epithelial cells were released by vigorous shaking. After epithelial cell removal, the remaining stromal part of the intestine was incubated in DMEM 10% FBS containing Collagenase XI (300 units/ml, Sigma, C7657), Dispase II (0.1 mg/ml, Sigma, D4693), and DNase II Type V (50 units/ml, Sigma, D8764) for 1 h, at 37 °C, 200 rpm. Cells released after vigorous shaking were passed through a 70 μm strainer and washed with 2% sorbitol. Such cell preparations were directly processed by Drop-seq or by flow cytometry.

#### Flow cytometry in intestinal mesenchymal cells

Flow cytometry analysis was performed at the Yale Flow Cytometry Facility. Freshly isolated intestinal mesenchymal cells from Pdgfra^EGFP/+^ mice^56^ were analyzed for direct EGFP fluorescence with a BD LSRII cytometer equipped with FACSDiva software. Cells isolated from the intestine of WT mice were used as a non-fluorescent control. Data analysis was performed with the FlowJo software. Single cells were selected first by a FSC-H vs FSC-A and then by a SSC-H vs SSC-A gate and then a FSC-A vs SSC-A gate was applied.

#### Drop-seq in intestinal mesenchymal cells

Mesenchymal cells were isolated from the intestine of WT C57BL/6J mice (*n* = 2). The cells were diluted to a concentration of 100 cells/*μ*l and 1 ml aliquots were used as input to the Drop-seq protocol which was performed as described previously^42,57^ with minor modifications. The beads were purchased from ChemGenes Corporation, Wilmington MA (catalog number Macosko201110) and the PDMS co-flow microfluidic droplet generation device was generated by Nanoshift, Emeryville CA. For both conditions, the 1 ml DropSeq collection was performed. Samples were processed for cDNA amplification within ~15 min of collection. Populations of 5000 beads (~150 cells) were separately amplified for 15 cycles of PCR (conditions identical to those previously described) and pairs of PCR products were co-purified by the addition of 0.6x AMPure XP beads (Agencourt). The cDNA from an estimated 1500 cells was prepared and tagmented by Nextera XT using 1000 pg of cDNA input, and the custom primers P5_TSO_Hybrid6^57^ and Nextera XT primers, N701 and N702 (Illumina). Both libraries were sequenced on the Illumina NextSeq 500 using 2.0 pM in a volume of 1.3 ml HT1, and 2 ml of 0.3 μM Read1CustomSeqB6^57^ for priming of read 1. Read 1 was 20 bp; read 2 (paired-end) was 60 bp. Single-cell RNA-seq data were processed as described by Macosko et al. to generate a digital expression matrix with transcript count data. This matrix was filtered retaining cells with more than 1000 transcripts and less than 10% mitochondria transcripts. The expression matrices were normalized as in the Purified PBMC analysis detailed above, except that SAVER was applied to all genes, and hence it was also library normalized (unlike in the purified PBMC analysis).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The mouse colonic mesenchyme Drop-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE185638 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185638. All other datasets are publicly available. Specifically, the purified PBMCs of Zheng et al. can be downloaded from 10x genomics website (https://www.10xgenomics.com/resources/datasets/). Bulk RNA-seq data from ImmGen (Heng et al.) can be downloaded from NCBI BioProject PRJNA281360. Other datasets can be downloaded from NCBI Gene Expression Omnibus: Hoek et al. (GSE64655), Stoeckius et al. (GSE100866), Gupta et al. (GSE122043), Hrvatin et al. (GSE102827), Tasic et al. (GSE115746), Torre et al. (GSE99330). The datasets from Chen et al. (GSE87544), Baron et al. (GSM2230757), La Manno et al. (GSE76381), Zeisel et al. (https://linnarssonlab.org/cortex) were used as preprocessed by Huang et al. and can be downloaded from https://github.com/mohuangx/SAVER-paper.

# Supplementary material for: Zero-preserving imputation of single-cell RNA-seq data
**Source:** Nat Commun. 2022 Jan 11;13:192. doi: 10.1038/s41467-021-27729-z
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information for “Zero-preserving imputation of single-cell RNA-seq data”

The supplement has two parts: 1) Theoretical analysis of ALRA and 2) Supplementary Tables and Figures.

## SUPPLEMENTARY NOTE: ALRA MATRIX PERTURBATION ANALYSIS

In this appendix, we provide theoretical justification for the ALRA procedure using tools from matrix perturbation analysis. We show that after low-rank approximation of the expression matrix, the entries corresponding to true, biological zeros are symmetrically distributed around zero. This result then justifies ALRA’s thresholding step, where we use the most negative values in each gene to restore biological zeros after low-rank approximation. For simplicity, the main theorem and proof are presented under a dropout model where entries of the expression matrix are set to zero with a fixed probability. We also show that our results hold under a more realistic multinomial model, where zeros are the result of insufficient sampling of reads in each cell.

### 1. PROBLEM SETUP

Let  $X$  be an  $m \times n$  matrix of rank  $r$ , whose entries are all non-negative. In our biological context, the rows represent genes, whereas the columns represent  $n$  samples or cells. Thus,  $X_{ij}$  is the measured expression of gene  $i$  at cell  $j$ . As biological cells often simultaneously express only a subset of all genes, we thus assume that each column of  $X$  has a non-negligible fraction of zero entries.

Here we consider a case where we do not observe  $X$ , but rather, a matrix

$$(1) \quad \tilde{X} = X + E,$$

where the matrix  $E$  is random and corresponds to various sources of variability, corruptions and errors introduced by the measurement process. We first analyze in detail a simple model, whereby  $E$  represents dropout with a uniform rate  $p$ , and then later extend the analysis to a more realistic multinomial model. Under the dropout model, entries of the matrix  $E$  are all independent random variables, distributed as follows,

$$(2) \quad E_{ij} = \begin{cases} -X_{ij} & \text{with probability } p, \\ 0 & \text{with probability } 1 - p. \end{cases}$$

The low-rank matrix completion problem we consider is to estimate the matrix  $X$  given the observed matrix  $\tilde{X}$ . In the main text we proposed ALRA, an SVD-based approach for this task. In details, denote the SVD of the observed matrix  $\tilde{X}$  by

$$\tilde{X} = \sum_{i=1}^{\min(m,n)} \tilde{\sigma}_i \tilde{u}_i \tilde{v}_i^T.$$

where  $\tilde{u}_i, \tilde{v}_i$  are the left and right singular vectors and  $\tilde{\sigma}_i$  are their corresponding singular values.

Then, ALRA first estimates the rank  $r$ , and then computes the rank- $r$  approximation to the observed matrix,

$$(3) \quad \tilde{Z} = \sum_{i=1}^r \tilde{u}_i \tilde{v}_i^T \tilde{\sigma}_i.$$

In general, the entries of  $\tilde{Z}$  are all not zero. Hence the crucial question, “which cells express a given gene?” cannot be directly answered by this matrix. Moreover, some entries of  $\tilde{Z}$  are negative, which is inconsistent with the assumption that all entries  $X_{ij} \geq 0$ . To provide an estimate  $\hat{X}$

of  $X$ , the last step of ALRA is to threshold each row (gene) of  $\tilde{Z}$  by the absolute value of the  $p = 0.001$  quantile in that row.

The purpose of this appendix is to provide a rigorous mathematical and statistical justification for the ALRA procedure. This is described formally in Theorem 1 below, which states that under suitable conditions, the entries which originally were zero in the matrix  $X$  are symmetrically distributed around zero in the reconstructed matrix  $\tilde{Z}$ . We prove Theorem 1 under the model (2), in which the observed non-zero entries contain no noise at all. After Theorem 1, we discuss more realistic models under which Theorem 1 still holds.

## 2. THEORETICAL ANALYSIS OF ALRA

The first step in our analysis is to rewrite (1) as follows,

$$\tilde{X} = X + E = X + \mathbb{E}[E] + (E - \mathbb{E}[E]) = (1 - p)X + \tilde{E},$$

where  $\tilde{E} = E - \mathbb{E}[E]$  is a mean-zero random matrix with independent entries, distributed as

$$(4) \quad \tilde{E}_{ij} = \begin{cases} -(1 - p)X_{ij}, & \text{with probability } p \\ pX_{ij}, & \text{with probability } 1 - p. \end{cases}$$

For future use, we note that the variance of each entry is given by

$$(5) \quad \text{Var}[\tilde{E}_{ij}] = p(1 - p)^2 X_{ij}^2 + (1 - p)p^2 X_{ij}^2 = p(1 - p)X_{ij}^2.$$

Note that entry-wise,  $\tilde{E}_{ij}$  is not necessarily small with respect to  $X_{ij}$ . However, as we show later, for small  $p$ ,  $\|\tilde{E}\| \ll \|(1 - p)X\|$ , where  $\|\cdot\|$  denotes the spectral norm of a matrix. In other words, from a spectral point of view, the matrix  $\tilde{E}$  can be viewed as a small perturbation of the low rank matrix  $(1 - p)X$ . Similar to [8,4], to analyze the properties of the top singular values and singular vectors of  $\tilde{X}$ , used to construct the matrix  $\tilde{Z}$  above, we introduce a continuous parameter  $\epsilon > 0$ , and study, as a function of  $\epsilon$ , the singular values and singular vectors of

$$\tilde{X}(\epsilon) = (1 - p)X + \epsilon\tilde{E}.$$

We then plug these expressions into the corresponding matrix  $\tilde{Z}(\epsilon)$ ,

$$(6) \quad \tilde{Z}(\epsilon) = \sum_{i=1}^r \tilde{\sigma}_i(\epsilon) \tilde{u}_i(\epsilon) \tilde{v}_i^T(\epsilon).$$

Eventually, we set  $\epsilon = 1$ .

We consider an asymptotic setting where the number of genes  $m$  is fixed, and the number of cells  $n$  grows to infinity. For simplicity, we assume the rank  $r$  is fixed and a-priori known, so there is no need to estimate it. In what follows, we use the superscript  $(n)$  to emphasize this dependence on  $n$  when it is relevant (e.g. as  $X^{(n)}$  or  $u_i^{(n)}$ ). For future use, we denote the SVD of  $X$  by

$$X = \sum_{i=1}^r \sigma_i u_i v_i^T,$$

where  $u_i, v_i$  are the left and right singular vectors and  $\sigma_i$  are their corresponding singular values. We complete these  $r$  vectors to a basis of  $\mathbb{R}^n$  by defining  $u_i$  for  $i = r + 1, \dots, m$  to be any set of mutually orthogonal vectors which are also orthogonal to  $u_1, \dots, u_r$  (and similarly for  $v_i$  from  $i = r + 1, \dots, n$ ), and let the corresponding  $\sigma_i = 0$ . Finally, we denote the eigenvalues of  $\frac{1}{n}XX^T$  by  $\lambda_i = \sigma_i^2/n$ , for  $i = 1, \dots, n$ .

**Assumptions.** Prior to stating our main theorem, we first describe our assumptions about the matrix  $X$  and the corruption matrix  $E$ . We remark that similar assumptions are common in the low-rank matrix completion literature.

**A1 Upper bound on expression values.** There exists a constant  $C_0 > 0$  such that

$$X_{k,\ell}^{(n)} \leq C_0.$$

This assumption is met in our biological setting as expression values are bounded and do not depend on the number of cells  $n$ .

**A2 Rank  $r$  with bounded eigenvalues.** The matrix  $X^{(n)}$  has rank  $r$  and its singular values  $\{\sigma_j\}_{j=1}^r$  are all distinct and scale linearly with the number of cells  $n$ . Namely, its  $m \times m$  (non-centered) covariance or second moment matrix  $\frac{1}{n}X^{(n)}(X^{(n)})^T$  has  $r$  eigenvalues  $\lambda_1 > \lambda_2 > \dots > \lambda_r$  all with multiplicity one and all bounded away from zero, where we defined  $\lambda_j = \sigma_j^2/n$ . This assumption that the expression matrix is low rank is standard in scRNA-seq analysis, as it underlies the widespread use of principal component analysis as a preprocessing step. Genes do not act independently, but often form gene modules of highly correlated genes, resulting in low-rank structure.

**A3 Small dropout rate.** The dropout rate  $0 < p < 1$  is fixed and sufficiently small in comparison to the spectral gaps between eigenvalues of  $XX^T/n$ . Namely,

$$(7) \quad \sqrt{p} \ll \frac{1}{C_0} \frac{\lambda_j - \lambda_{j+1}}{\sqrt{\lambda_1}} \quad \text{for } j = 1, \dots, r.$$

The assumption that  $p$  is small is to bound the size of the error, which is standard in matrix estimation literature. We further assume that  $p$  is constant to simplify the analysis.

**A4 Delocalization of right singular vectors.** There exists a constant  $C_1 > 0$  such that for all singular vectors  $v_i \in \mathbb{R}^n$ ,

$$|v_i^{(n)}(\ell)| \leq C_1/\sqrt{n} \quad \text{for all } \ell = 1, \dots, n.$$

Given that  $\|v_i\| = 1$ , this assumption implies that the large entries of  $v_i$  are not concentrated on only a small number of coordinates. In the setting of scRNA-seq, this assumption is consistent with the fact that each gene expression pattern appears in at least a fixed fraction of the cells. Namely, there is no singular vector  $v_i^{(n)}$  which is supported on a negligibly small number of cells.

**A5 Interaction of  $X$  and right singular vectors.** We assume there is a strictly positive constant  $c_1$  such that for any given gene  $k$  and any singular vector  $v_i$ , the set

$$B_{i,k}^{(n)} = \left\{ \ell \mid |X_{k\ell}^{(n)} v_{i\ell}| \geq c_1/\sqrt{n} \right\}.$$

has non-negligible size with respect to the total number of cells  $n$ . Namely,  $|B_{i,k}^{(n)}|/n \geq \rho > 0$ . This condition is consistent with our assumption that, as  $n \rightarrow \infty$ , a gene cannot be expressed in only a finite number of cells.

Now, we can state our main result.

**Theorem 1.** Let  $\tilde{X}$  be an  $m \times n$  matrix of the form (1) with error matrix  $E$  as in Eq. (2). Suppose that Assumptions A1-A5 all hold. Then,

(i) to leading order in  $\epsilon$ , the expected value of the rank- $r$  matrix  $\tilde{Z}(\epsilon)$  of Eq. (6) is equal to the original matrix  $X$  shrunk towards zero,

$$\mathbb{E}[\tilde{Z}(\epsilon)] = (1 - p)X + O(p\epsilon^2).$$

(ii) to leading order in  $\epsilon$ , as  $n \rightarrow \infty$ , the distribution of  $\tilde{Z}_{ij}(\epsilon) - \mathbb{E}[\tilde{Z}_{ij}(\epsilon)]$  is asymptotically Gaussian.

*Remark 2.* By Theorem 1, if  $X_{ij} = 0$ , up to an error term of  $O(p)$ , the distribution of  $\tilde{Z}_{ij}$  is symmetric around zero. We note that this property is necessary but not sufficient to justify the ALRA algorithm. For example, consider an extreme case where for a gene  $i$ , let  $J_i = \{j \mid X_{ij} = 0\}$ ,

and suppose that all the random variables  $Z_{ij}$  for  $j \in J_i$  are *perfectly* correlated. Then, the distribution of elements corresponding to true zeros in that row of the matrix would not be symmetric around zero; rather, it would be a single number. To fully justify ALRA, it suffices to show that most pairs of random variables in each row  $i$  are weakly correlated. That is, one must bound the covariance between the  $j$ th and  $k$ th elements of the  $i$ th row of  $Z$ ,

$$\mathbb{E}[(\tilde{Z}_{ij} - \mathbb{E}[\tilde{Z}_{ij}])(\tilde{Z}_{ik} - \mathbb{E}[\tilde{Z}_{ik}])].$$

Providing an analytical bound for these higher order terms is difficult. However, we later show by means of simulation that in practical settings, the correlations between different entries in each row of  $\tilde{Z}$  are indeed small.

**Multinomial model.** As stated, Theorem 1 holds under the fixed dropout rate model of Eq. (2). In reality, the probability to observe  $\tilde{X}_{ij} = 0$  may depend on the true value  $X_{ij}$  and thus not be uniform over all entries  $(i, j)$ . A widely-accepted model for scRNA-seq is that each cell is sampled from a multinomial distribution parameterized by the relative abundance of each gene and the number of transcripts in that cell. Specifically, as in [9], let  $\Pi$  be an  $m \times n$  matrix where  $\Pi_{ij} \geq 0$  denotes the (unknown) relative abundance of transcripts from gene  $i$  in cell  $j$ , so that by definition,  $\sum_{i=1}^m \Pi_{ij} = 1$ . The  $j$ -th column (cell) of the measured matrix  $\tilde{Y}$  is modeled as

$$(8) \quad \tilde{Y}_{:,j} \sim \text{Multinomial}(\Pi_{:,j}, N_j),$$

where  $N_j$  is the total number of transcripts measured in the  $j$ -th cell. Since the number of transcripts measured  $N_j$  is much smaller than the true number of transcripts, many genes are not sampled, resulting in zero values we wish to impute. For simplicity of presentation, we assume that  $N_j = N$  for some  $N$ , and we denote  $\tilde{X} = \tilde{Y}/N$ . Note that as  $N \rightarrow \infty$ ,  $\tilde{X} \rightarrow \Pi$ .

Under this model, given the normalized matrix  $\tilde{X}$ , the task is to estimate the abundance matrix  $\Pi$ . As before, we assume that the true abundance matrix  $\Pi$  is rank- $r$ . To present an analogue of Theorem 1 for this setting, let the true unobserved matrix  $X = \Pi$  and define the error matrix  $\tilde{E} = \tilde{X} - \Pi = \frac{\tilde{Y}}{N} - \Pi$ . Note that the variance of an entry in the observed matrix is given by the following expression,

$$\text{Var}\left(\tilde{E}_{ij}\right) = \text{Var}\left(\frac{\tilde{Y}_{ij}}{N} - \Pi_{ij}\right) = \frac{\Pi_{ij}(1 - \Pi_{ij})}{N} \leq \frac{1}{N}.$$

Hence, the term  $p(1 - p)$  where  $p$  was the drop-out probability is replaced by the term  $1/N$ . Similarly, Assumption A3 which limited how large can the dropout probability be, has to be replaced by the following condition, that states that the total number of transcript reads in each cell is sufficiently large. Specifically, Eq. (7) is replaced by

$$\frac{1}{\sqrt{N}} \ll \frac{\lambda_j - \lambda_{j+1}}{\sqrt{\lambda_1}} \quad \text{for } j = 1, \dots, r.$$

As in Theorem 1, we introduce the one-dimensional family of matrices,

$$\tilde{X}(\epsilon) = \Pi + \epsilon \tilde{E},$$

and define  $\tilde{Z}(\epsilon)$  as the rank- $r$  SVD of the matrix  $\tilde{X}(\epsilon)$ .

The final issue before applying Theorem 1 is to note that the matrix  $\tilde{E}$ , although it has mean zero, its entries are not independent, but rather weakly dependent, since for each column they sum to zero. Thus, the spectral norm of  $\tilde{E}$  cannot be bounded by Lemma 2 below. Instead, we can use Lemma 3, which provides similar results. Namely,  $\|\tilde{E}\|$  is tightly concentrated around its mean, and its mean is bounded by  $\sqrt{2n}/\sqrt{N} + c\sqrt{\log(n+m)}$  for suitable constant  $c$ .

Another important point to make is that the entries  $\tilde{E}_{ij}$  in different columns are independent, as these correspond to different cells. Therefore, the Lyapunov condition stated in Lemma 1 below, critical to prove asymptotic Gaussianity, can still be used verbatim, as it only considers sums across columns (cells) for a fixed row (gene).

The proof of Theorem 1 does not use anything else about the matrix  $\tilde{E}$  until Eq. 23, where we show that  $\mathbb{E}[u_i^T \tilde{E} v_j] = 0$ . But this is also true in the multinomial setting, since

$$\mathbb{E}[u_i^T \tilde{E} v_i] = \mathbb{E}\left[u_i^T \frac{\tilde{Y}}{N} v_i\right] - u_i^T \Pi v_i = 0.$$

Therefore, under the multinomial model, Theorem 1 continues to hold, namely

$$\mathbb{E}[\tilde{Z}(\epsilon)] = \Pi + O(\epsilon^2),$$

and the distribution of  $\tilde{Z}_{ij}(\epsilon) - \mathbb{E}[\tilde{Z}_{ij}(\epsilon)]$  is asymptotically Gaussian.

**Variance Stabilization.** An important feature of distributions such as the multinomial, Poisson, or negative binomial—which are commonly used to model scRNA-seq data—is that the variance depends on the mean. Highly expressed genes (such as housekeeping genes, for example) thus have the highest variance, even if they are not differentially expressed between cell types. This variance dominates the top principal components of the dataset, displacing biological variation of interest deeper into the spectrum. Given the relationship between the mean and variance, the delta method can be used to derive a variance stabilizing transformation (VST), removing the dependence of the variance on the mean. In scRNA-sequencing, by far the most commonly used transformation is the log-transform, which is the VST for a negative binomial distribution [1]. Specifically, expression values are column-scaled (i.e. each cell is divided by the sum of its entries), an “offset” of 1 is added, and the log is taken.

In Figure 22, we demonstrate the importance of variance stabilization using the Hrvatin et al. dataset. With column scaling but not log-normalization, the right singular vectors are dominated by a small number of highly expressed genes. For example, the gene *Hbb-bt* accounts for over 95% of the mass of  $v_{10}$ . In contrast, after log-normalization, the mass of each right singular vector is shared among a much larger number of genes, as it should be if it is to represent a “module” of correlated genes.

Empirically, preservation of biological zeros does not appear to be dependent on variance-stabilization (Supplemental Tables 10-12). However, other downstream analyses like t-SNE and clustering depend strongly on it. For this reason, prior to applying ALRA, we scale the columns to sum to 10,000, add a “pseudo-count” of 1, and apply a log transform. As shown in the main text, the choice of scaling factors other than 10,000 does not affect the preservation of biological zeros. Finally, we note that more recently developed transformations for scRNA-seq may also be effective, but were not evaluated in this study.

### 3. PROOF OF THEOREM 1

The proof consists of the following steps: First, we derive expressions for the singular values and singular vectors of the perturbed matrix  $\tilde{X}(\epsilon)$  in terms of the singular values and singular vectors of the original matrix  $X$  and of the perturbation matrix  $\tilde{E}$ . We then use these expressions to obtain the desired form for the expected value of  $\tilde{Z}(\epsilon)$ . Finally, we apply a central limit theorem to each of the terms that appear in the expression for  $\tilde{Z}(\epsilon)$ , hence showing that when  $n$  is large, to leading order in  $\epsilon$ , the distribution of each element  $\tilde{Z}_{ij}$  is approximately Gaussian.

**3.1. Auxiliary Lemmas.** Before we proceed with our analysis, we state three auxiliary lemmas that we shall use. The first is a classical central limit theorem for sums of independent though not necessarily identically distributed random variables. It states a sufficient condition for their sum to converge to a Gaussian distribution. For its proof, see for example [7, Theorem 2.7.2]. The second concerns the norm of a random rectangular matrix with independent entries. For sake of completeness, we present a proof of this result, which essentially follows from [2]. The third lemma concerns the norm of a random rectangular matrix with independent columns, which are the deviations of a multinomial distribution from its mean. Its proof, which we also detail for the sake of completeness, follows from [10].

**Lemma 1** (Lyapunov Condition for Triangular Arrays). *For  $n = 1, 2, \dots$ , and  $\ell = 1, \dots, n$ , let  $Y_{n\ell}$  be an infinite triangular array of random variables, with finite mean and variance,  $\mathbb{E}[Y_{n\ell}] = \mu_{n\ell}$ , and  $\text{Var}(Y_{n\ell}) = \sigma_{n\ell}^2 < \infty$ . Assume that for each  $k \in \mathbb{N}$ , the random variables  $Y_{k1}, \dots, Y_{kk}$  are independent. Define  $s_n^2 = \sum_{\ell=1}^n \sigma_{n\ell}^2$ , and suppose that*

$$(9) \quad \lim_{n \rightarrow \infty} \frac{\left[ \sum_{\ell=1}^n \mathbb{E} |Y_{n\ell} - \mu_{n\ell}|^3 \right]^2}{(s_n^2)^3} = 0.$$

*Then, the sum  $\sum_{\ell=1}^n (Y_{n\ell} - \mu_{n\ell})/s_n$  converges to a  $N(0, 1)$  distribution as  $n \rightarrow \infty$ .*

**Lemma 2.** *Let  $X$  be an  $m \times n$  matrix with  $n \geq m$  that satisfies assumption A1 above, and let  $\tilde{E}$  be the matrix given by Eq. (4). Then, the spectral norm of  $\tilde{E}$  is tightly concentrated around its mean,*

$$(10) \quad \Pr(\|\tilde{E}\| - \mathbb{E}[\|\tilde{E}\|] > t) \leq e^{-t^2/2C_0^2}.$$

*Further, its mean value is bounded by*

$$(11) \quad \mathbb{E}[\|\tilde{E}\|] \leq 3C_0 \sqrt{p(1-p)} \sqrt{n} + cC_0 \sqrt{\log(n+m)}$$

*where  $c$  is a universal constant, independent of  $m, n$  and of  $X$ .*

*Proof.* First, recall that by Eq. (4), the random matrix  $\tilde{E}$  has zero mean and independent entries. Moreover, by assumption A1, all its entries are bounded in an interval of length less than or equal to  $C_0$ . Since the largest singular value of a matrix is a convex Lipschitz function, Eq. (10) directly follows from standard concentration results for convex Lipschitz functions, see Theorem 6.10 and example 6.11 in [3].

To analyze the mean of its spectral norm, we use recent results regarding the norm of random symmetric matrices whose entries are independent and symmetrically distributed random variables, see Corollaries 3.6 and 3.12 in [2]. To this end, rather than considering the rectangular matrix  $\tilde{E}$ , we instead study the symmetric matrix  $A$  of size  $(n+m) \times (n+m)$ , given by

$$A = \begin{pmatrix} 0 & \tilde{E} \\ \tilde{E}^T & 0 \end{pmatrix}.$$

It is easy to verify that  $\|A\| = \|\tilde{E}\|$ . However, its entries are not symmetrically distributed, as required by the above mentioned corollaries. Next, we thus apply a standard symmetrization trick. Let  $A'$  an independent copy of  $A$ , and let  $W = A - A'$ . By Jensen's inequality,

$$\mathbb{E}[\|A\|] = \mathbb{E}[\|A - \mathbb{E}[A']\|] \leq \mathbb{E}[\|A - A'\|] = \mathbb{E}[\|W\|].$$

By construction,  $W$  is symmetric and the distribution law of each of its entries  $W_{ij}$  is symmetric. Furthermore, its upper diagonal entries are independent with mean zero and variance given by

$$\text{Var}(W_{ij}) = \text{Var}(A_{ij} - A'_{ij}) = 2\text{Var}(A_{ij}).$$

By Eq. (5), these may be bounded as follows

$$\text{Var}(W_{ij}) \leq 2p(1-p)C_0^2.$$

Next, following [2, page 2497], we define the following two quantities,

$$\tilde{\sigma} = \max_i \sqrt{\sum_j \mathbb{E}[W_{ij}^2]} \leq C_0 \sqrt{2p(1-p)} \sqrt{n}$$

and

$$\sigma_{\max} = \max_{i,j} |W_{ij}| \leq 2C_0.$$

Then, by Corollary 3.6 in [2], see also the second equation in page 2497 of their paper, for any  $0 < \epsilon < 1/2$ , there exist a suitable constant  $C_\epsilon$  such that

$$\mathbb{E}[\|W\|] \leq (1 + \epsilon)2\tilde{\sigma} + C_\epsilon \sigma_{\max} \sqrt{\log(n+m)}.$$

Taking  $\epsilon = 1/2$  and the bounds on  $\tilde{\sigma}$  and  $\sigma_{\max}$  yields Eq. (11).  $\square$

**Lemma 3.** Let  $\Pi$  be an  $m \times n$  matrix of  $n$  probability vectors. Let  $\tilde{Y}$  be a matrix whose  $j$ -columns are multinomial with total count  $N$  and with probability vector  $\Pi_{:,j}$ , as in Eq. (8). Consider the matrix  $\tilde{E} = \tilde{Y}/N - \Pi$ . Then, for some universal constant  $C$ ,

$$(12) \quad \mathbb{E}[\|\tilde{E}\|] \leq \sqrt{\frac{2}{N}}\sqrt{n} + C\sqrt{\log(\min(m, n))}.$$

In addition, the spectral norm of  $\tilde{E}$  is tightly concentrated around its mean.

*Proof.* First, note that by the Cauchy-Schwarz inequality,  $\mathbb{E}[\|\tilde{E}\|] \leq (\mathbb{E}[\|\tilde{E}\|^2])^{1/2}$ . To bound the latter, we consider the  $n \times m$  matrix  $A$  whose  $j$ -th row is the column  $\tilde{E}_{:,j}$ . By definition, the rows of  $A$  are independent. We may thus invoke Theorem 5.48 in [10]. The quantity  $\Sigma$  appearing in Theorem 5.48 is given by  $\Sigma = \frac{1}{n} \sum \Sigma_j$  where  $\Sigma_j = \mathbb{E}[A_j \otimes A_j]$ , see Remark 5.49 in [10]. Note that since the  $j$ -th row of  $A$ , namely  $\tilde{E}_{:,j}$  is the difference between two probability vectors,

$$\|A_j\|_2 = \|\tilde{E}_{:,j}\|_2 \leq \|\tilde{Y}_{:,j}/N\|_2 + \|\Pi_{:,j}\|_2 \leq 2.$$

Next, note that

$$\Sigma_j = \mathbb{E}[A_j \otimes A_j] = \mathbb{E}[E_{:,j} E_{:,j}^T] = \frac{1}{N} [\text{diag}(\Pi_{:,j}) - \Pi_{:,j} \Pi_{:,j}^T]$$

Hence,  $\|\Sigma_j\| \leq 2/N$ , and similarly  $\|\Sigma\| = \|\frac{1}{n} \sum \Sigma_j\| \leq 2/N$  as well. Eq. (12) and the tight concentration now follow from Theorem 5.48.  $\square$

**3.2. Perturbed eigenvalues.** We study the left singular vectors  $\tilde{u}_i(\epsilon)$  by a perturbation analysis, similar to [8] and [4]. To this end, we analyze the following symmetric  $m \times m$  matrix  $G(\epsilon)$ , which is a smoothly differentiable function of  $\epsilon$ ,

$$(13) \quad \begin{aligned} G(\epsilon) &= \frac{1}{n} \tilde{X}(\epsilon) \tilde{X}(\epsilon)^T = \left[ (1-p)X + \epsilon \tilde{E} \right] \left[ (1-p)X + \epsilon \tilde{E} \right]^T \\ &= \underbrace{(1-p)^2 \frac{1}{n} X X^T}_{G_0} + \underbrace{\epsilon \frac{(1-p)}{n} (X \tilde{E}^T + \tilde{E} X^T)}_{G_1} + \underbrace{\epsilon^2 \frac{1}{n} (\tilde{E} \tilde{E}^T)}_{G_2} \\ &= G_0 + \epsilon G_1 + \epsilon^2 G_2. \end{aligned}$$

Before we expand the eigenvalues and eigenvectors in  $\epsilon$ , it is instructive to consider the norms of the perturbation matrices  $G_1$  and  $G_2$  as compared to those of the base matrix  $G_0$ . First, recall that by assumption A2, the matrix  $G_0$  is of rank  $r$  and its non-zero eigenvalues are equal to  $\lambda_j(G_0) = (1-p)^2 \lambda_j$ , for  $j = 1, \dots, r$ . By assumption A2, the smallest eigenvalue is bounded away from zero. Next, consider the matrix  $G_2 = \frac{1}{n} \tilde{E} \tilde{E}^T$ . By Lemma 2, Eq. (10), since  $\|\tilde{E}\|$  is tightly concentrated around its mean, then  $\|\tilde{E}\|^2$  is tightly concentrated around its mean as well, and furthermore,  $\mathbb{E}[\|\tilde{E}\|^2] \leq C \left[ \mathbb{E}[\|\tilde{E}\|] \right]^2$  for a suitable constant  $C$ . Combining this with Eq. (11) of Lemma 2 gives

$$\begin{aligned} \mathbb{E}[\|G_2\|] &\leq \frac{C}{n} \left( 3C_0 \sqrt{p(1-p)} \sqrt{n} + cC_0 \sqrt{\log(n+m)} \right)^2 \\ &\leq 9p(1-p)C_0^2 C + 6cC_0^2 C \sqrt{p(1-p)} \sqrt{\frac{\log(n+m)}{n}} + c^2 C_0^2 C \frac{\log(n+m)}{n}. \end{aligned}$$

For any fixed  $0 < p < 1$ , as  $n$  tends to infinity the last two terms on the right hand side above tend to zero. Hence, for  $n \gg 1$  these two terms are negligible with respect to the first one. Furthermore, for sufficiently small  $p$ ,  $\mathbb{E}[\|G_2\|] \ll \lambda_r(G_0)$ . Hence, even at  $\epsilon = 1$ , the second order term  $G_2$  is small with respect to even the smallest signal in  $G_0$ .

Regarding the first perturbation matrix  $G_1 = \frac{1}{n}(1-p)(X \tilde{E}^T + \tilde{E} X^T)$ , note that by definition,  $\mathbb{E}[G_1] = 0$ . As for its expected spectral norm, again by Lemma 2, for  $n \gg 1$ ,

$$\mathbb{E}[\|G_1\|] \leq \frac{2}{n}(1-p)\|X\| \cdot \mathbb{E}[\|\tilde{E}\|] \leq 6(1-p)\sqrt{\lambda_1} C_0 \sqrt{p(1-p)}.$$

Note that  $\|G_1\|$  scales like  $\sqrt{p}$ , whereas  $\|G_2\|$  scales like  $p$ . Thus, for small  $p$ ,  $\|G_1\|$  is much larger than  $\|G_2\|$ . In our perturbation analysis, we shall thus consider only the first order terms, which as we shall see depend only on  $G_1$ .

Next, for the matrix  $G_1$  to have a relatively small effect on the top  $r$  eigenvectors of the original low rank matrix  $G_0$ , the key requirement is that the eigenvalues  $\lambda_j(\epsilon)$  will not cross each other [6]. Since by Weyl's inequality  $\lambda_j(G_0 + G_1) \leq \lambda_j(G_0) + \|G_1\|$ , a sufficient condition to ensure that with high probability, no such crossover occurred is precisely Eq. (7) of assumption A3. We remark that Assumption A3 may be weakened to less stringent conditions, see for example [5].

We now proceed to expand the eigenvalues and eigenvectors of  $G(\epsilon)$  in  $\epsilon$ . Since  $G(\epsilon)$  is symmetric and quadratic in  $\epsilon$ , for a fixed  $X$  and  $\tilde{E}$ , for sufficiently small  $\epsilon$ , the  $r$  leading eigenvalues and eigenvectors of  $G(\epsilon)$  are all analytic functions of  $\epsilon$  (see, e.g., Chapter 2, Theorem 6.1 of [6]). Specifically, for  $k = 1, \dots, r$  we may expand the eigenpair  $(\tilde{u}_k, \tilde{\lambda}_k)$  in a Taylor series,

$$(14) \quad \tilde{u}_k(\epsilon) = u_k + \epsilon \tilde{u}_k^{(1)} + \epsilon^2 \tilde{u}_k^{(2)} + \dots$$

$$(15) \quad \tilde{\lambda}_k(\epsilon) = \lambda_k(G_0) + \epsilon \tilde{\lambda}_k^{(1)} + \epsilon^2 \tilde{\lambda}_k^{(2)} + \dots$$

Assumption A3 together with the tight concentration of  $\|\tilde{E}\|$  around its mean, imply that with high probability, no cross-over of eigenvalues has occurred and thus the above expansions are valid up to  $\epsilon = 1$ . Since eigenvectors are only defined up to a multiplicative normalization factor, the form of Eq. (14) implies that the chosen normalization is such that  $\tilde{u}_k^{(1)}$  and all other higher order perturbations are orthogonal to  $u_k$ .

Inserting Eqs. (13), (14), and (15) into the characteristic equation  $G(\epsilon)\tilde{u}_k(\epsilon) = \tilde{u}_k(\epsilon)\tilde{\lambda}_k(\epsilon)$  gives

$$(G_0 + \epsilon G_1 + \epsilon^2 G_2)(u_k + \epsilon \tilde{u}_k^{(1)} + \epsilon^2 \tilde{u}_k^{(2)} + \dots) = (u_k + \epsilon \tilde{u}_k^{(1)} + \epsilon^2 \tilde{u}_k^{(2)} + \dots)(\lambda_k(G_0) + \epsilon \tilde{\lambda}_k^{(1)} + \epsilon^2 \tilde{\lambda}_k^{(2)} + \dots).$$

We now equate terms with equal powers of  $\epsilon$ . The  $O(1)$  terms recover the original eigenvalues and eigenvectors of  $G_0$ , consistent with the expansion in Eqs. (14)-(15). The  $O(\epsilon)$  terms give

$$(16) \quad G_1 u_k + G_0 \tilde{u}_k^{(1)} = \lambda_k(G_0) \tilde{u}_k^{(1)} + \tilde{\lambda}_k^{(1)} u_k.$$

Since  $\tilde{u}_k^{(1)}$  is orthogonal to  $u_k$  and  $u_k^T u_k = 1$ , multiplying the above equation by  $u_k^T$  gives

$$\tilde{\lambda}_k^{(1)} = u_k^T G_1 u_k.$$

Inserting the expression for  $G_1$ , and recalling that  $X^T u_k = \sigma_k v_k = \sqrt{n \lambda_k} v_k$ , yields the following closed form expression for the leading order perturbation of  $\lambda_k$ ,

$$(17) \quad \tilde{\lambda}_k^{(1)} = \frac{1-p}{n} u_k^T (X \tilde{E}^T + \tilde{E} X^T) u_k = \frac{2(1-p)}{n} u_k^T \tilde{E} X^T u_k = \frac{2(1-p)}{\sqrt{n}} \sqrt{\lambda_k} (u_k^T \tilde{E} v_k).$$

In other words, the leading order term in the perturbation of  $\lambda_k$  is determined by the interaction of left and right singular vectors with the error matrix  $\tilde{E}$ .

**3.3. Perturbed eigenvectors.** Next we study the effect of  $\tilde{E}$  on the leading eigenvectors. We rearrange Eq. (16), and consider the  $k$ -th eigenvector,

$$(18) \quad (G_0 - \lambda_k(G_0)I) \tilde{u}_k^{(1)} = \tilde{\lambda}_k^{(1)} u_k - G_1 u_k.$$

We expand the first order perturbation in the singular vectors of  $G_0$ ,

$$(19) \quad \tilde{u}_k^{(1)} = \sum_{i=1}^m a_i u_i,$$

where  $a_i = u_i^T \tilde{u}_k^{(1)}$ . Inserting Eq. (19) into Eq. (18) gives

$$(1-p)^2 \sum_{\substack{i=1 \\ i \neq k}}^m (\lambda_i - \lambda_k) a_i u_i = \tilde{\lambda}_k^{(1)} u_k - G_1 u_k.$$

Since  $u_k^{(i)}$  are orthogonal to  $u_k$ ,  $a_k = 0$ . To obtain the other coefficients  $a_i$ , we multiply both sides by  $u_i^T$ , and plug in the definition of  $G_1$

$$a_i = \frac{1}{(1-p)^2} \frac{u_i^T G_1 u_k}{\lambda_k - \lambda_i} = \frac{1}{\lambda_k - \lambda_i} \frac{1}{n(1-p)} \left( u_i^T X \tilde{E}^T u_k + u_i^T \tilde{E} X^T u_k \right).$$

Given that  $u_i^T X = \sigma_i v_i^T = \sqrt{n \lambda_i} v_i^T$  yields that

$$a_i = \frac{1}{\sqrt{n}} \frac{1}{1-p} \left[ \frac{\sqrt{\lambda_i}}{\lambda_k - \lambda_i} v_i^T \tilde{E}^T u_k + \frac{\sqrt{\lambda_k}}{\lambda_k - \lambda_i} u_i^T \tilde{E} v_k \right].$$

Inserting the above into Eq. (19) gives the following expression for the first order perturbation of the  $k$ -th eigenvector,

$$(20) \quad \tilde{u}_k^{(1)} = \frac{1}{\sqrt{n}} \frac{1}{1-p} \sum_{\substack{i=1 \\ i \neq k}}^m \frac{1}{\lambda_k - \lambda_i} (\sqrt{\lambda_i} u_i^T \tilde{E} v_i + \sqrt{\lambda_k} u_i^T \tilde{E} v_k) u_i.$$

The analysis proceeds similarly for the first order perturbation of the right singular vector  $v_k$ . Since by definition,  $v_k$  is the  $k$ -th eigenvector of  $\frac{1}{n} \tilde{X}^T \tilde{X}$ , the analogue of Eq. (20) is

$$(21) \quad \tilde{v}_k^{(1)} = \frac{1}{\sqrt{n}} \frac{1}{1-p} \sum_{\substack{i=1 \\ i \neq k}}^n \frac{1}{\lambda_k - \lambda_i} (\sqrt{\lambda_i} u_i^T \tilde{E} v_k + \sqrt{\lambda_k} u_k^T \tilde{E} v_i) v_i.$$

**3.4. Rank- $r$  approximation to  $\tilde{X}$ .** Recall that our object of interest is the best rank- $r$  approximation to the perturbed matrix  $\tilde{X}$ , which we called  $\tilde{Z}$ ,

$$\tilde{Z} = \sqrt{n} \sum_{i=1}^r \sqrt{\tilde{\lambda}_i} \tilde{u}_i \tilde{v}_i^T.$$

Inserting the Taylor expansions for the eigenvalues and singular vectors gives

$$\begin{aligned} \tilde{Z}(\epsilon) &= \sqrt{n} \sum_{i=1}^r \sqrt{\lambda_i(G_0) + \epsilon \tilde{\lambda}_i^{(1)} + O(\epsilon^2)} \left( u_i + \epsilon \tilde{u}_i^{(1)} + O(\epsilon^2) \right) \left( v_i + \epsilon \tilde{v}_i^{(1)} + O(\epsilon^2) \right)^T \\ &= \sqrt{n} \sum_{i=1}^r \sqrt{\lambda_i(G_0)} \left( 1 + \epsilon \frac{\tilde{\lambda}_i^{(1)}}{2\lambda_i(G_0)} + O(\epsilon^2) \right) \left( u_i v_i^T + \epsilon (u_i (\tilde{v}_i^{(1)})^T + \tilde{u}_i^{(1)} v_i^T) + O(\epsilon^2) \right) \\ &= \sqrt{n} \sum_{i=1}^r \sqrt{\lambda_i(G_0)} u_i v_i^T + \epsilon \sqrt{n} \sum_{i=1}^r \left( \frac{\tilde{\lambda}_i^{(1)}}{2\sqrt{\lambda_i(G_0)}} u_i v_i^T + \sqrt{\lambda_i(G_0)} \tilde{u}_i^{(1)} v_i^T + \sqrt{\lambda_i(G_0)} u_i (\tilde{v}_i^{(1)})^T \right) + O(\epsilon^2) \\ &= (1-p)X + \epsilon \sqrt{n} \sum_{i=1}^r \left( \frac{\tilde{\lambda}_i^{(1)}}{2\sqrt{\lambda_i(G_0)}} u_i v_i^T + \sqrt{\lambda_i(G_0)} \tilde{u}_i^{(1)} v_i^T + \sqrt{\lambda_i(G_0)} u_i (\tilde{v}_i^{(1)})^T \right) + O(\epsilon^2) \\ (22) \quad &= (1-p)X + \epsilon \tilde{Z}^{(1)} + O(\epsilon^2) \end{aligned}$$

where  $\tilde{Z}^{(1)}$  is the first order perturbation of  $\tilde{Z}(\epsilon)$ . Plugging in Eqs. (17), (20) and (21),

$$\begin{aligned} \tilde{Z}^{(1)} &= (1-p) \sum_{i=1}^r \left( u_i^T \tilde{E} v_i \right) u_i v_i^T + \\ (23) \quad &\frac{1}{1-p} \sum_{i=1}^r \sum_{\substack{j=1 \\ j \neq i}}^m \frac{\sqrt{\lambda_i}}{\lambda_i - \lambda_j} (\sqrt{\lambda_j} u_i^T \tilde{E} v_j + \sqrt{\lambda_i} u_j^T \tilde{E} v_i) u_j v_i^T + \\ &\frac{1}{1-p} \sum_{i=1}^r \sum_{\substack{j=1 \\ j \neq i}}^n \frac{\sqrt{\lambda_i}}{\lambda_i - \lambda_j} (\sqrt{\lambda_j} u_j^T \tilde{E} v_i + \sqrt{\lambda_i} u_i^T \tilde{E} v_j) u_i v_j^T \end{aligned}$$

The first part of Theorem 1 follows by showing that the expected value of this first order perturbation is zero. Indeed, since  $\tilde{Z}^{(1)}$  is linear in the entries of  $\tilde{E}$  and since  $\mathbb{E}[\tilde{E}] = 0$ , then indeed  $\mathbb{E}[\tilde{Z}^{(1)}] = 0$  as well, and part (i) follows.

To prove the second part of the Theorem we shall use Lemma 1. The term that shows up repeatedly in the expression (23) for  $\tilde{Z}^{(1)}$  is

$$u_j^T \tilde{E} v_i = \sum_{k=1}^m \sum_{\ell=1}^n u_j(k) \tilde{E}(k, \ell) v_i(\ell) = \sum_{k=1}^m u_j(k) \sum_{\ell=1}^n \tilde{E}(k, \ell) v_i(\ell).$$

To prove that  $\tilde{Z}^{(1)}$  is asymptotically Gaussian, it suffices to show that each of the individual sums  $\sum_{\ell=1}^n \tilde{E}^{(n)}(k, \ell) v_i^{(n)}(\ell)$  is asymptotically Gaussian as  $n \rightarrow \infty$ . Intuitively, for this to hold we need on the one hand many of the coefficients  $\tilde{E}(k, \ell) v_i^{(n)}(\ell)$  to be non-zero, and in fact bounded away from zero, and on the other hand that the sum is not dominated by very few large coefficients. These two conditions are captured by our two assumptions A4 and A5. Let us now show that under these two assumptions, the Lyapunov condition is satisfied,

$$\lim_{n \rightarrow \infty} \frac{\sum_{\ell=1}^n \mathbb{E} |\tilde{E}^{(n)}(k, \ell) v_i^{(n)}(\ell)|^3}{\sigma_n^3} \rightarrow 0$$

where  $\sigma_n^2 = \sum_{\ell=1}^n \mathbb{E} [\tilde{E}^{(n)}(k, \ell) v_i^{(n)}(\ell)]^2$ . We begin by upper bounding the numerator. Combining Eq. (4) with assumptions A1 and A4,

$$\begin{aligned} \sum_{\ell=1}^n \mathbb{E} [|\tilde{E}^{(n)}(k, \ell) v_i^{(n)}(\ell)|^3] &= \sum_{\ell=1}^n [p(1-p)^3 + (1-p)p^3] |X^{(n)}(k, \ell) v_i^{(n)}(\ell)|^3 \\ &\leq p(1-p)^2 n C_0^3 \frac{C_1^3}{n^{3/2}} \leq \frac{C}{\sqrt{n}}. \end{aligned}$$

Next, we lower bound the denominator. Here, by Eq. (5) and assumption A5,

$$\begin{aligned} \sigma_n^2 &= \sum_{\ell=1}^n \mathbb{E} [\tilde{E}^{(n)}(k, \ell) v_i^{(n)}(\ell)]^2 = \sum_{\ell=1}^n p(1-p) [\tilde{X}^{(n)}(k, \ell)]^2 [v_i^{(n)}(\ell)]^2 \\ &\geq p(1-p) c_1^2 \rho. \end{aligned}$$

Thus, the Lyapunov condition holds, and each of the above terms is asymptotically Gaussian.

## SIMULATION

By Theorem 1, the entries corresponding to biological zeros are asymptotically Gaussian. However, as discussed in Remark 1, to fully justify ALRA, the correlations between elements corresponding to biological zeros in each row of  $Z$  needs to be small. We here present simulation results that show that empirically this is indeed the case. Our simulation is based on the multinomial model described above and also in the Online Methods. Specifically, we used bulk RNA-seq samples of purified peripheral blood monocyte (PBMC) populations from ImmGen. Each of the  $i = 1, \dots, 9$  bulk RNA-seq samples corresponds to a purified cell population. We enumerated the genes as  $i = 1, \dots, m$ , and let  $n_i^j$  denote the read counts of gene  $i$  in the  $j$ th bulk RNA-seq sample. To generate the gene expression profile for the  $\ell$ -th cell  $\Pi_{i,\ell}$ , we chose one of the 9 cell types with equal probability and denoted the cell type of the  $\ell$ -th cell by  $c_\ell \in \{1, \dots, 9\}$ . Then for each gene  $i$ , we let

$$\Pi_{i,\ell} = \frac{n_i^{c_\ell}}{\sum_{k=1}^m n_k^{c_\ell}}.$$

In order to set  $N_\ell$  to be a realistic number, we randomly sampled a cell from the purified PBMC dataset (Zheng et al.) and let  $N_\ell$  be the read count in that cell. Before sampling from the multinomial, we filtered the genes and cells of  $\Pi$  (a standard step in many scRNA-seq analyses) based on the mean expression levels over all cells. Specifically, We first removed genes  $i$  whose mean expression was less than 25 and then removed cells  $j$  whose total number of read counts was

less than 1000. The filtering process resulted in a matrix  $\Pi'$  with slightly fewer number of genes. The filtering process resulted in a matrix  $\Pi'$  with 11,062 genes and 4,216 cells.

Finally, we constructed 500 independent realizations of a matrix  $\tilde{Y}_{:, \ell}$  from  $\text{Multinomial}(\Pi'_{:, j}, N_j)$ . For a given gene  $i$ , we then computed the set of correlations between entries corresponding to biological zeros

$$\rho_i = \{\text{Cor}(Y_{i,j}, Y_{i,j'}) \mid \Pi_{i,j} = \Pi_{i,j'} = 0\}.$$

Supplementary Figure 23 shows the histogram of the values of these empirical correlations for three randomly chosen genes. As seen from the figure, the correlations are quite small. We remark that the mean correlation is not necessarily zero. For 100 randomly chosen genes, the mean and standard deviation of  $\rho_i$  were 0.03 and 0.05, respectively.

#### SUPPLEMENTARY TABLES AND FIGURES

SUPPLEMENTARY TABLE 1. Re-analyzing developing skins cells from Gupta et al. after imputation. Percentage of cells with  $> 0$  expression for marker genes in wildtype (WT) and mutant (MT).

SUPPLEMENTARY TABLE 2. Ratio of biological zeros preserved (ZP) when imputing purified PBMCs of Stoeckius et al. Ratio of total zeros completed (TC) is also shown.

SUPPLEMENTARY TABLE 3. Average number of the  $k$  nearest neighbors of a point in ADT space that are also among the  $k$  nearest neighbors of the same point in RNA space before and after imputation.

SUPPLEMENTARY TABLE 4. Ratio of biological zeros preserved (ZP) when imputing purified PBMCs of Stoeckius et al for different settings of  $k$ . Ratio of total zeros completed (TC) is also shown.

SUPPLEMENTARY TABLE 5. Markers used for gating experiment

SUPPLEMENTARY TABLE 6. After imputation of the purified PBMCs from Zheng et al., the ratio of biological zeros preserved (ZP) is shown alongside the ratio of total zeros completed, with varying scaling factors used for normalization. The expression values were normalized as  $\log(\frac{\alpha}{s_j} \cdot x_{ij} + 1)$ , where  $\alpha$  is the scaling factor and  $s_j$  is the library size for the  $j$ th cell. The rank estimated by ALRA is shown as  $k$ . With the default scaling factor of 10,000, the results in Figure 2B are obtained.

SUPPLEMENTARY TABLE 7. After imputation of scRNA-seq data from purified PBMCs of Stoeckius et al., the ratio of biological zeros preserved (ZP) is shown alongside the ratio of total zeros completed (TC), with varying scaling factors used for normalization. The expression values were normalized as  $\log(\frac{\alpha}{s_j} \cdot x_{ij} + 1)$ , where  $\alpha$  is the scaling factor and  $s_j$  is the library size for the  $j$ th cell. The rank estimated by ALRA is shown as  $k$ . With the default scaling factor of 10,000, the results in Supplemental Table 2 are obtained.

SUPPLEMENTARY TABLE 8. After imputation of a simulated scRNA-seq dataset from Supplementnary Figure 2D, the ratio of biological zeros preserved (ZP) is shown alongside the technical zeros completed (TC), with varying scaling factors used for normalization. The expression values were normalized as  $\log(\frac{\alpha}{s_j} \cdot x_{ij} + 1)$ , where  $\alpha$  is the scaling factor and  $s_j$  is the library size for the  $j$ th cell. The rank estimated by ALRA is shown as  $k$ . Scaling factor with 10,000 corresponds to Supplemental Figure 2D.

SUPPLEMENTARY TABLE 9. After imputation of the human bronchial epithelial cells, the number of cells expressing SARS-CoV-2 entry genes ACE2, TMPRSS2, and FURIN, varying scaling factors used for normalization. The expression values were normalized as  $\log(\frac{\alpha}{s_j} \cdot x_{ij} + 1)$ , where  $\alpha$  is the scaling factor and  $s_j$  is the library size for the  $j$ th cell. The rank estimated by ALRA is shown as  $k$ .

SUPPLEMENTARY TABLE 10. Effect of log-transform on proportions of biological zeros preserved (ZP) and total zeros completed (TC) in the purified PBMC dataset. “With log” results are reproduced here from Figure 2C.

SUPPLEMENTARY TABLE 11. Effect of log-transform on proportions of biological zeros preserved (ZP) and total zeros completed (TC) in the Stoeckius et al. dataset. “With log” results are reproduced here from Supplemental Table 2.

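ALRA was run at rank 22 on the scaled PBMC values without the log transform, and the marker genes that each class should lack were scored as with the log. Monocytes kept 99.1% of the zeros of T-cell, B-cell, NK-cell and progenitor genes, T cells 98.1% and B cells 98.2% of theirs. The gene with the lowest share kept stood at 95.4% in monocytes, 48.3% in T cells and 42.3% in B cells. Of all zeros, 57.8% were completed in T cells, 58.8% in B cells and 53.3% in monocytes.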

SUPPLEMENTARY TABLE 12. Effect of log-transform on proportions of biological zeros preserved (ZP) and technical zeros completed (TC) in the simulated dataset. “With log” results correspond to Figure 2D.

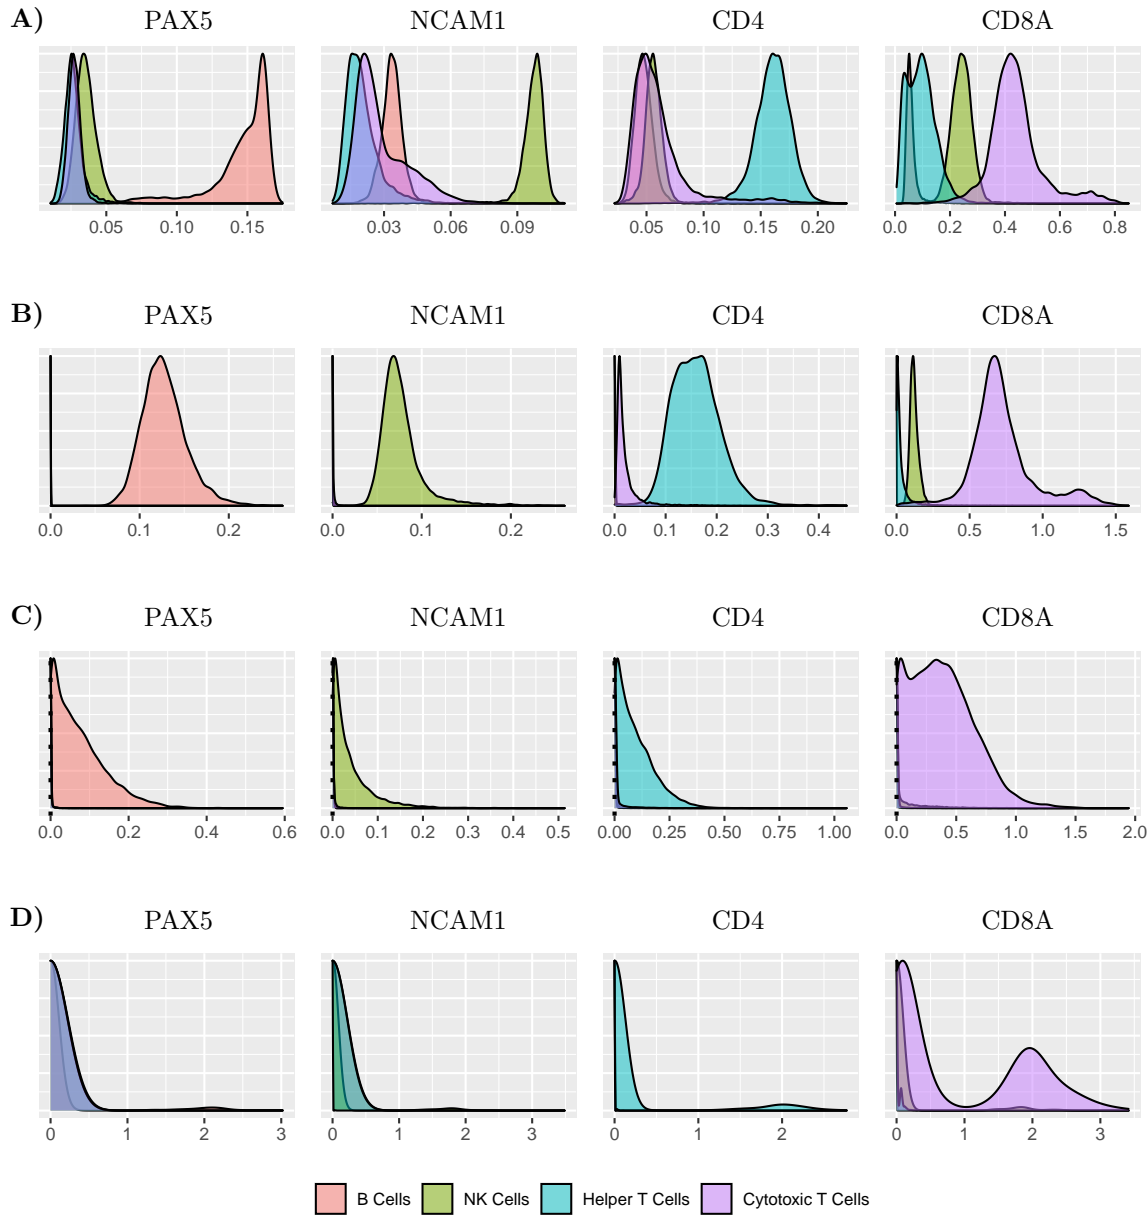

SUPPLEMENTARY FIGURE 1. Distribution of gene markers PAX5, NCAM1, CD4 and CD8A after imputation of purified PBMCs, colored based on different cell types. A) DCA's output B) MAGIC's output. C) SAVER's output D) scImpute's output

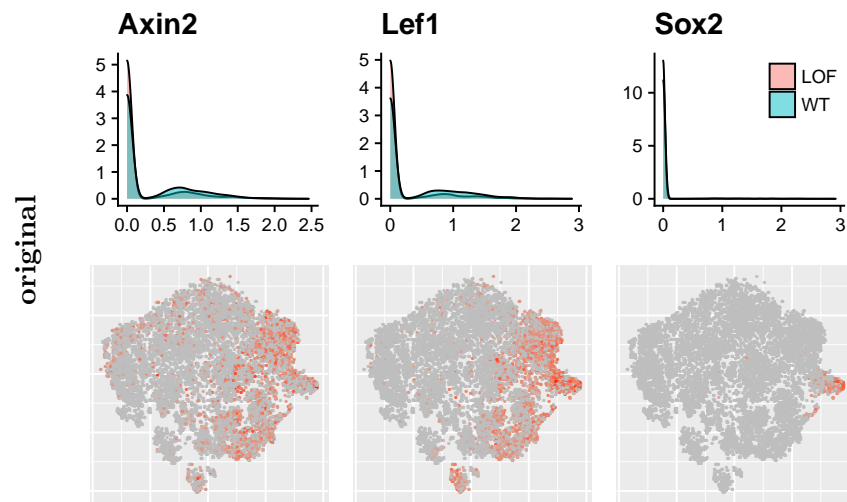

SUPPLEMENTARY FIGURE 2. Density plots and t-SNE of developing skins cells from Gupta et al, prior to imputation.

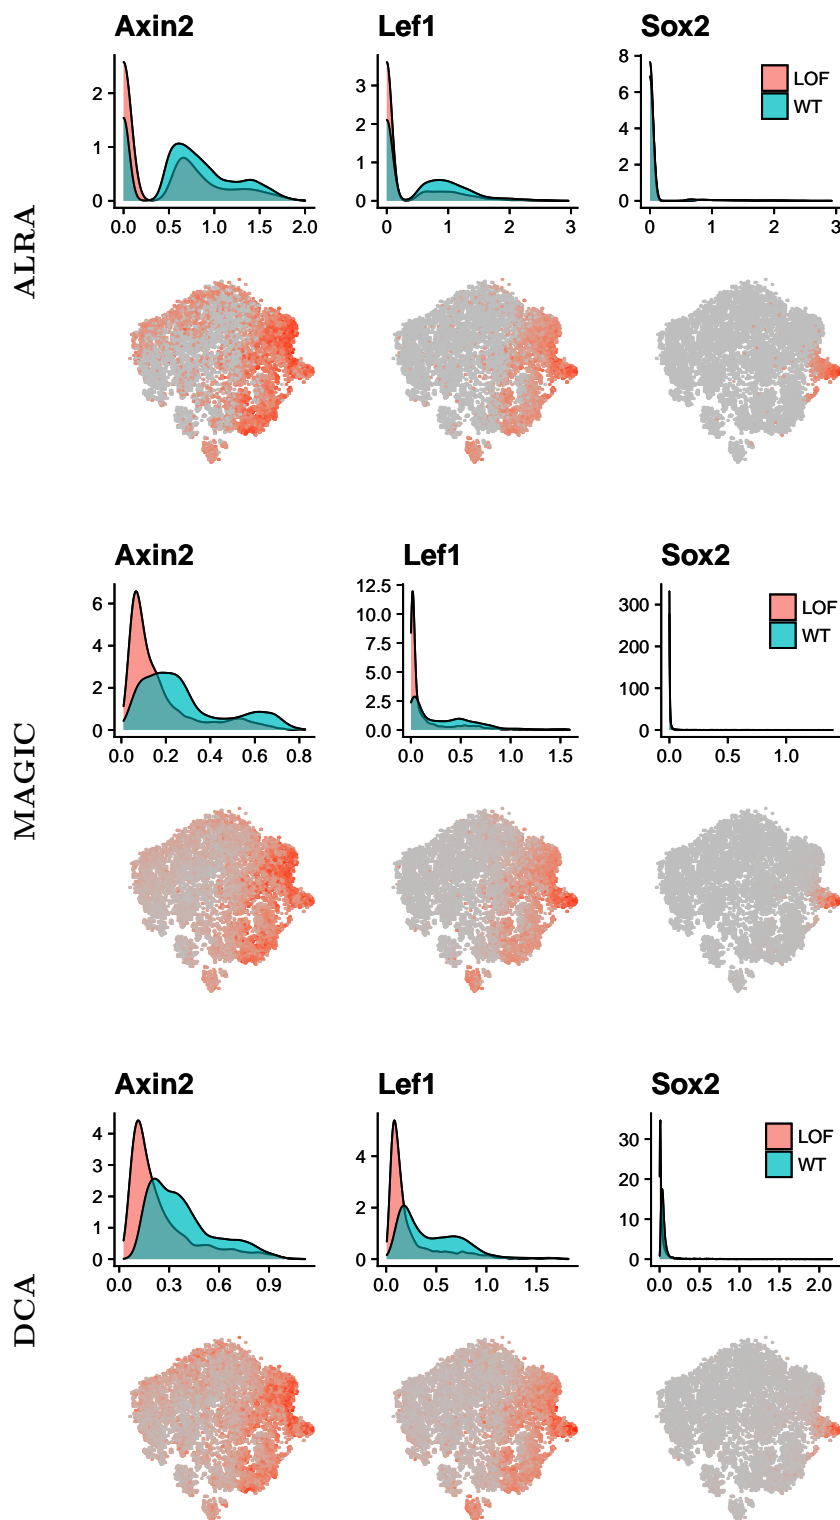

SUPPLEMENTARY FIGURE 3. Density plots and t-SNE of developing skins cells from Gupta et al. DCA and MAGIC do not preserve biological zeros, and it is not clear how to threshold the values to restore the zeros.

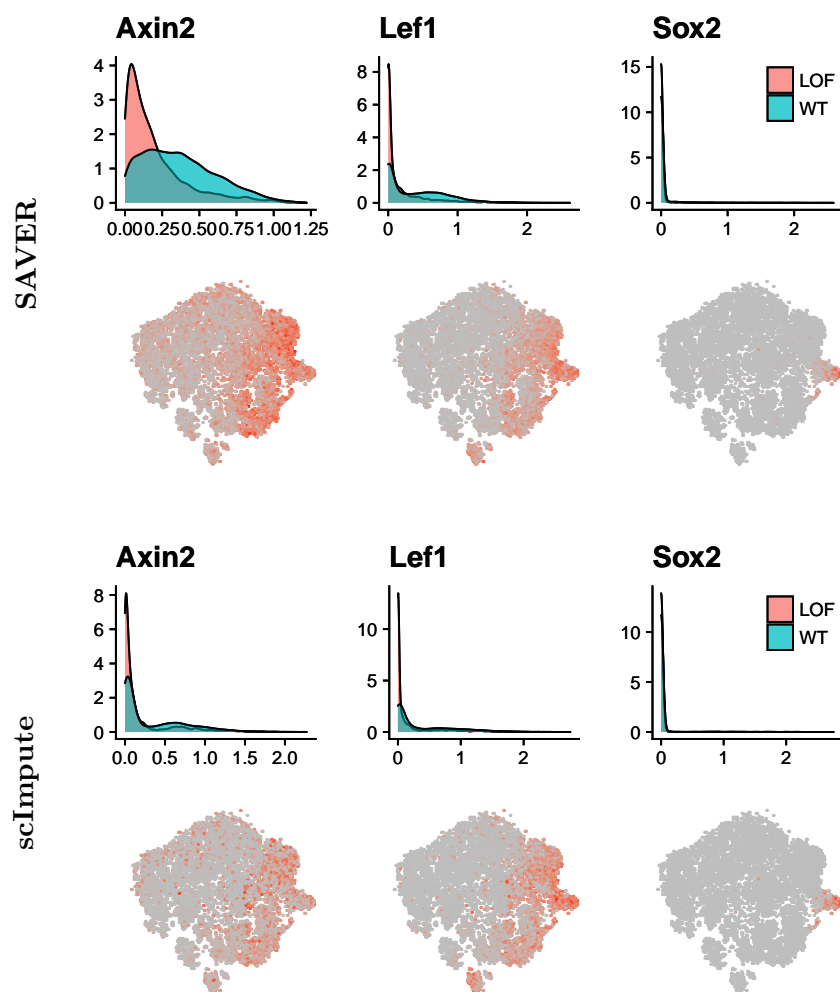

SUPPLEMENTARY FIGURE 3. (Continued from previous page) Density plots and t-SNE of developing skins cells from Gupta et al.

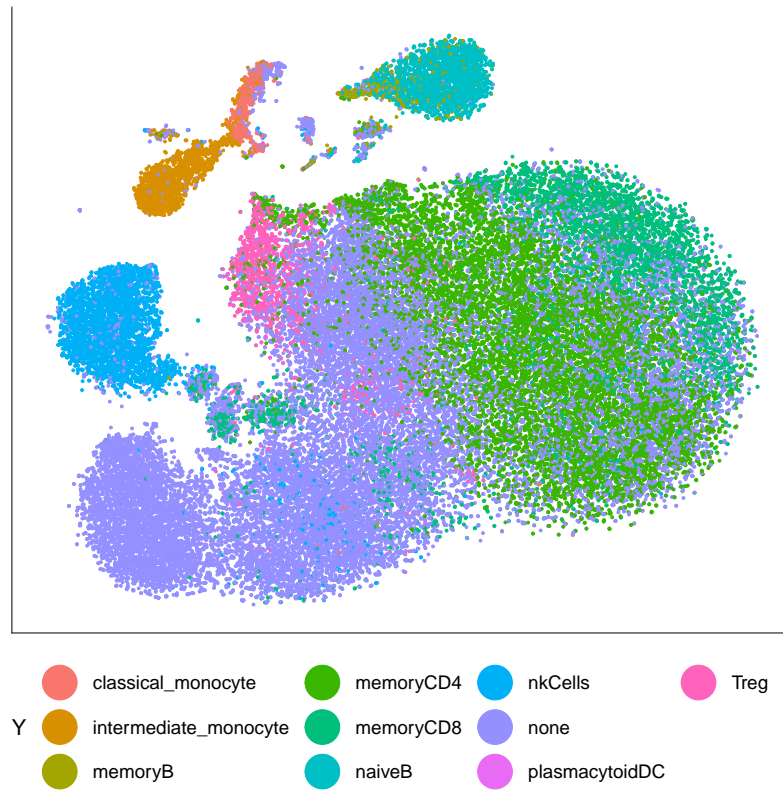

SUPPLEMENTARY FIGURE 4. After imputation by ALRA, positive and negative markers can be used to identify known cell types in peripheral blood mononuclear cells (PBMCs).

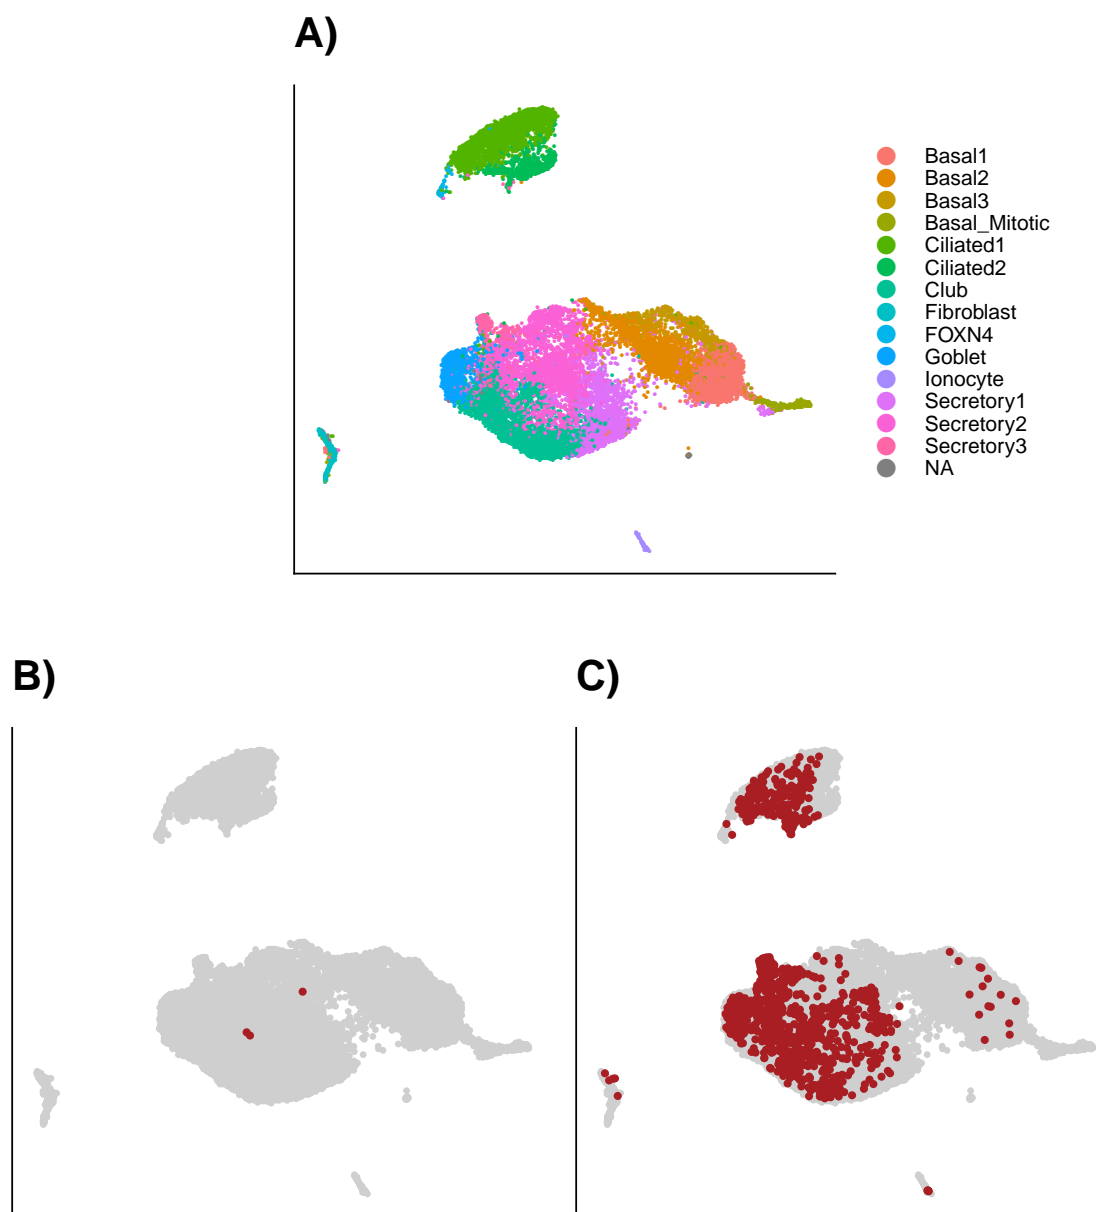

SUPPLEMENTARY FIGURE 5. Imputation of human bronchial cells. In the original dataset (A, colored by cell types), only 3 cells are ACE2+TMPRSS2+FURIN+ (B), whereas after imputation by ALRA 1,309 triple-positive cells are identified (C).

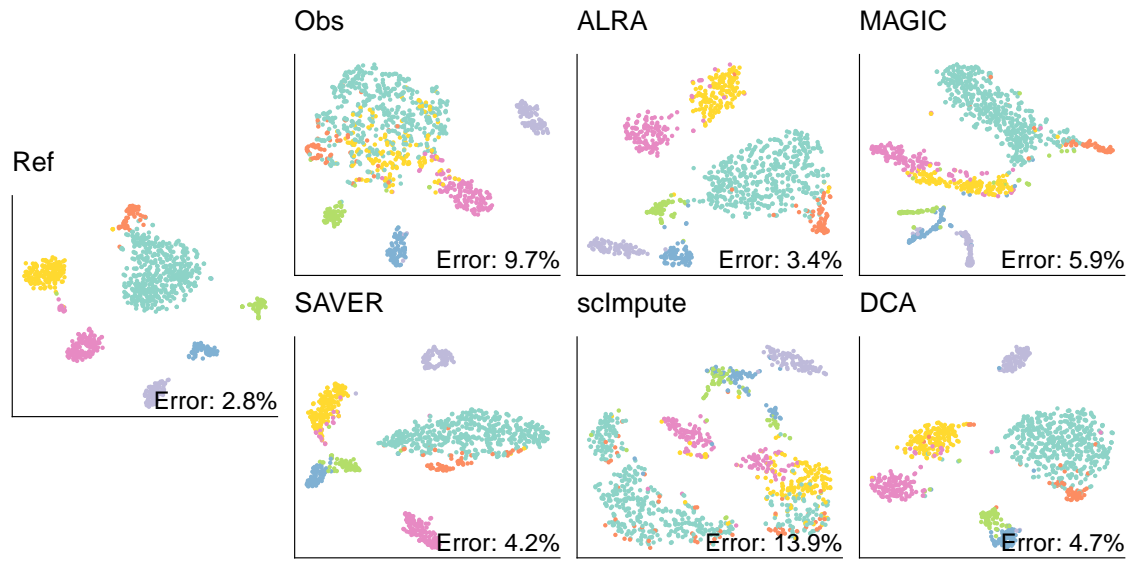

SUPPLEMENTARY FIGURE 6. Impact of imputation on t-SNE of downsampled dataset from Baron et al. The t-SNE of the original dataset (Ref) is compared to that of the downsampled data (Obs) and imputation by various methods.

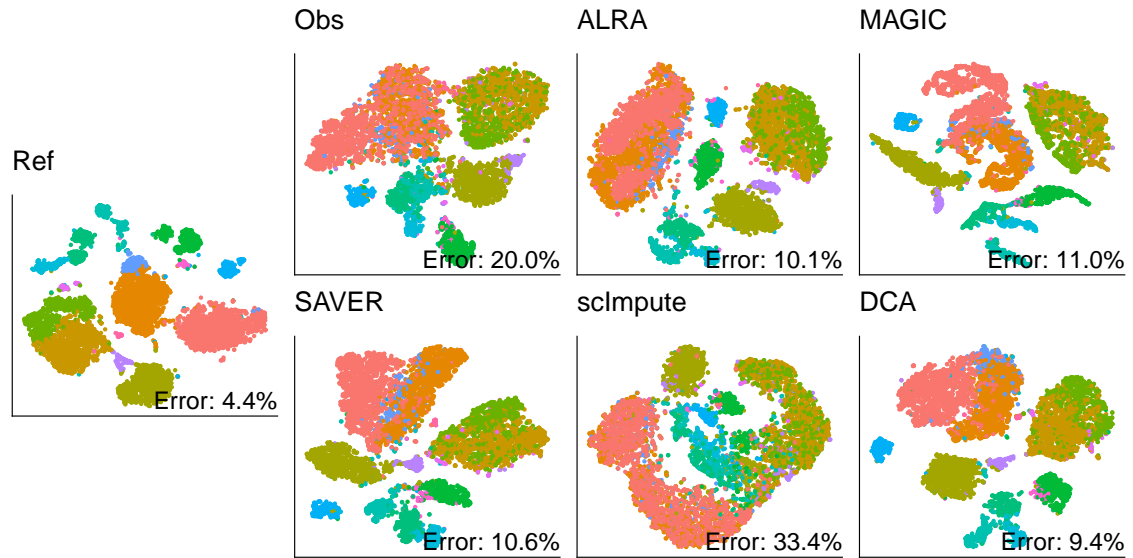

SUPPLEMENTARY FIGURE 7. Impact of imputation on t-SNE of downsampled dataset from Chen et al. The t-SNE of the original dataset (Ref) is compared to that of the downsampled data (Obs) and imputation by various methods.

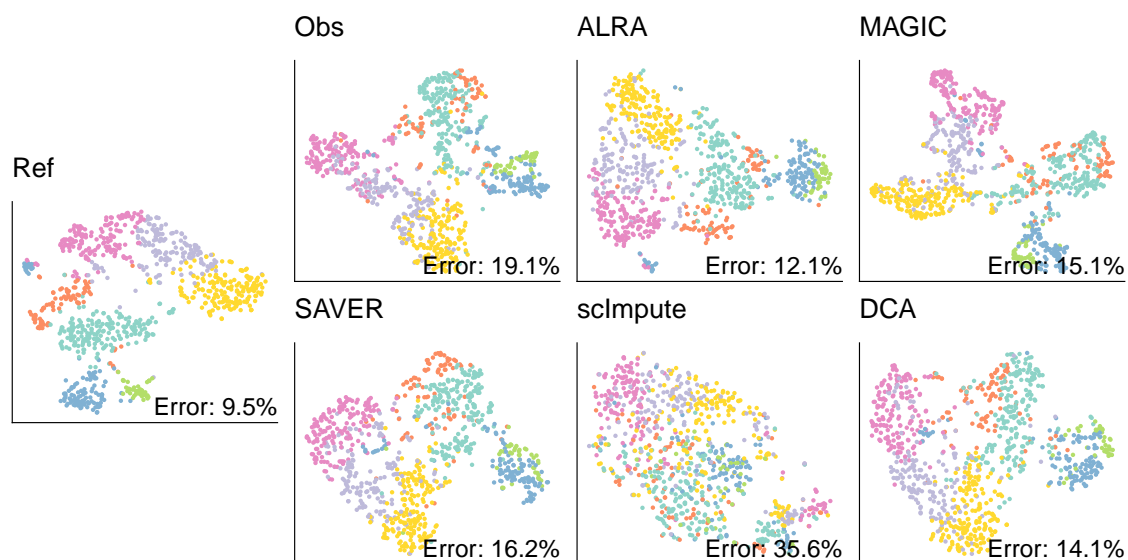

SUPPLEMENTARY FIGURE 8. Impact of imputation on t-SNE of downsampled dataset from La Manno et al. The t-SNE of the original dataset (Ref) is compared to that of the downsampled data (Obs) and imputation by various methods.

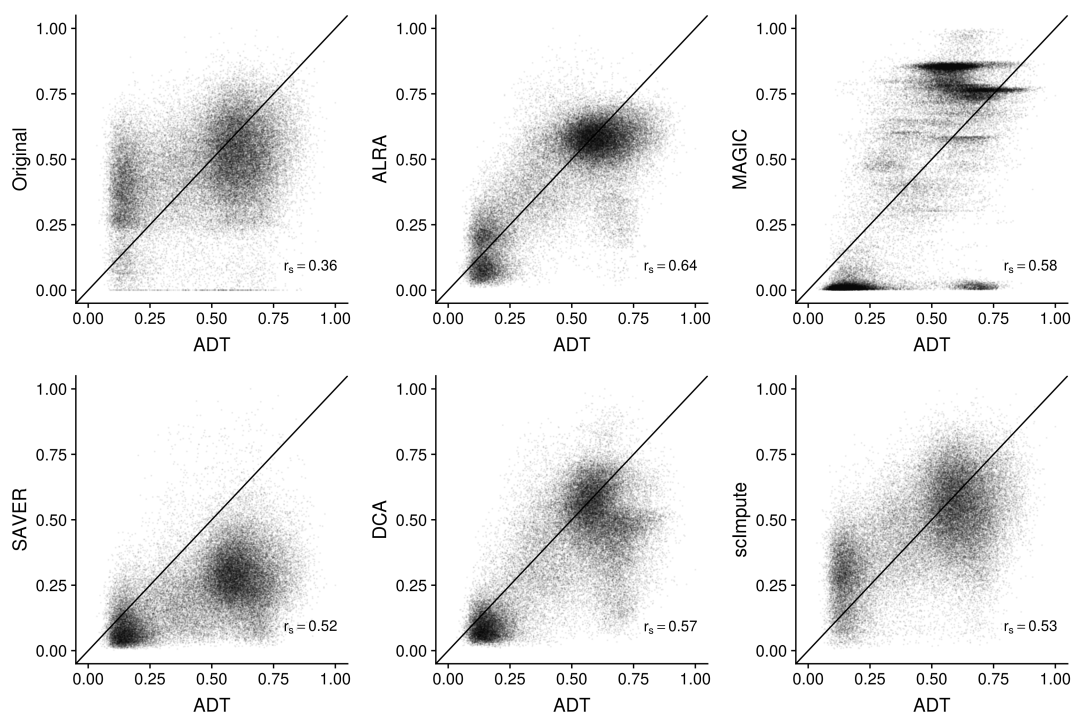

SUPPLEMENTARY FIGURE 9. Recovering true distances between points. Using CITE-seq data with measurements of both gene and protein expression of the same cells, we compute the pairwise distances between cells on the gene expression and on the protein expression data. We plot the normalized distances between cells in gene expression data before and after imputation against the distances between cells in the protein expression data. A random subset of 50,000 cell-cell distances is shown. Spearman's rho between the pairwise distances is also calculated.

A)

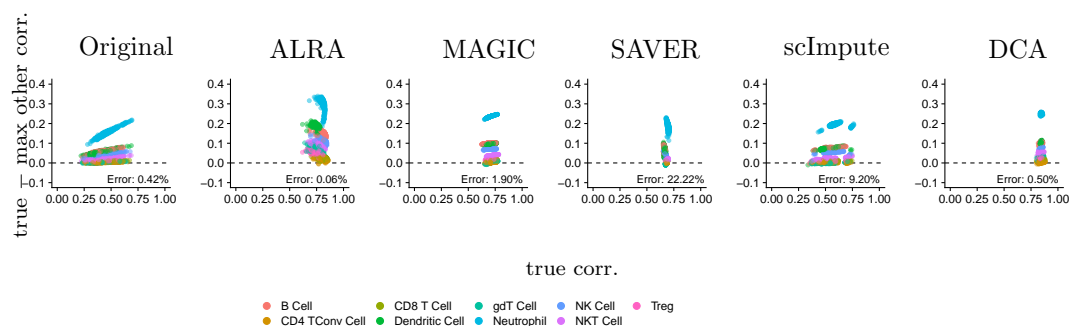

B)

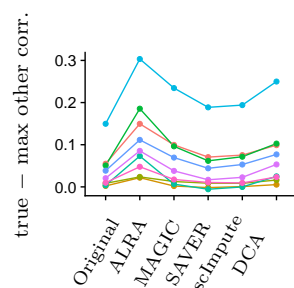

SUPPLEMENTARY FIGURE 10. Validating recovered expression profiles in simulation. A) Each cell is simulated from a bulk RNA-seq profile. We compute the correlation of each simulated cell with the bulk RNA-seq profiles, before and after imputation. The “true correlation” on the X-axis is the correlation of the cell with its corresponding bulk RNA-seq profile. The Y axis is the difference between this “true correlation” and the maximum correlation of the cell with bulk profiles it was not generated from. If cells were labeled by the bulk RNA-seq profile they are most correlated with, then cells below the 0-line on the Y-axis would be misclassified. B) Y axis in (A) averaged over cells for each population.

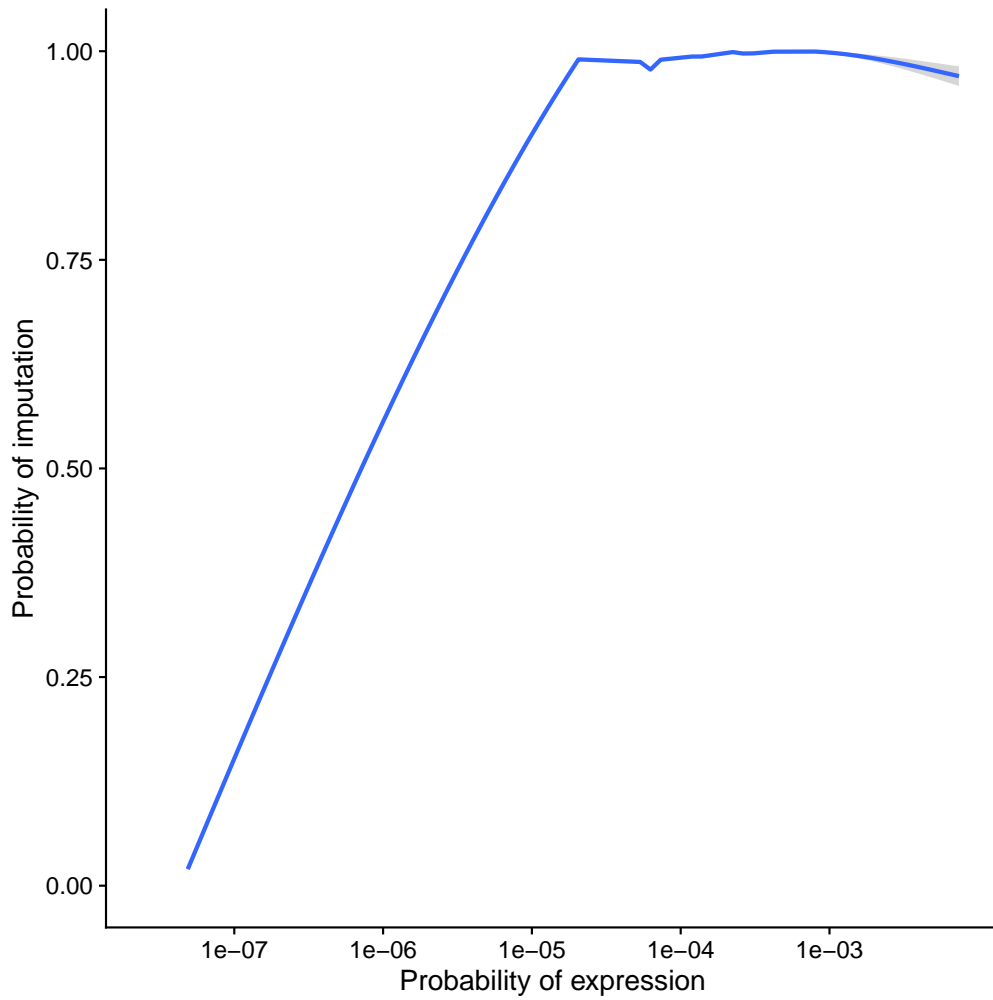

SUPPLEMENTARY FIGURE 11. Probability of imputing a technical zero as a function of its unobserved expression value. Each cell is sampled from a multinomial parameterized by a bulk RNA-seq profile normalized to be a probability vector. That is, the probability of expressing a gene in any given cell is given by its expression in the corresponding bulk profile divided by the total number of reads in that profile. The probability of recovering a non-zero value is shown as a function of this underlying probability of expression.

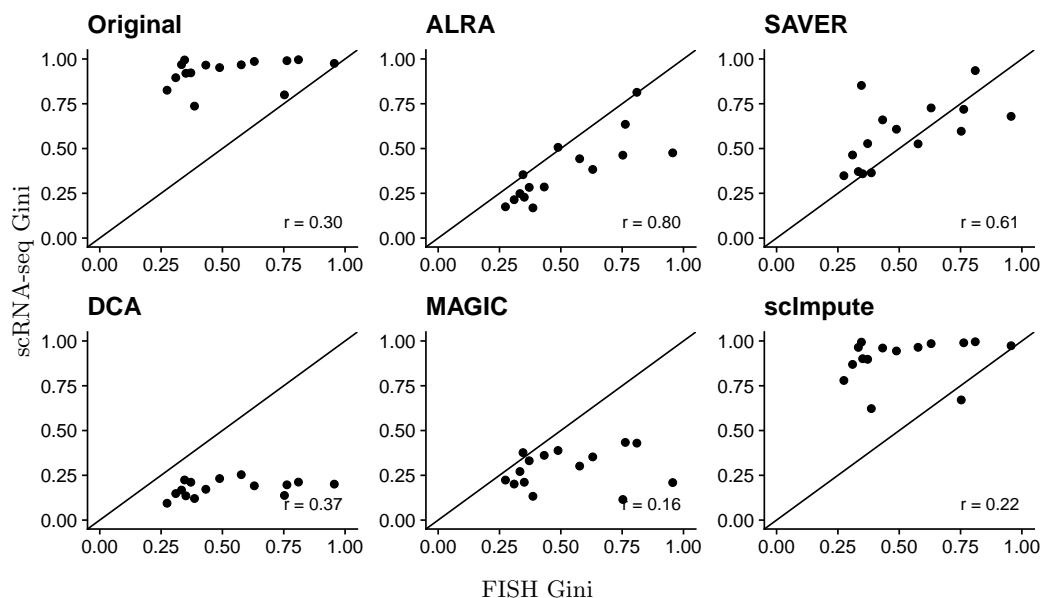

SUPPLEMENTARY FIGURE 12. Validating recovered expression profiles. Gini coefficient for 15 genes computed from scRNA-seq and FISH measurements of the same melanoma cell line.

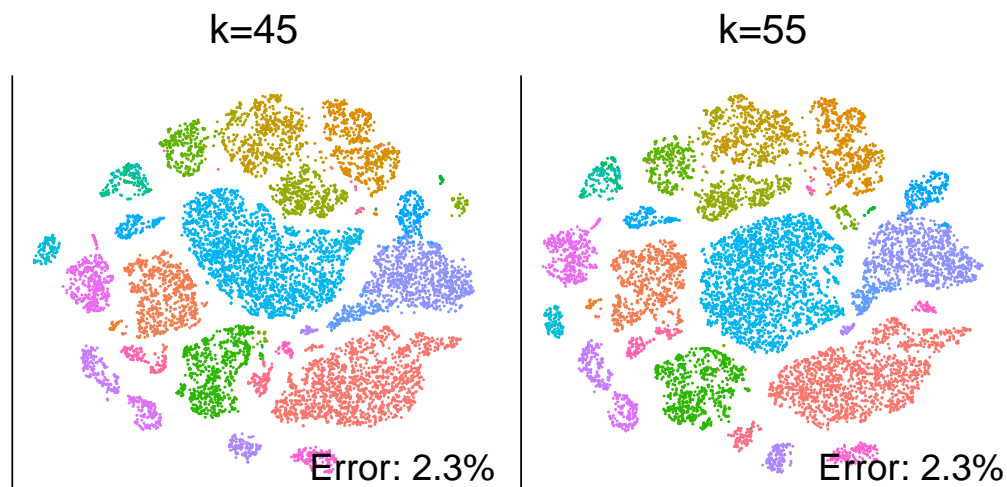

SUPPLEMENTARY FIGURE 13. The effect of imputation on separation of previously annotated cell types in mouse visual cortical cells from Hrvatin et al. is not sensitive to the choice of  $k$ .

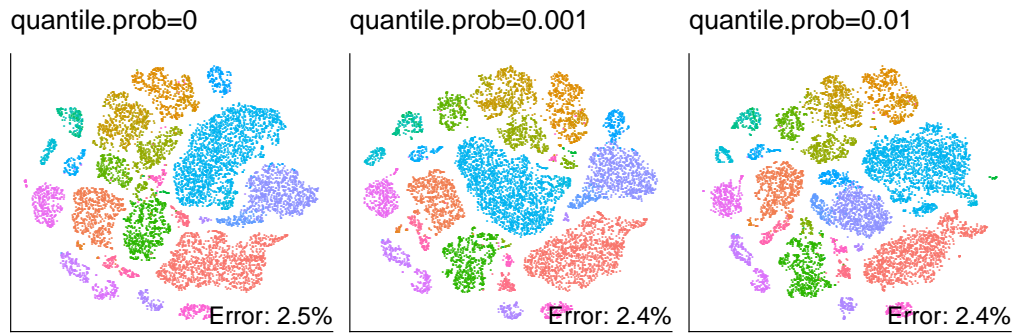

SUPPLEMENTARY FIGURE 14. The effect of imputation on separation of previously annotated cell types in mouse visual cortical cells from Hrvatin et al. is not sensitive to realistic choices of the quantile threshold  $p$ .

A

B

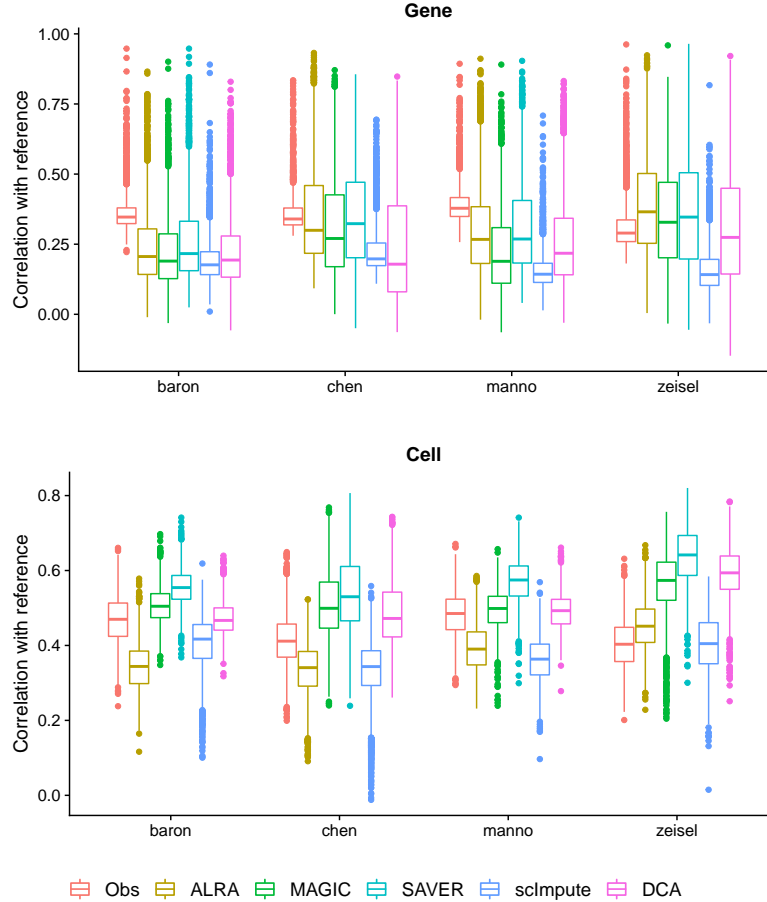

SUPPLEMENTARY FIGURE 15. Imputation after downsampling. (A) After downsampling each dataset, the subspace angle between the first  $k$  principal components of the original matrix with each of the imputed matrices. (B) Spearman's correlation between cells (genes) after imputation and cells (genes) in the original. For the gene correlation panel,  $n = 2284, 2159, 2059, 3529$  genes were used to generate each boxplot in the Baron, Chen, Manno, Zeisel datasets. For the cell correlation panel,  $n = 1076, 7712, 947, 1799$  cells were used to generate each boxplot in the Baron, Chen, Manno, Zeisel datasets. Data are presented in the boxplots as follows: center is data median; lower box bound is 25% quantile; upper box bound is 75% quantile; minima (lower whisker) is smallest observation greater than or equal to lower box bound -  $1.5 * \text{IQR}$ ; maxima (upper whisker) is largest observation less than or equal to upper box bound +  $1.5 * \text{IQR}$ . IQR stands for interquartile range.

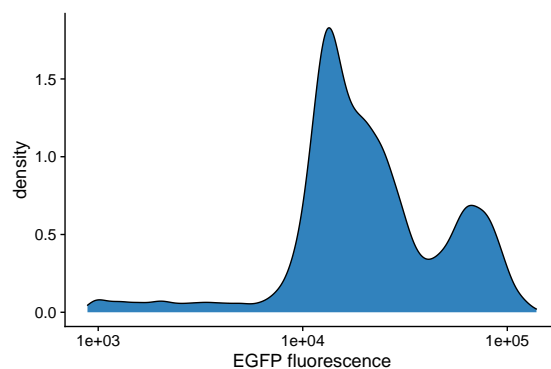

SUPPLEMENTARY FIGURE 16. Analysis of *Pdgfra* expression levels by flow cytometry in intestinal fibroblasts isolated from *Pdgfra*<sup>EGFP/+</sup> knockin mice, indicating that there are two populations of cells, based on level of *Pdgfra* expression. Only cells ( $n = 32667$ ) with non-zero expression of *Pdgfra* are shown.

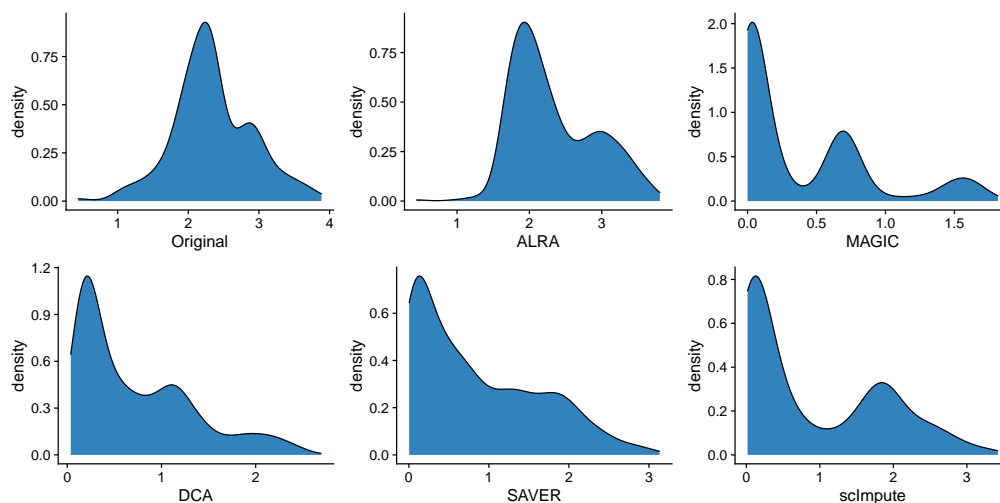

SUPPLEMENTARY FIGURE 17. *Pdgfra* expression in a scRNA-seq dataset of 1257 non-epithelial intestinal cells after completion by various methods. ALRA best preserves the true distribution of *Pdgfra* expression, showing two distinct populations.

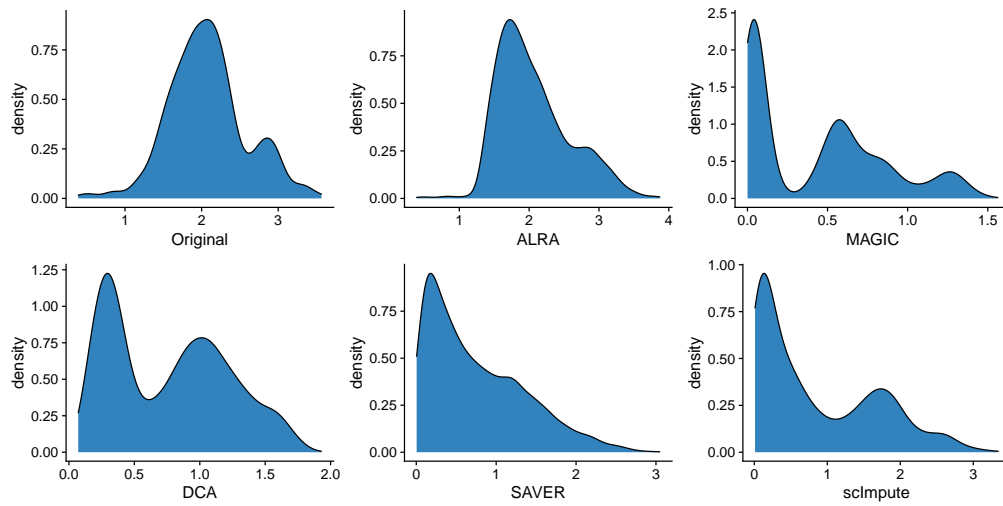

SUPPLEMENTARY FIGURE 18. Pdgfra expression in a biological replicate with 4113 cells. The two distinct populations are only obvious in ALRA, but it is not as clearly separated as in Supplemental Figure 16. Only cells with non-zero expression of Pdgfra are shown.

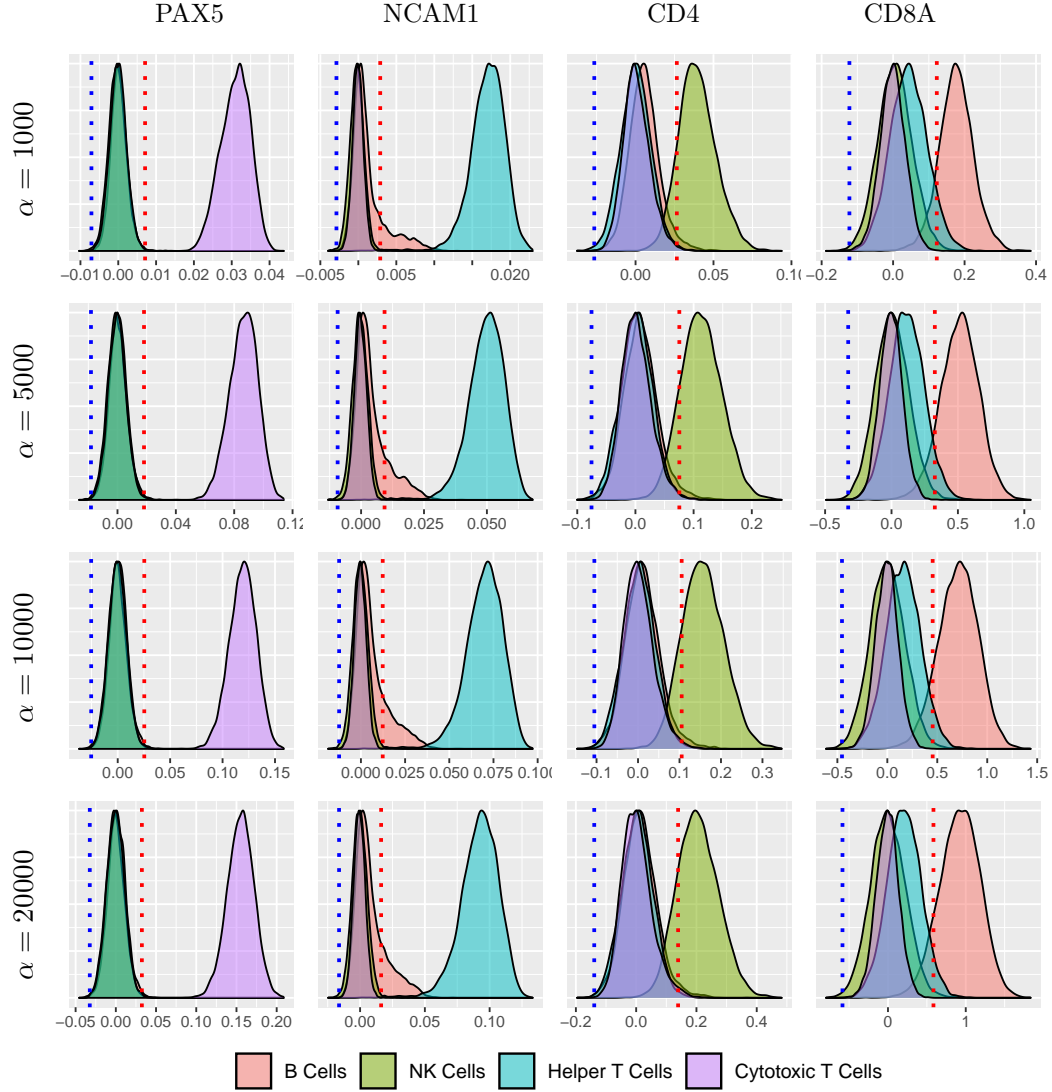

SUPPLEMENTARY FIGURE 19. Low-rank approximation of the purified PBMC dataset with different choice of scaling factors. The expression values were normalized as  $\log(\frac{\alpha}{s_j} \cdot x_{ij} + 1)$ , where  $\alpha$  is the scaling factor and  $s_j$  is the library size for the  $j$ th cell.  $\alpha = 10000$  corresponds to Figure 2A.

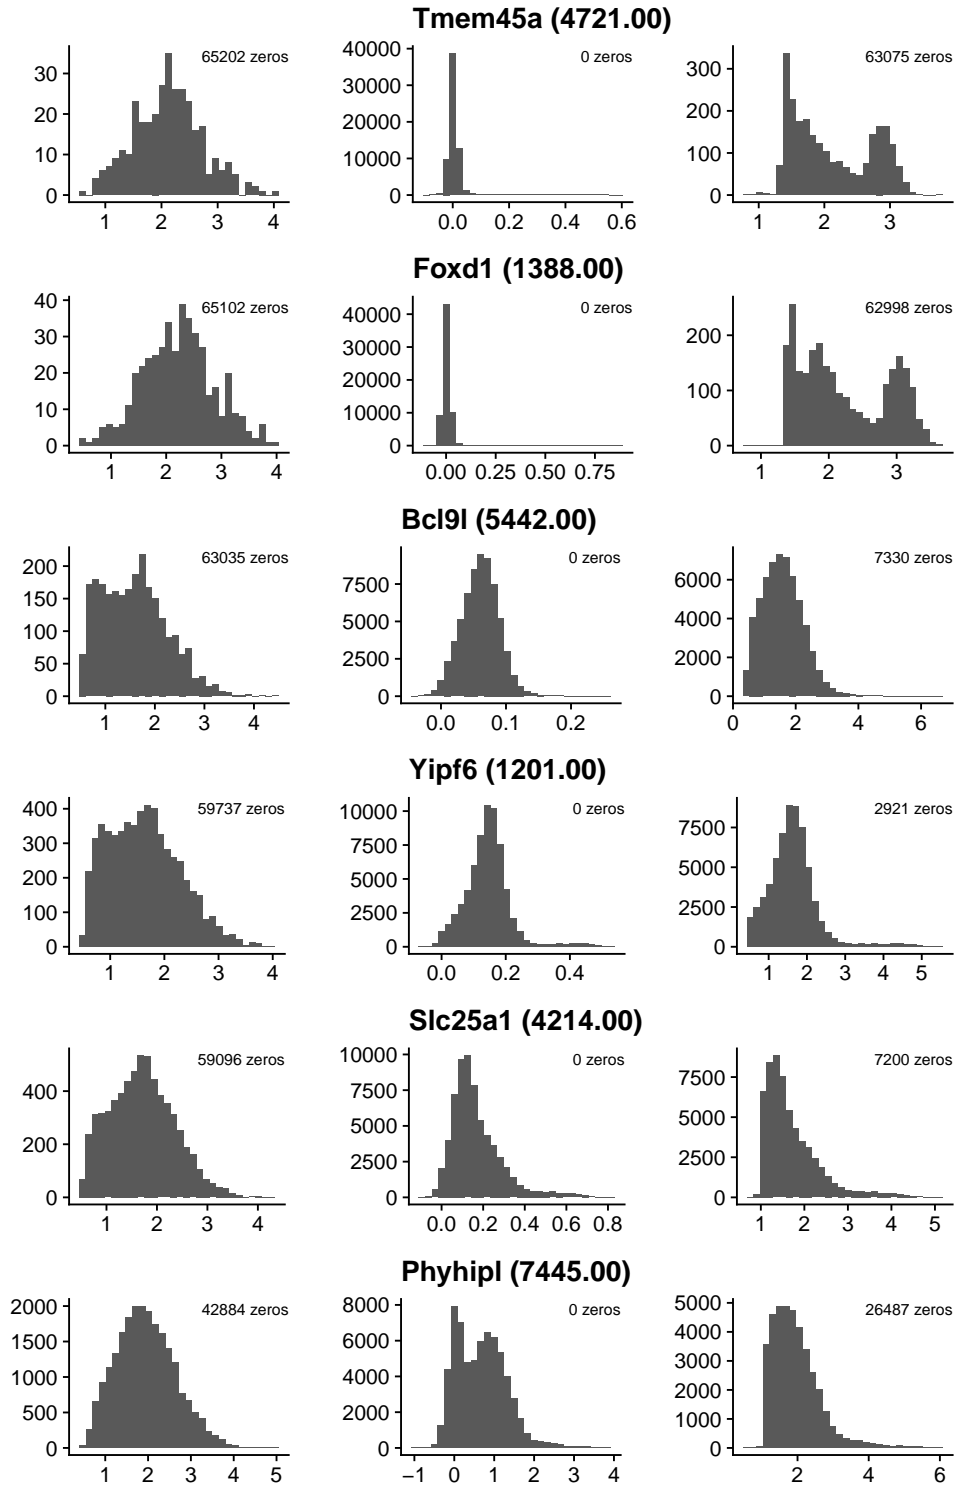

SUPPLEMENTARY FIGURE 20. Distributions of six randomly chosen variable genes with few excess zeros (EZs) from the mouse visual cortex cells of Hrvatin et al. before imputation (left), after low rank approximation (center), and after thresholding and scaling (right). Only non-zero values are plotted; the number of zeros is reported in the upper right corner.

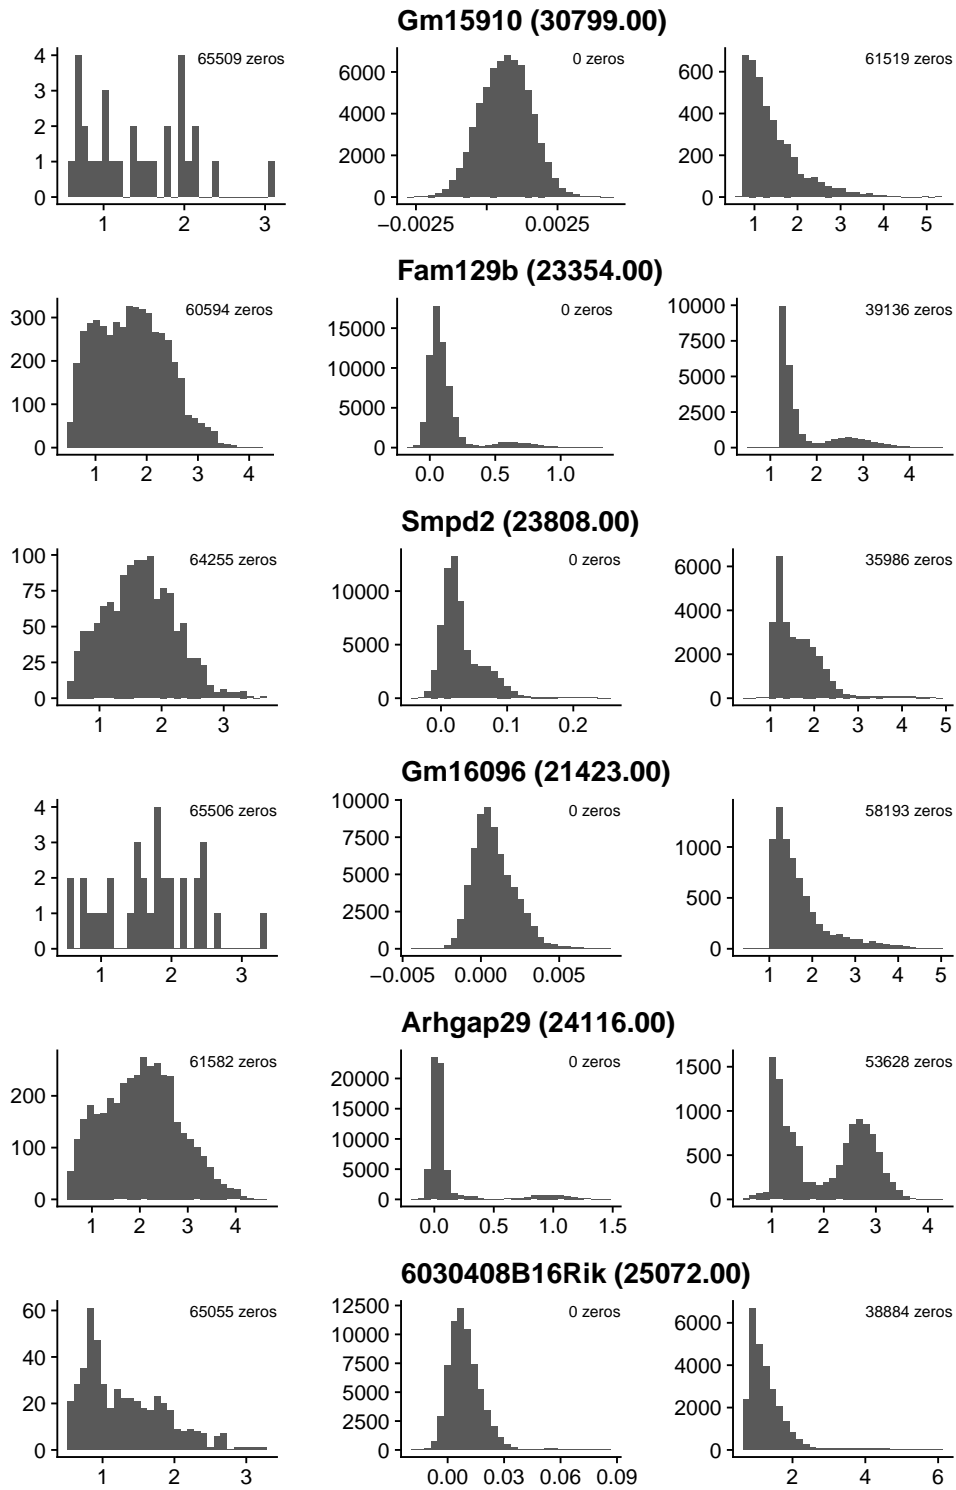

SUPPLEMENTARY FIGURE 21. Distributions of six randomly chosen variable genes with many excess zeros (EZs) from the mouse visual cortex cells of Hrvatin et al. before imputation (left), after low rank approximation (center), and after thresholding and scaling (right). Only non-zero values are plotted; the number of zeros is reported in the upper right corner.

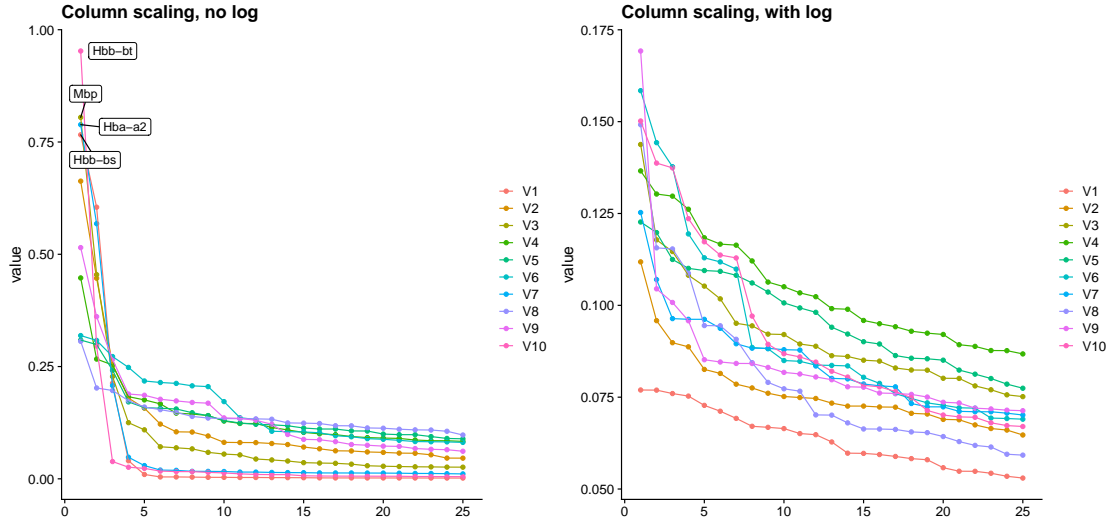

SUPPLEMENTARY FIGURE 22. Effect of log-normalization on right singular vectors in Hrvatin et al. The largest values of the top ten right singular vectors are shown in order from largest to small. Without log-normalization (left), each singular vector is dominated by only 1-3 genes. In contrast, with log-normalization, the mass of each singular vector is spread among a much larger number of genes.

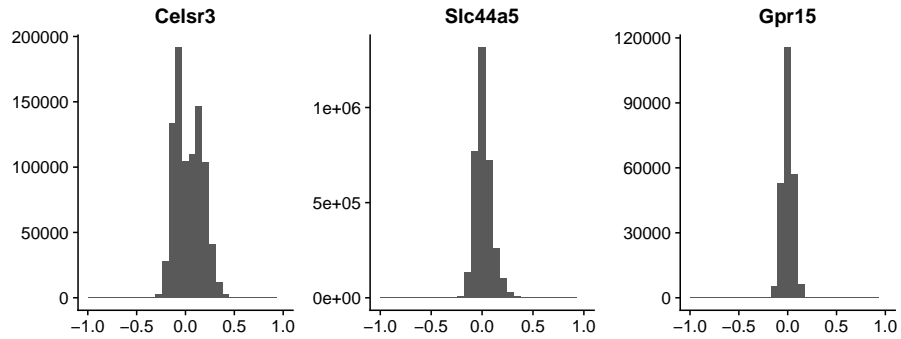

SUPPLEMENTARY FIGURE 23. Distribution of sample correlations  $\rho_i$  between entries corresponding to biological zeros in each of three randomly chosen gene.

## 4. SUPPLEMENTARY REFERENCES

- [1] Francis J Anscombe The transformation of Poisson, binomial and negative-binomial data, *Biometrika*, vol 35, no. 3/4, pp. 246–254. 1948
- [2] Afonso S. Bandeira and Ramon van Handel, sharp non-asymptotic bounds on the norm of random matrices with independent entries, the *Annals of Probability*, vol 44, no. 4, pp. 2479–2506.
- [3] Stephane Boucheron, Gabor Lugosi and Pascal Massart, *concentration inequalities, a non-asymptotic theory of independence*, oxford university press (2013).
- [4] Iain M. Johnstone and Boaz Nadler, Roy’s largest root test under rank-one alternatives, *Biometrika* **104** (2017), no. 1, 181–193.
- [5] Ilse Ipsen and Boaz Nadler, Refined perturbation bounds for eigenvalues of Hermitian and non-Hermitian matrices, *SIAM Journal on Matrix Analysis and Applications*, **31** (2009) no. , 40–53.
- [6] Tosio Kato. *Perturbation theory for linear operators*. springer science & business media (2013) 132.
- [7] Erich L. Lehmann. *Elements of large-sample theory*. springer science & business media (2004).
- [8] Boaz Nadler, Finite sample approximation results for principal component analysis: a matrix perturbation approach, the *Annals of Statistics* **36** (2008), no. 6, 2791–2817.
- [9] F William Townes, Stephanie C. Hicks, Martin J. Aryee, and Rafael A. Irizarry, Feature selection and dimension reduction for single cell rna-seq based on a multinomial model, *bioRxiv* (2019), 574574.
- [10] Roman Vershynin, Introduction to the non-asymptotic analysis of random matrices, Chapter 5 of *Compressed Sensing: Theory and Applications*, Yonina Eldar and Gitta Kutyniok, editors, Cambridge University Press, 2012. pp. 210–268.

How the deposited data were processed for this re-analysis (not part of the article)

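Single-cell RNA and surface proteins were measured by CITE-seq in cord blood mononuclear cells (CBMCs) and peripheral blood mononuclear cells (PBMCs) on the 10x platform, and by Drop-seq in blood cells sorted into 4 gates by their CD8 staining. Each is 1 RNA library and 1 tag library, 12 libraries in all, and the sorted cells are not analysed in the paper. For the RNA, the authors of the dataset deposited UMI counts per gene and cell, with human and mouse genes in 1 table. Their processing notes name Cell Ranger 1.2, and further filters are not given in the sources used here. For the antibodies, they deposited tag counts and a centered log ratio, which on inspection is the natural log of the tag count plus 1 minus a constant of each cell. The deposited ratios sum to 0 over the 13 tags of a CBMC, and not over the 10 tags listed for a PBMC. The tables of the sorted cells list a gene in a gate only from about 3 cells up, so a gene listed at 0 there has no floor or interval.

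From these files, cells with over 90% human UMIs were kept, and PBMC genes seen in at least 10 of them. Each cell was scaled to 10000 UMIs, 1 was added and the natural log taken. ALRA was written anew from the methods and differs from the paper's in that the singular vectors were computed to convergence with scipy 1.17.1 and not by a randomized method. The rank was 22 for PBMCs and 25 for CBMCs, as the methods give. The rank was also estimated from 100 singular values, as the last gap above the mean plus 6 SD of the gaps 79 to 99, counted by the earlier of its 2 singular values, where the formula of the methods counts the later. Zeros preserved are the share of zero entries of known-zero genes that stayed at 0, and zeros completed the share of all zero entries of a class that rose above 0. Known-zero genes came from marker lists fixed before the data were examined, as were the processing alternatives that the closing section does not name as later ones. MAGIC, SAVER, DCA and scImpute were not run, and the bulk RNA-seq lists of the paper were not used. The plain smoother averaged each cell with its nearest cells, 30 in all, in 22 principal components. Doublets were not called, and cells positive for more than 1 of the 3 gating markers were left out of the classes.

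Genes are named in the text if they encode a protein of the antibody panel, are named by the paper as blood-cell markers, have the highest or lowest share of zeros preserved or the highest CPM in a fixed list, are among the 8 genes of a class with the largest ratio to the other classes at 100 or more UMIs, or belong to the fixed lists of platelets, erythroid cells and dendritic cells. Genes that would tell the sex of a donor were left out, and some genes and proteins that the rule would name are not reported here, in the text or the plots. The values of GNLY, NKG7, KLRF1 and MS4A1 in the closing section, and those of T cells split by CD4 and CD8 tags, were chosen after they were seen.

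With 1 library per condition no test was run, and no p-value, standard error or count of changed genes is given. Shares of cells carry exact binomial 95% intervals and sums of UMIs exact Poisson 95% intervals, which cover counting error only, and a count of 0 was read as allowing up to 3 counts. To compare shares of cells with a UMI across depths, each cell was thinned to 500 UMIs, or 1000 as an alternative, with a fixed seed. The code for ALRA was tested on simulated T cells, B cells and monocytes with 200 genes planted in B cells alone, where at rank 4 it left 99.5% of their zeros at 0 in T cells and 99.4% in monocytes and completed all of them in B cells. On these 3 classes the rule for the rank gave 29 with singular values computed to convergence and 4 or 5 with a randomized method, so with the former it overestimated the rank. Alternatives changed the gates, the gene filter, the scaling factor, the log, the rank, the threshold, the depth, the distance, the genes and the kind of cell pairs, and their effect is given in the closing section. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.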

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

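The comparison of CD14 tags between CD4 and CD8 T cells as a test of unbound antibody was chosen only after its result was seen, the tests of where the completed zeros lie and of monocyte RNA cell by cell were added once the first doublet tests had been seen, and the genes named for the sorted cells and for the cells outside the gates were chosen after their values were seen. The verdict against doublets from the monocyte CPM was set after both doublet values were seen, since that value alone lies between the bounds written before.

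In data the paper did not analyse, Drop-seq cells sorted by CD8 staining carried a median of 34 CD8 tags in the low gate, 97 in the intermediate gate and 212 in the high gate, against 4 in the gate without CD8. Per 1000 tags of a cell the medians were 125, 352, 342 and 37.7, so the step from the intermediate to the high gate is not seen on that scale. That scale depends on the other tags, and CD3 had a median of 17.1 per 1000 in the intermediate and 276 in the high gate. The median deposited CLR value of CD8 was 0.273 in the low, 1.27 in the intermediate and 1.79 in the high gate, against -0.917 without CD8. CD8A was listed at 0 in the gate without CD8 and stood at 106 (68.0 to 158) CPM in the low, 309 (263 to 361) in the intermediate and 350.1 (303 to 402) in the high gate, with 95% Poisson intervals in parentheses and median depths of 728, 906 and 1183 UMIs. The NK-cell receptor gene KLRF1 stood at 416 (336 to 509) CPM in the low, 442 (387 to 503) in the intermediate and 163 (132 to 199) in the high gate, against 126 (92.2 to 168) in the gate without CD8. The B-cell gene MS4A1 stood at 966 (868 to 1073) CPM in the gate without CD8. It stood at 44.2 (21.2 to 81.3) in the low and 24.3 (13.3 to 40.7) in the high gate, and was listed at 0 in the intermediate gate.

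PBMCs outside the gates for T cells, B cells and monocytes, which the paper's classes leave out, held the cytotoxic granule genes GNLY at 7757 (7643 to 7872) CPM and NKG7 at 6407 (6304 to 6512), and the NK-cell gene KLRF1 at 1332 (1286 to 1381). In gated T cells the same genes stood at 388, 757 and 55.6 CPM.

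CD3-positive CBMCs, B cells left out, with CD4 and without CD8 tags carried a median of 361 CD14 tags, against 64 in those with CD8 and without CD4 and 435 in gated monocytes, so that 3332 cells were positive for CD3 and CD14. Doublets of a T cell and a monocyte are argued against for most of them, since the monocyte list without CD14 had 6.48% of the CPM that it had in monocytes, and 6.27% of the cells (209 of 3332, 95% interval 5.47% to 7.15%) reached 25% of the median share of monocytes, a level chosen here that doublets with little monocyte RNA would miss, while the median cell stood at 0.897% of that share. Unbound antibody alike in all cells is argued against too, as the median was 5.64 times as high in the CD4 as in the CD8 cells. CD14 tags rose with CD4 tags among CD3-positive cells (partial rank correlation across cells 0.747 with the CD3 and CD45RA tags taken out), but no less in those with CD8 and without CD4 (0.828), so whether CD14 tags come with CD4 or both follow another level common to the tags of a cell stays open, and so does CD14 protein on CD4 T cells, which was not tested apart from it. In the PBMC library, the median was 9 CD14 tags in CD4 T cells (2.89% CD14-positive), 14 in CD8 T cells (12.6%) and 77 in monocytes, an order of CD4 and CD8 cells opposite to that in CBMCs.

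Genes of the monocyte list lost zeros in PBMC T cells and B cells after ALRA, above all S100A8 and S100A9. Of the UMIs of that list in T cells, 62.7% lay in the 40 cells richest in them, against 5.91% if spread by depth, which is what doublets with a monocyte would give, although the gates leave out cells positive for both CD3 and CD14, and in B cells 55.3% lay in 9 cells, against 9.58%. The 40 T cells, with a median of 3221 UMIs, held 17.8% of the completed zeros (201 of 1129), and 644 T cells had a completed zero. In B cells the 9 cells held 16.2%. Most of the completed zeros thus lay outside these cells. For the T cells that was fixed beforehand, as the 40 had only 311 zeros of the list before ALRA, of which these 201 were completed. The test therefore does not decide whether doublets among the other cells had a part, and that stays open. Free RNA stays open as well, since across the 15 genes of the list the rank correlation between the human CPM in mouse cells and the share of zeros preserved in T cells was -0.286, between the bounds set before, and -0.382 in B cells. The design names no condition that differs between these cells, and no biological explanation was tested.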

How the results depend on the processing

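Chosen after the data were seen were the alternatives with genes in over 10 cells, the randomized decomposition, the lists without SPINK2, the rank-25 approximation without threshold, pairs within B cells, the CD3-positive cells with B cells left out, and the change in the distance correlation as a result of its own. No paired analysis was possible because each condition is 1 library and no test was run. A share was read as kept within its exact binomial interval over cells, a correlation within its Fisher interval over cells, and a count, rank or mean number of neighbors within 1.5 times. By these rules 281 of 437 alternative values were kept. That count includes values that the alternative could not change, such as those before ALRA at another rank or zeros completed without SPINK2. It therefore overstates how stable the results are. Depth limits all shares of cells with a UMI, and thinning to 500 or 1000 UMIs left all 44 list genes highest in their own class. The causes of the changes below were not tested.

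The monocyte gate held 13.0% of PBMCs with gates from the log of tag counts and 13.7% with gates from mouse cells, and 98.9% and 98.6% of its biological zeros were preserved. The estimated rank was 20 in PBMCs and 22 in CBMCs with a randomized decomposition of 2 power iterations. Zeros preserved, in percent of those of T cells, B cells and monocytes in this order, stayed above 93% throughout, at 99.4, 99.3 and 98.9 as the median over genes, 94.1, 93.5 and 94.3 with the 0.01 quantile and 98.8, 99.1 and 98.4 with the 0.0001 quantile as threshold. In T cells they were 98.1% without LYZ, S100A8 and S100A9, 98.8% without SPINK2, 98.1% at the rank estimated here, 98.1% at 1 above it, 98.4% with a scaling factor of 1000, 98.1% without the log (99.1% in monocytes) and 98.4% after thinning.

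Zeros completed, in percent and in the same order of classes, were 66.1, 67.1 and 63.2 at k = 15, 63.4, 64.8 and 60.9 at k = 17, 47.0, 49.5 and 46.2 at the rank estimated here, 46.3, 48.9 and 45.5 at 1 above it, 68.8, 69.5 and 66.3 with the 0.01 quantile, 50.6, 53.1 and 49.4 with the 0.0001 quantile, 47.0, 49.5 and 46.2 with genes in at least 3 cells, 81.4, 80.7 and 76.7 with genes in at least 100 cells and 43.1, 45.1 and 41.7 after thinning to 500 UMIs. In T cells they were 61.0% at k = 19 and 55.1% at k = 25. Averaging over 10 cells preserved 91.4, 90.1 and 92.6 and completed 22.2, 23.8 and 22.6, and averaging over 100 cells preserved 67.2, 59.2 and 67.8 and completed 63.9, 64.5 and 63.0.

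The median correlation of a CBMC protein with its gene after ALRA was 0.351 by Spearman's rank, 0.216 within T cells and 0.242 within CD3-positive cells with B cells left out. That of CD45RA with PTPRC was below 0 within both, at -0.206 and -0.187. More proteins than not, 9 to 13 of 13, correlated more after ALRA under every alternative run. Shared neighbors before ALRA were 4.11, 12.6 and 425 at k = 50, 100 and 1000 in the first 25 principal components, and 0.999 and 3.91 at k = 50 and 100 after thinning, while those after ALRA kept within 1.5 times under all 15 alternatives.

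The correlation of CBMC distances before and after ALRA was 0.344 and 0.442 within T cells, 0.167 and 0.271 within B cells, 0.128 and 0.442 within CD3-positive cells with B cells left out, 0.0176 and -0.0692 between gates, 0.334 and 0.679 over the genes of the 13 proteins, 0.429 and 0.493 with the log of tag counts, 0.450 and 0.502 with a scaling factor of 1000, 0.422 and 0.504 after thinning, and 0.172 and 0.363 in PBMCs. Before ALRA it was 0.166 within monocytes and 0.512 in 25 principal components, and after ALRA 0.496 with cosine distance and 0.512 without the threshold. The change, negative over all pairs and genes, was -0.0867 between gates and -0.0474 with a scaling factor of 20000. It turned positive within T cells (0.0977), B cells (0.104), monocytes (0.310) and CD3-positive cells with B cells left out (0.314), with cosine distance (0.0198), the genes of the 13 proteins (0.345), the log of tag counts (0.0636), no threshold (0.0230), a scaling factor of 1000 (0.0520) and thinning (0.0819), and in PBMCs (0.191). In the sorted cells the median CD8 tag count per 1000 tags was 9.08 times as high in the high gate as in the gate without CD8, against 52.9 times by tag count.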

Differences from the paper's values

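The paper's estimated rank for the PBMCs is 22, and the value here was 36 with singular values computed to convergence, or 37 with the gap counted by its later singular value as in the formula of the methods, the alternative set before the data were examined, which stays away from the paper's value too. For the CBMCs the paper's rank is 25, and the value here was 40, or 41 with that alternative. For the rank, the paper's methods use a randomized decomposition with 2 additional power iterations. That setting, chosen here only after seeing these values, gave 20 for the PBMCs and 22 for the CBMCs, within 1.5 times of the paper's. With it, 4 other random starts gave 25, 23, 22 and 23 for the PBMCs and 27, 24, 24 and 28 for the CBMCs. The values at that setting lie on both sides of the paper's 22 and 25. On simulated cells of 3 classes the rule gave 29 with converged singular values and 4 or 5 with randomized ones, so the converged values overestimated the rank there.

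The paper's Spearman correlation of CBMC distances before imputation is 0.36, and the value here over all pairs and all genes was 0.489. Of the alternatives set before the data were examined, pairs within T cells (0.344) came nearest to the paper's value and lay within the margin used, with 0.334 over only the genes of the 13 proteins next and outside it, as were the others. That margin takes cells as independent and is a rough guide only, as pairs share cells, and the value within T cells stands beside a value of the paper over all cells, so it does not settle the difference. After ALRA the paper's value is 0.64, and the value here was 0.467. None of the alternatives gave a value within that margin of 0.64, and the nearest was 0.679, again over only the genes of the 13 proteins. The paper states that ALRA raised this correlation. Over all pairs and genes it changed by -0.0225 here. It rose under the alternatives listed in the part on processing, among them that over the 13 genes (0.345). Over these genes, shared neighbors before and after ALRA were 1.51 and 3.80 at k = 50, against the paper's 1.45 and 3.76. At k = 100 they were 5.02 and 12.2 (paper 4.89 and 12.0), and at k = 1000 259 and 420 (paper 262 and 420). Only the 12.2 lay further from the paper's value than that over all genes (11.9). The paper does not say that its distances used these genes alone, so the source of the difference stays open.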

Other observations

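The values of T cells split by CD4 and CD8 tags were chosen after they were seen, the tests of depth and of the classes for the distance correlation were declared void only after their results were seen, and a test of depth for the random genes, planned with the others, was reduced to plain values after its result was seen.

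PBMC T cells with CD8 and without CD4 tags (911 cells, median 1379 UMIs) had a UMI of CD4 in 0.659% of cells (95% interval 0.242% to 1.43%) and were above 0 for CD4 in 40.7% after ALRA. CD40LG, a gene of activated helper T cells, went from 3.51% to 41.2% of these cells. In the reverse direction, T cells with CD4 and without CD8 tags (2789 cells, median 1371 UMIs) went from 0.143% to 4.23% for CD8A and from 11.9% to 91.2% for CD4. In CBMCs, T cells with CD8 and without CD4 tags (299 cells) had a CD4 UMI in no cell, where a count of 0 allows up to 3 cells, and 64.9% of them were above 0 for CD4 after ALRA. At 500 UMIs per cell, a UMI of CD4 was seen in 3.37% of the PBMC cells with CD4 tags and in no cell of those with CD8 tags, with the same limit of 3 cells.

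PBMCs outside the gates, with a median of 1254 UMIs, went from 6.26% to 85.4% of cells above 0 for NCAM1, which was seen in 0.0766% of T cells. For HBA1, an alpha-globin gene of red cells, they went from 1.11% to 65.6%, and for PPBP, a platelet chemokine, monocytes went from 2.22% to 63.3%. The plasmacytoid dendritic-cell gene LILRA4 stood at 51.5 (42.6 to 61.7) CPM outside the gates and 19.1 (13.0 to 27.1) in B cells, and FCER1A of conventional dendritic cells at 147 (131 to 163) outside the gates and 19.0 (13.6 to 25.9) in monocytes, with 95% Poisson intervals in parentheses.

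Mouse genes in human cells are biological zeros that need no marker list. With human and mouse cells and genes in 1 matrix, ALRA preserved 94.1% of the zeros of 11130 mouse genes in human cells and 87.3% of those of 13757 human genes in mouse cells, with medians over genes of 97.7% and 100% and with 1359 and 2513 genes under 90%. In CBMCs at rank 25, the marker lists kept 93.8% of their zeros in T cells, 93.4% in B cells and 96.5% in monocytes, while 38.3%, 36.0% and 33.8% of all zeros were completed. The correlation of a CBMC protein with random genes, as the median size over 1000 genes and the mean over 13 proteins, went from 0.0226 to 0.177 with ALRA, and was 0.192 after ALRA with the log of UMIs per cell taken out.

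A closer match of RNA and ADT distances in CBMCs after ALRA was to be weighed against depth, the low-rank projection and the distances between classes, but the correlation did not rise over all pairs and all genes, and the tests that divide by that rise decide nothing. By the rule written before, both would have counted in favor of the explanation, since a positive change divided by a negative one is below any bound. The change was 0.0819 with each cell thinned to 500 UMIs and 0.0977 among pairs of T cells. The rank-25 approximation without the threshold gave a correlation of 0.512, and as the values before and after ALRA lie closer together than the margin of that test, the part of the projection cannot be told apart.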
